# CTCF-RNA interactions orchestrate cell-specific chromatin loop organization

**DOI:** 10.1126/sciadv.ady5507

**Published:** 2025-11-26

**Authors:** Kimberly Lucero, Sungwook Han, Pin-Yao Huang, Xiang Qiu, Esteban O. Mazzoni, Danny Reinberg

## Abstract

CCCTC-binding factor (CTCF) is essential for chromatin organization. CTCF interacts with endogenous RNAs, and deletion of its ZF1 RNA binding region (∆ZF1) disrupts chromatin loops in mouse embryonic stem cells (ESCs). However, the functional significance of CTCF-ZF1 RNA interactions during cell differentiation is unknown. Using an ESC–to–neural progenitor cell (NPC) differentiation model, we show that CTCF-ZF1 is crucial for maintaining cell type–specific chromatin loops. Expression of CTCF-∆ZF1 leads to disrupted loops and dysregulation of genes within these loops, particularly those involved in neuronal development and function. We identified NPC-specific, CTCF-ZF1 interacting RNAs. Truncation of two such coding RNAs, *Podxl* and *Grb10*, disrupted chromatin loops in cis, similar to the disruption seen in CTCF-∆ZF1–expressing NPCs. These findings underscore the inherent importance of CTCF-ZF1 RNA interactions in preserving cell-specific genome structure and cellular identity.

## INTRODUCTION

One of the long-standing questions in biology is how a single cell can give rise to multiple cell types. Despite having the same genome, gene expression varies from one cell type to another, resulting in the diverse tissues that comprise a multicellular organism. The nonrandom structural organization of the genome is crucial for maintaining cell type–specific transcriptional programs that establish identity and proper function (*1*). Disruption of chromatin structure can lead to oncogenesis (*2*) or developmental abnormalities (*3*–*5*).

The structure of the genome is organized hierarchically. Interphase chromosomes occupy well-defined territories within the nuclear space (*6*). Within these chromosome territories are A and B compartments, corresponding to euchromatin and heterochromatin, respectively (*7*). Within compartments are fundamental structures, called topologically associating domains (TADs), which are defined as contiguous chromatin that is more frequently interacting with itself compared to chromatin outside the TAD (*8*, *9*). TADs are insulated regions of chromatin, which are composed of either actively transcribed regions or silent chromatin domains (*10*). Last, colocalized at or within TAD boundaries are chromatin loops, defined as genomic regions that are in closer physical proximity to each other than to their intervening sequences (*11*). TAD boundaries that are demarcated by chromatin loops occur frequently and are referred to as “loop domains” (*11*).

Central to the structural maintenance of chromatin loops (as well as TADs) in the mammalian system is CCCTC-binding factor (CTCF) (*12*), which is ubiquitously expressed and binds with high affinity to a conserved DNA motif (*13*). CTCF binding sites are enriched at most chromatin loop anchors (*11*) and are important for maintaining chromatin loops (*12*). Chromatin loops bound by CTCF at their base (“CTCF loop anchors”) are frequently found in close proximity to genomic regions enriched for active histone modifications, RNA polymerase II, and transcription start sites (TSSs) (*14*). These anchors play multifaceted and context-specific roles in transcriptional regulation by (i) bringing promoters close to distal enhancers to promote transcription (*15*), (ii) preventing ectopic contacts between promoters and enhancers not within the same loop domain (*3*, *10*), and (iii) acting as insulators or barriers to the spreading of active histone modifications (*4*).

The formation of CTCF loop anchors involves CTCF interaction with the cohesin complex, composed of Rad21, Smc3, Smc1a, and Stag1/Stag2 (*16*, *17*). Chromatin loops form apparently through a loop extrusion mechanism, whereby cohesin tethers two regions together and extrudes chromatin until it contacts two distant CTCF-bound sites in convergent orientation (*18*–*21*). Cohesin accessory proteins, such as Nipbl-Mau2, Wapl, Pds5a, and Pds5b, regulate cohesin loading, unloading, and processivity, thus modulating chromatin loop formation (*22*–*24*).

Although the loop extrusion model is an elegant and widely accepted explanation for how chromatin loops are formed, some observations regarding chromatin loops remain unexplained. Although most chromatin loops are bound by CTCF, there are more CTCF binding sites than loop anchors, and most CTCF binding sites are not at chromatin loops (*8*, *11*). It remains unclear why certain CTCF binding sites function as loop anchors whereas others function in transcription. In addition, CTCF loop anchors are dynamic and can change upon differentiation, such as during the differentiation of mouse embryonic stem cells (ESCs) into neural progenitor cells (NPCs) (*25*). The sites to which CTCF actively binds are largely invariant between cell types (*26*), yet they exhibit differential chromatin interactions. Thus, the reorganization of CTCF loop anchors upon differentiation is not well understood and likely involves cell-specific regulatory elements that cooperate with CTCF. It was previously found that, in addition to CTCF, other proteins such as Maz, Patz1, and Znf263 modulate insulation and gene expression in a cell-specific manner (*27*–*29*).

In this study, we examined the role of cell-specific CTCF-RNA interactions in chromatin loop formation based on the following evidence. CTCF comprises a central zinc finger domain with 11 zinc fingers (ZFs). The central ZFs 3 to 7 directly interact with the 15–base pair (bp) core DNA motif and are crucial for CTCF DNA binding (*30*). The peripheral ZF1, ZF10, and a C-terminal region (RBRi) are RNA binding domains (*31*–*34*). CTCF interacts with thousands of endogenous RNAs (*35*). Notably, a deletion in ZF1 of CTCF (∆ZF1) thwarts the integrity of some chromatin loops in vivo (*33*). Yet, deletion or point mutation in ZF1 does not affect CTCF DNA binding activity in vitro (*36*) and gives rise to a modest loss in vivo (*30*). A deletion in ZF10 of CTCF (∆ZF10) also results in decreased integrity of chromatin loops, albeit to a much lesser degree compared to ΔZF1 (*31*). ∆ZF1 and ∆ZF10 mutants display defects in self-association compared to wild type (WT) (*31*), which may explain the observed loss of chromatin loops. Similarly, a deletion in RBRi (ΔRBRi) leads to loss of chromatin loops (*33*), as well as decreased CTCF protein self-clustering in vitro (*32*) and in vivo (*33*). In addition to its role in facilitating CTCF-CTCF interactions, RNA has been shown to either facilitate or decrease CTCF binding to chromatin and thereby influence chromatin architecture and transcription (*35*, *37*–*39*).

Given the evidence above, we focused on elucidating the broader role and importance of CTCF-ZF1 in chromatin loop maintenance. Using an in vitro model system of ESC to NPC differentiation, we sought to answer the following questions: (i) Are CTCF-ZF1 RNA interactions required for the maintenance of cell type–specific chromatin loops? (ii) How does the ∆ZF1 mutation affect gene expression within these loops? (iii) Are there cell type–specific CTCF-ZF1 RNA interactions, and if so, are they important in maintaining cell type–specific chromatin loops? Using a CTCF-AID2 degron system coupled with rescue experiments involving doxycycline (dox)–inducible CTCF, either WT or ∆ZF1, we uncovered a vital role of CTCF-RNA interactions in chromatin loop organization. Our findings highlight that CTCF-ZF1 interactions with RNA are central to the integrity of cell-specific genome structure and cellular identity.

## RESULTS

### Acute CTCF depletion and rescue using the AID2 system

To determine the role of CTCF-ZF1 in genome organization, we generated mouse ESC lines (ES-E14TG2a) with an endogenous, homozygous deletion of CTCF-ZF1 (amino acids 264 to 277; ΔZF1) (fig. S1, A and B). The ΔZF1 ESCs had similar CTCF and Rad21 protein levels as WT but exhibited decreased protein levels of the pluripotency gene Oct3/4 (fig. S1C), suggesting that the mutant would have differentiation defects. We differentiated the ΔZF1 ESCs into NPCs following an established protocol (*40*) and assessed differentiation efficiency by immunostaining with Sox1, an NPC-specific marker (*40*). The ΔZF1 mutant exhibited inefficient differentiation, with a reduced percentage (fig. S1D) and total count of Sox1+ cells (fig. S1E), indicating that the CTCF-ZF1 region is crucial for cellular differentiation.

Given the differentiation challenges with ESCs expressing ΔZF1 constitutively, we instead developed ESC lines having an AID2 degron system for CTCF, coupled with dox-inducible CTCF rescues (Fig. 1A and fig. S2A). This system allows for the degradation of endogenous CTCF and the inducible expression of tagged rescue CTCF variants, either WT or ΔZF1, in a temporally controlled manner postdifferentiation into NPCs.

**Fig. 1.**
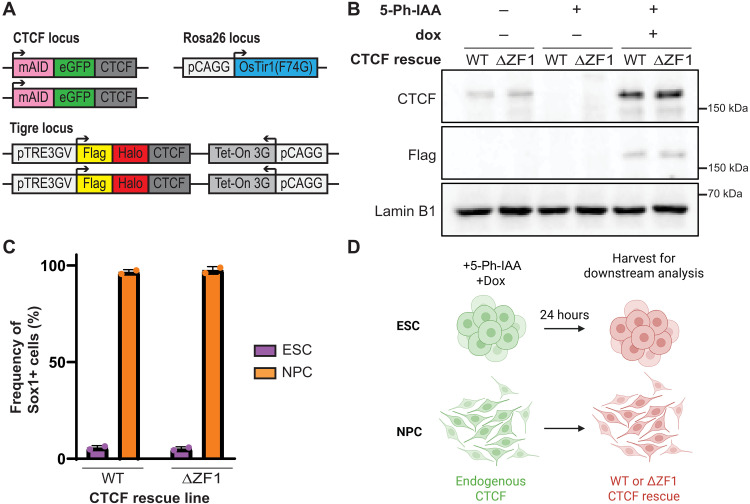
Acute CTCF depletion and rescue using the AID2 system. (**A**) Schematic showing the CTCF-AID2 degron and dox-inducible rescue system generated in ESCs. (**B**) Western blot of CTCF-AID2 and rescue lines after 24 hours with no treatment or treatment with 5-Ph-IAA or 5-Ph-IAA and dox. (**C**) CTCF-AID2 and dox-inducible rescue lines were differentiated into NPCs for 2 days. Cells were immunostained with anti-Sox1 antibody and percentages of Sox1+ cells were quantified by flow cytometry analysis. Neither 5-Ph-IAA nor dox was added. Data are represented as means ± SEM, *N* = 2 biological replicates. (**D**) Diagram of the experimental approach. ESCs or NPCs were treated with 5-Ph-IAA and dox and then harvested for downstream analysis after 24 hours. Image created in BioRender. Lucero, K. (2025) (https://BioRender.com/hu9z2jx).

To generate the CTCF-AID2 degron in the ES-E14TG2a background, we used CRISPR-Cas9–based gene editing to tag both endogenous CTCF alleles with mini-auxin inducible degron–enhanced green fluorescent protein (mAID-eGFP) at the N terminus. We then inserted OsTir1(F74G) into the Rosa26 locus to facilitate inducible degradation. OsTir1(F74G) interacts with mAID in the presence of the auxin analog 5-Ph-IAA, leading to ubiquitination by E3 ligase and subsequent proteasome-dependent degradation of mAID-eGFP–tagged CTCF (*41*). We then integrated dox-inducible Flag-Halo–tagged versions of CTCF, either WT (control) or ∆ZF1 into the Tigre locus of the CTCF-AID2 degron line.

First, we assessed the timing of CTCF degradation in ESCs using eGFP fluorescence (mAID-eGFP-CTCF). As expected, 100% of CTCF-AID2 cells strongly expressed eGFP, and the addition of 5-Ph-IAA led to a near-complete loss of eGFP fluorescence within 1 hour (fig. S2B). Next, we tested the efficiency of rescue expression by conjugating the Halo portion of the tagged CTCF to a JF646-fluorescent HaloTag. Almost 100% of cells expressed CTCF, either WT or ∆ZF1, at 24 hours after dox treatment (fig. S2C). Western blot analysis also confirmed degradation of mAID-eGFP-CTCF and showed similar Flag-Halo-CTCF protein levels between the WT and ΔZF1 rescues (Fig. 1B). We verified that the WT and ΔZF1 rescue lines expressing tagged endogenous CTCF (without 5-Ph-IAA or dox treatment) showed Sox1 expression in over 90% of cells by day 2 of NPC differentiation (Fig. 1C). For the experimental setup, we maintained ESCs in culture while differentiating the same lines into NPCs in parallel. ESCs and NPCs were then treated with 5-Ph-IAA and dox and harvested after 24 hours for analysis (Fig. 1D). We limited the rescue expression to 24 hours to capture more direct structural effects and minimize indirect effects from cascading gene expression changes due to mutant expression. Using this CTCF-AID2 and dox-inducible rescue system, we next investigated the role of CTCF-ZF1 RNA interactions in both differentiated NPCs and their parental ESCs.

### CTCF loop anchors induced after differentiation are disrupted in CTCF-ΔZF1

To determine the role of CTCF-ZF1 on genome organization, we first assessed the impact of the ΔZF1 mutation on loop anchors in ESCs and NPCs expressing the ΔZF1 mutant rescue (ESC-ΔZF1 and NPC-ΔZF1, respectively). We performed Micro-C (*42*) and used FitHiC2 (*43*) to identify chromatin loops at a 5-kb resolution [false discovery rate (FDR) ≤ 0.01]. Replicate reproducibility was confirmed using HiCRep (*44*), which showed high stratum-adjusted correlation coefficients (SCC > 0.9) across all chromosomes (fig. S3, A and B). To specifically identify CTCF loop anchors, we performed CTCF chromatin immunoprecipitation sequencing (ChIP-seq) to determine CTCF binding sites and overlapped called ChIP-seq peaks with chromatin loop boundaries. We then evaluated contact strength at both CTCF-bound and non–CTCF-bound loop anchors. Although a slight reduction in contact counts was observed at non–CTCF-bound anchors—suggesting indirect effects on chromatin structure—the reduction at CTCF-bound anchors was substantially greater and highly significant (fig. S3, C and D), supporting a direct and specific role for the CTCF-ZF1 region in stabilizing chromatin loops. To assess direct effects, our subsequent analyses focused on CTCF-bound loop anchors (CTCF anchors) in both WT and ∆ZF1. We performed aggregate peak analysis (APA) to quantify the average interaction signal across all CTCF anchors (*45*). Consistent with previous findings (*31*), we observed a decrease in CTCF anchors in ESC-ΔZF1 (Fig. 2A). A similar reduction was also observed in NPC-ΔZF1 (Fig. 2B). CTCF loop anchors were independently called in both WT and ΔZF1. Venn diagrams comparing the two conditions reveal 202 gained anchors in ESCs and 381 in NPCs with the ΔZF1 mutation (fig. S3, E and F). However, these gains are relatively modest compared to the substantial number of lost anchors—1504 of 3860 (40%) in ESCs and 2238 of 4495 (50%) in NPCs—highlighting loop loss as the predominant phenotype (Fig. 2C).

**Fig. 2.**
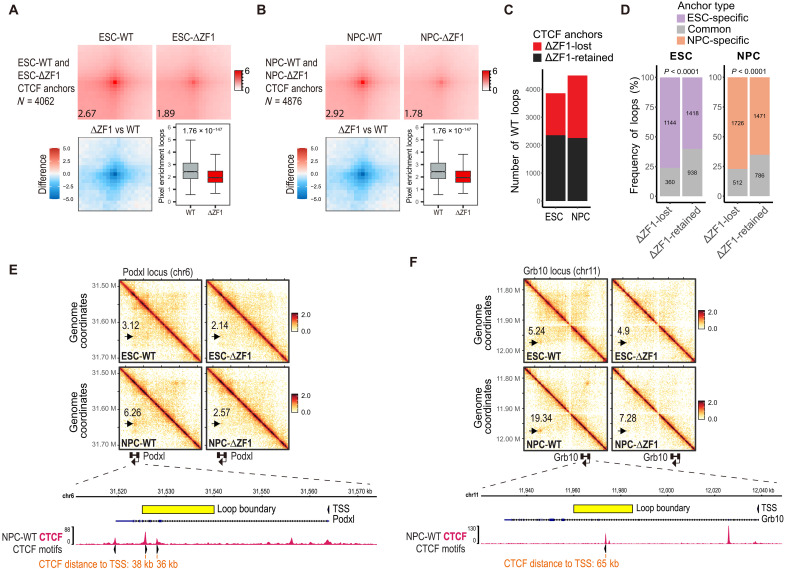
CTCF loop anchors induced after differentiation are disrupted in the ΔZF1 mutant. (**A** and **B**) APA plots (top) of CTCF loop anchors in (A) ESCs and (B) NPCs, comparing WT and ΔZF1. APA was generated using the combined set of CTCF loop anchors called in both WT and ΔZF1. The numbers indicate the APA score calculated using Juicer. The bottom-left panel is the difference in APA enrichment between ΔZF1 and WT. The bottom-right panel is a box plot quantifying the pixel enrichment of each loop. p-values were determined using the Wilcoxon signed-rank test. Plots represent merged biological replicates (*N* = 2). (**C**) Bar plots showing the number of WT CTCF loop anchors and the proportions that are lost or retained in the ΔZF1 mutant. Loops were classified as ΔZF1-lost if they were found to be significant only in WT but not in ΔZF1 (*q* value cutoff of 0.01) and if contact counts had log_2_ fold change ≤ −1 (see Materials and Methods). (**D**) Bar plot showing the proportions of cell type–specific and common loops among ΔZF1-lost or ΔZF1-retained loops. The numbers indicate the absolute numbers of loops. *P* values were determined using Fisher’s exact test. (**E** and **F**) Micro-C contact heatmaps (top) at the (E) *Podxl* and (F) *Grb10* loci. Arrows point to CTCF-bound loops. Numbers above the arrows indicate the fold enrichment of pixel intensity at the indicated loop anchor relative to the local background, as calculated using Cooltools. (Bottom) Loop anchor annotation and CTCF ChIP-seq track at the gene body of (E) *Podxl* and (F) *Grb10*. CTCF motifs with their orientation are annotated. The distance of the CTCF binding sites to the gene TSS is indicated. The data are represented as merged biological replicates (Micro-C *N* = 2; CTCF ChIP-seq *N* = 4).

To further characterize ZF1-dependent (ΔZF1-lost) versus ZF1-independent (ΔZF1-retained) CTCF loops, we performed a comparative analysis of cohesin and TAD colocalization, loop size, transcriptional activity, and chromatin state (fig. S3, G to J). Both loop types were bound by cohesin (Smc3) and were colocalized at TAD boundaries at similarly high frequencies (fig. S3, G and H), suggesting that colocalization with cohesin or TADs alone does not account for ZF1 dependence. Notably, ZF1-dependent loops were significantly longer in genomic span than ZF1-independent loops (fig. S3I), consistent with the idea that longer-range interactions—with inherently lower contact probabilities—may rely more on RNA-mediated stabilization, whereas shorter loops can be maintained by direct protein-DNA or protein-protein interactions.

To assess whether chromatin activity or transcriptional output underlies ZF1 dependence, we analyzed RNA sequencing (RNA-seq) data (this study), assay for transposase-accessible chromatin using sequencing (ATAC-seq) data (*46*), and ChIP-seq profiles for histone modifications—including H3K27ac, H3K4me3, H3K27me3, and H3K9me3 (*47*)—at ESC loop anchors. We found no significant differences in the enrichment of active chromatin marks (H3K27ac and H3K4me3), chromatin accessibility (ATAC-seq), or transcriptional activity (RNA-seq) between ZF1-dependent and ZF1-independent loops (fig. S3J). Repressive histone marks (H3K27me3 and H3K9me3) also showed no notable differences (fig. S3J). These results suggest that ZF1 dependence is not simply associated with changes in enhancer activity, promoter usage, or transcription but may instead reflect more specific functional features of CTCF-RNA interactions.

We then evaluated the impact of ΔZF1 on higher-order chromatin organization. We used principal components analysis (PCA) to identify the spatial segregation of A and B compartments, corresponding to positive and negative values of the first eigenvector, respectively (*7*). Our analysis revealed that the compartments in ESC-ΔZF1 and NPC-ΔZF1 were largely similar to those in WT cells, with only ~3% of compartments showing a shift from A-to-B or B-to-A (fig. S4A). We found a high correlation between the first eigenvectors of WT and ΔZF1 (*R*^2^ = 0.98) (fig. S4, B and C) and the absence of noticeable changes on the plaid pattern observed in Micro-C heatmaps (fig. S4, D and E). These results are consistent with previous studies showing that compartmentalization is CTCF independent (*12*, *17*).

Chromatin loops are frequently colocalized at TAD boundaries, and the loop extrusion model proposes that TADs emerge from multiple dynamically formed loops during extrusion (*18*, *19*). Given the widespread reduction in loops, we investigated whether TADs were also affected in ΔZF1. We used Arrowhead (*45*) to identify TADs and performed aggregate TAD analysis (ATA) (*48*) to average the results of all TADs. Comparison of ATA between WT and ΔZF1 revealed a decrease in long-range interactions within TADs in ΔZF1 (fig. S5, A and B). The decrease in interactions was most prominently observed at TAD boundaries (fig. S5, A and B). To compare the level of interaction separation at TAD boundaries, we calculated diamond insulation scores (*49*), which quantify the degree of interactions with neighboring regions. A lower insulation score indicates a stronger TAD boundary. We plotted the insulation score profiles for WT and ΔZF1 centered on CTCF ChIP-seq peaks and observed an increase in insulation scores in ΔZF1, indicating weakened TAD boundaries (fig. S5 C and D). These results show that the CTCF-ZF1 RNA binding region is crucial for maintaining not only CTCF loop anchors but also TADs.

To ascertain the integrity of cell-specific loops in the presence of the ΔZF1 mutant, we first identified cell-specific and ESC/NPC common (or constitutive) loops. As expected, the differentiation of WT ESCs into WT NPCs resulted in differential CTCF loop anchors (fig. S6A). Notably, the presence of CTCF and cohesin at DNA binding sites was mostly cell type invariant (fig. S6, B to D), and binding at cell-specific loop anchors was similar between the cell types (fig. S6, E to G). We then investigated whether cell-specific loop subsets were affected in ΔZF1. We found in ESCs that cell-specific CTCF anchors constituted 76% (1144/1504) of ΔZF1-lost anchors and 60% (1418/2356) of ΔZF1-retained anchors (Fig. 2D). Similarly, in NPCs, cell-specific CTCF anchors comprised 77% (1726/2238) of ΔZF1-lost anchors and 65% (1417/2257) of ΔZF1-retained anchors (Fig. 2D). Statistical analysis (Fisher’s exact test) indicated a significant difference in the distribution of cell-specific loops. The likelihood (odds ratio) of losing a cell-specific loop compared to losing a common loop was 2.1 times higher in ESCs and 1.8 times higher in NPCs. We show examples of NPC-specific, ΔZF1-lost loops at the *Podxl* (Fig. 2E) and *Grb10* (Fig. 2F) loci. These loci are illustrated as our subsequent studies will focus on the function of CTCF interaction with *Podxl* and *Grb10* RNAs. We highlight one of the loop boundaries at each locus, showing that the CTCF loop anchor coordinates are located within the *Podxl* (Fig. 2E) and *Grb10* (Fig. 2F) gene body. On the basis of these results, we concluded that the CTCF-ZF1 RNA binding region plays an essential role in maintaining loops not only in ESCs but also in the case of the reorganized CTCF loop anchors that arise after differentiation into NPCs.

### ΔZF1 loop loss is not due to loss of CTCF-DNA or CTCF-cohesin interactions

ΔZF1 has been shown to have an RNA binding defect, yet the loss of CTCF anchors may be due to other functional deficits arising from the deletion of ZF1. Therefore, we first probed whether the loss of CTCF anchors might arise from a decrease in CTCF DNA binding activity and/or changes in CTCF-protein interactions, particularly that of CTCF-cohesin. To address DNA binding activity, we performed CTCF ChIP-seq on WT and ΔZF1 rescues. Reproducible CTCF ChIP-seq peaks (present in three of four replicates) were identified using MACS2 (*50*), and differential peak calling was performed using DiffBind (*51*). We observed minimal changes in CTCF ChIP-seq peaks in the ΔZF1 mutant, with only 0.23% (66/28,455) of peaks significantly decreased in ESCs (Fig. 3A) and 0.24% (55/22,873) significantly decreased in NPCs (Fig. 3B). To specifically assess CTCF binding at loop anchors, we compared ChIP-seq signals between WT and ΔZF1 at anchors of lost and retained loops (Fig. 3, C and D, respectively). The vast majority of anchors maintained comparable CTCF occupancy in ΔZF1, with only three to four peaks at lost loops showing significantly reduced binding (log_2_ fold change ≤ −1; FDR ≤ 0.05). In accordance, ChIP-seq heatmaps of CTCF enrichment at ΔZF1-lost and ΔZF1-retained loop anchors revealed no notable differences between WT and ΔZF1 (Fig. 3, E and F).

**Fig. 3.**
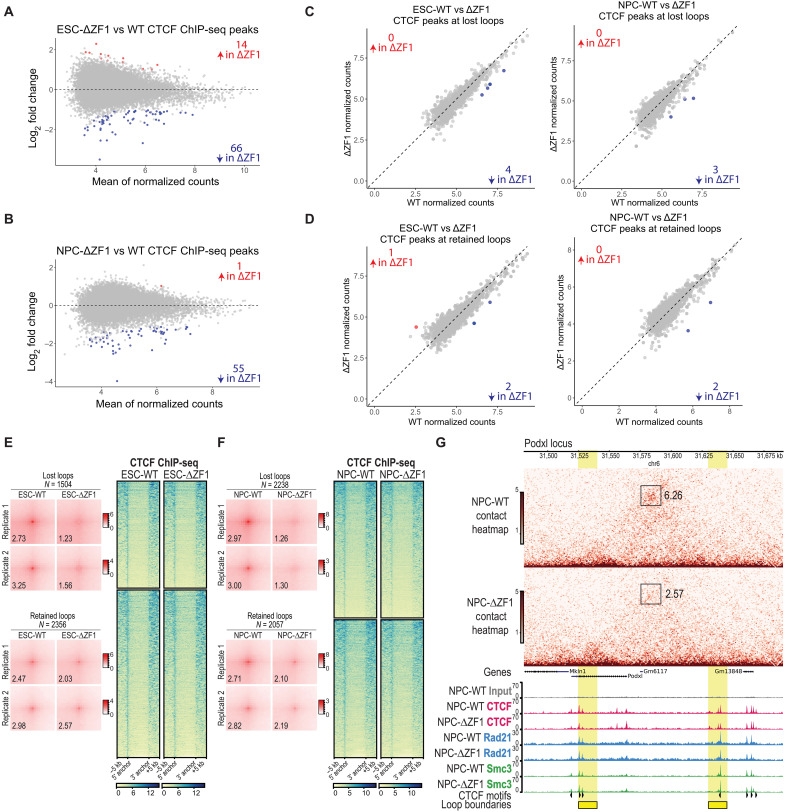
ΔZF1 loop loss is not due to changes in CTCF chromatin binding. (**A** and **B**) DiffBind MA plot (Deseq2 normalized) of differentially called peaks comparing ΔZF1 versus WT in (A) ESCs and (B) NPCs. Adjusted *P* value cutoff: ≤ 0.05; log_2_ fold change cutoff: ≥ 1, ≤ −1; *N* = 4 biological replicates. (**C** and **D**) Scatterplots showing DiffBind DESeq2-normalized counts of CTCF ChIP-seq peaks in WT and ΔZF1 conditions at loop anchors that are lost (C) or retained (D) in ΔZF1. (**E** and **F**) (Left) The APA plots per replicate (*N* = 2) in (E) ESCs and (F) NPCs show the comparison between WT and ΔZF1 for the lost and retained loop subsets. Numbers indicate APA scores. (Right) CTCF ChIP-seq heatmaps comparing CTCF chromatin binding in (E) ESC-WT and ESC-ΔZF1 and (F) NPC-WT and NPC-ΔZF1. Each row is a loop anchor coordinate, and the heatmap is clustered on the basis of whether the anchor is ΔZF1-lost (top cluster) or ΔZF1-retained (bottom cluster). (**G**) Micro-C contact heatmap (top) and ChIP-seq tracks for CTCF and cohesin subunits, Rad21 and Smc3 (bottom), at a representative *Podxl* locus. Loop boundaries are highlighted in yellow. Boxes on the contact heatmaps mark loop anchors. Numbers next to each box indicate the fold enrichment of pixel intensity at the corresponding anchor relative to the local background, as calculated with Cooltools. CTCF motifs with their orientation are annotated. The data in (E), (F), and (G) are represented as merged biological replicates (Micro-C *N* = 2; CTCF ChIP-seq *N* = 4; Rad21 and Smc3 ChIP-seq *N* = 2).

We next investigated whether ΔZF1 could lead to a loss in CTCF-protein interactions. We performed native anti-Flag immunoprecipitation of Flag-Halo–tagged rescue CTCF from the chromatin fraction, followed by mass spectrometry (ChIP-MS) on WT and ΔZF1 rescues. As expected, we detected all the cohesin subunits as CTCF-protein interactors (fig. S7A and table S1). Moreover, we did not observe any differential protein interactions between ΔZF1 and WT (fig. S7A and table S1). This finding contrasts with that of another CTCF-ZF mutant (ΔZF10), with which a handful of differential interactions had been detected (fig. S7B and table S2). Consequently, we did not further investigate the ΔZF10 RNA binding mutant in this study as our focus was on the role of CTCF-RNA interactions. The intact CTCF-cohesin interactions in the ΔZF1 mutant observed by ChIP-MS is consistent with results from CTCF-IP and Rad21 immunoblots published previously (*31*).

Although a gross loss in CTCF-cohesin interactions was undetectable, we considered that there might be changes in CTCF-cohesin colocalization at CTCF anchors in the ΔZF1 mutant. Thus, we performed ChIP-seq of Rad21 and Smc3, two of the cohesin core subunits. There were minimal to no changes in Rad21 or Smc3 ChIP-seq peaks in ΔZF1 (fig. S7, C to F). We also found no differences in Rad21 or Smc3 ChIP-seq enrichment between WT and ΔZF1 at both ΔZF1-lost and ΔZF1-retained anchors (fig. S7, G to J). Figure 3G shows a representative *Podxl* locus wherein an NPC-specific chromatin loop is lost in NPC-ΔZF1, whereas CTCF, Rad21, and Smc3 DNA binding remain unchanged at the anchors. On the basis of these results, we concluded that the loss of CTCF loop anchors in the ΔZF1 mutant was not due to a loss of CTCF-DNA binding or CTCF-cohesin interactions and, instead, was most likely due to the loss of direct CTCF-RNA interactions.

### Dysregulated genes in the ΔZF1 mutant are enriched at disrupted loops

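RNA was sequenced from the CTCF rescue lines, which are mouse ESC lines derived from E14 ESCs. Their endogenous CTCF carries a degron, and cells were treated for 24 h with 1 µM 5-Ph-IAA to degrade it and with 1 µg/ml doxycycline to express WT or ΔZF1 CTCF in its place. ESC-WT, ESC-ΔZF1, NPC-WT and NPC-ΔZF1 were each sequenced in 2 libraries, and NPCs were collected on day 2 of differentiation. The authors aligned the reads with STAR, counted them on each gene with featureCounts and deposited the counts without normalization. Between 6425179 and 28730435 reads per library were counted on genes, with a median of 10916787.5 in ESC-WT, 14122171.5 in ESC-ΔZF1, 17744044 in NPC-WT and 27903923 in NPC-ΔZF1. Here, these counts were normalized with edgeR's TMM method and compared with its quasi-likelihood F test, in a single model of all 8 libraries with a mean for each group. A total of 16641 genes passed edgeR's filter on low counts and were tested. Genes were taken as dysregulated at the cutoffs of the paper, a Benjamini-Hochberg adjusted p-value of at most 0.05 and a log2 fold change of at least 0.5 in either direction. No shrinkage of fold changes was applied here, and the methods of the paper do not say whether it was applied there. The files list genes by symbol, and their positions are those of GENCODE on GRCm38. WT and ΔZF1 CTCF were each expressed in a single line, so that the lines and the proteins they express were compared together.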

To assess the effect of the ΔZF1 mutant on gene expression in ESCs and NPCs, we performed bulk RNA-seq followed by DESeq2 analysis (*52*). We compared gene expression from ESC-ΔZF1 and NPC-ΔZF1 to their WT counterparts. 

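Relative to ESC-WT, 601 of the 16641 genes tested were dysregulated in ESC-ΔZF1, with 387 down-regulated and 214 up-regulated. Over the alternatives tried, the count ranged from 52, with an adjusted p-value cutoff of 0.01, to 1601, with only the libraries of the groups compared in the model. With each library left out in turn, between 559 and 588 of the 601 genes kept their direction with a log2 fold change of at least 0.5, and no p-value was computed because a single library was left in 1 of the groups. Chromosome 11 carried 8.12% of the genes tested and 222 of the dysregulated genes, and all 222 were down-regulated. With the genes of chromosome 11 left out, 254 genes were dysregulated, of which 136 were up-regulated and 118 down-regulated. This is fewer than the 601 less the 222, so that other genes also dropped out of the calls. With the median fold change of chromosome 11 taken into the offsets of the model, there were 245 dysregulated genes, 135 up-regulated and 110 down-regulated.
Among dysregulated genes with a mean of at least 100 normalized counts and no overlap between WT and ΔZF1 libraries, Hoxa10 showed the largest rise. It lies on chromosome 6 from 52231197 to 52240854. Its normalized count was 13.4 ± 3.76 (SD, n = 2) in ESC-WT and 216 ± 18.9 (SD, n = 2) in ESC-ΔZF1, a log2 fold change of 3.90 (standard error 0.28, adjusted p = 0.000438). The next largest rises were those of Klhdc7a, with a log2 fold change of 2.72, and Aoah, with 1.84. The largest falls were those of Vsir, with a log2 fold change of -2.37, Myh6, with -2.05, and Hpcal4, with -1.83. None of these 6 genes lies on chromosome 11. Of the leading genes of Table S3, Elob had a log2 fold change of 1.61, Pkp2 of -1.42, Smoc1 of -1.78 and Arrb1 of -1.69, each with every ΔZF1 library beyond both WT libraries.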

In ESC-ΔZF1, we identified 432 dysregulated genes, with 235 down-regulated and 197 up-regulated (fig. S8A and table S3). In NPC-ΔZF1, we found 2060 dysregulated genes, with 1226 down-regulated and 834 up-regulated (Fig. 4A and table S4). 

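In NPC-ΔZF1, 2936 genes were dysregulated relative to NPC-WT, with 1740 down-regulated and 1196 up-regulated. When each library was left out in turn, between 2339 and 2861 of these genes kept their direction with a log2 fold change of at least 0.5. Over the alternatives tried, the count ranged from 1222, with only the libraries of the groups compared in the model, to 3600, without a filter on low counts. The model of all 8 libraries takes the same spread of a gene for every group. However, the NPC-WT libraries differed from each other more than those of other groups, with a chi-square per degree of freedom of 63.1 against 2.92 to 6.37. Chromosome 11 carried 591 of the dysregulated genes, of which 574 were down-regulated and 17 up-regulated. Without the genes of chromosome 11, 2222 genes were dysregulated, 1124 up-regulated and 1098 down-regulated, so that some other genes dropped out of the calls here too. With the median of chromosome 11 taken into the offsets, there were 2422, of which 1219 were up-regulated and 1203 down-regulated.
The median log2 fold change of the genes of chromosome 11 was -0.46 in ESC-ΔZF1 and -0.56 in NPC-ΔZF1. Across the 4 pairs of a ΔZF1 and a WT library it ranged from -0.46 to -0.43 in ESCs and from -0.63 to -0.49 in NPCs. The medians of the 18 other autosomes lay between -0.01 and 0.05 in ESCs and between -0.04 and 0.17 in NPCs, and none of 10000 random gene sets of the same size had a median as low as that of chromosome 11.
The largest fall among the genes with at least 100 normalized counts was that of H19, which GENCODE lists as a long noncoding RNA, on chromosome 7 from 142575529 to 142578143. It had 43203 ± 5146 normalized counts (SD, n = 2) in NPC-WT and 227 ± 6.85 (SD, n = 2) in NPC-ΔZF1, a log2 fold change of -7.57 (standard error 0.37, adjusted p = 7.11e-06). Myl4 and Rhbdl3, which both lie on chromosome 11, followed with log2 fold changes of -2.47 and -2.46. Hist1h4m had no count in NPC-WT and 641 ± 59.3 normalized counts (SD, n = 2) in NPC-ΔZF1. Measured against the 3 counts that a count of 0 allows, which covers counting error only, it was at least 141-fold higher. In ESC-ΔZF1, however, it had 1.30 normalized counts in replicate 1 and 806 in replicate 2, so that its counts can differ as widely between replicates of a group. Hist1h4m is a histone gene whose reads the counting could have assigned to other copies, and with fold changes shrunken by ashr its log2 fold change was 0.30 and it was not dysregulated. Habp2 and Tfec rose with log2 fold changes of 4.66 and 4.53. Lama1, on chromosome 17 from 67697259 to 67822647, had 3207 ± 480 normalized counts (SD, n = 2) in NPC-WT and 25426 ± 793 (SD, n = 2) in NPC-ΔZF1, a log2 fold change of 2.99 (standard error 0.13, adjusted p = 6.47e-06). Of the other leading genes of Table S4, Dpp4, Lefty1 and Lgmn had log2 fold changes of 3.73, 3.66 and 2.63.

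**Figure D1:**
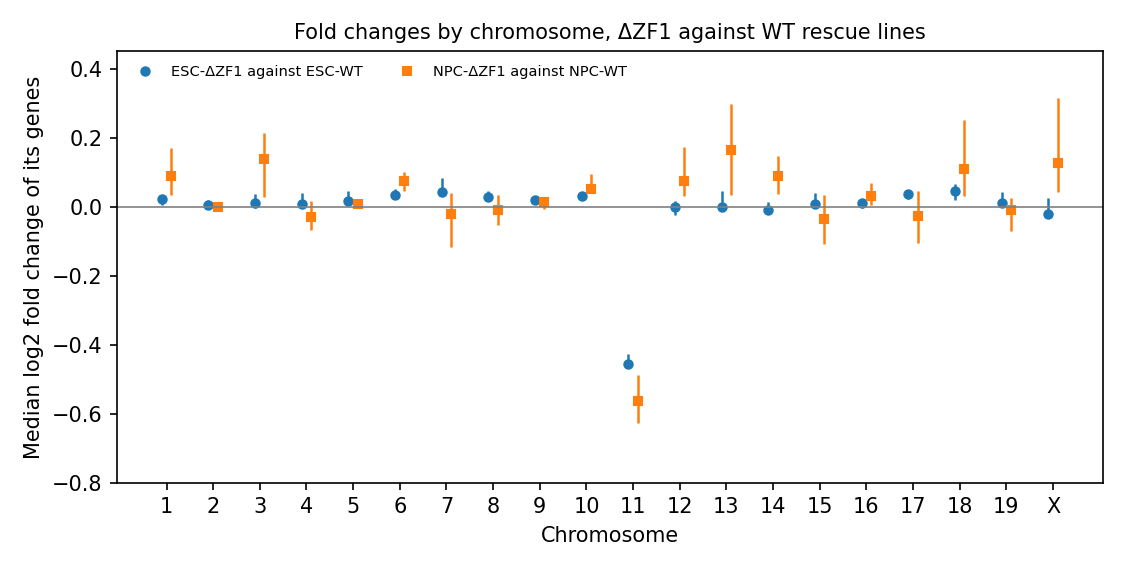
Median log2 fold change of the genes tested on each chromosome, in ESC-ΔZF1 relative to ESC-WT (circles) and in NPC-ΔZF1 relative to NPC-WT (squares), with vertical lines from the lowest to the highest median over the 4 pairs of a ΔZF1 and a WT library. Chromosome 11 lies at -0.46 in ESCs and -0.56 in NPCs, and the 18 other autosomes lie between -0.04 and 0.17.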

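The effect of ΔZF1 was also compared between the cell types, as the interaction term of the model. It differed between NPCs and ESCs in 449 genes, and was higher in NPCs in 264 of them and lower in 185. The balance of directions depended on the method, with 318 higher and 362 lower with DESeq2 in place of edgeR, 275 and 322 with its fold changes shrunken by ashr, and 538 and 601 without a filter on low counts. With only the libraries of the groups compared in the model, more genes were dysregulated in ESC-ΔZF1 (1601) than in NPC-ΔZF1 (1222). Of these 449 genes, 377 were also dysregulated in NPC-ΔZF1 and 80 in ESC-ΔZF1. A total of 314 genes were dysregulated in both cell types, of which 213 were down-regulated in both, 81 were up-regulated in both and 20 changed in opposite directions. Of the 213 genes down-regulated in both, 138 lie on chromosome 11. The ESC and NPC comparisons share no library.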

Given that the change in gene expression was greater in the case of NPCs, we asked whether CTCF-ZF1 is crucial for an NPC-specific transcriptional program. 

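The PANTHER analysis was not repeated here. Instead, 10 gene lists written before the data were examined were tested for over-representation among the genes dysregulated in NPC-ΔZF1, which made up 17.6% of the 16641 genes tested. The test itself, Fisher's exact test, was chosen after the results were seen. It treats the genes of a list as independent, so that its p-values are too small where they change together. Of the neural progenitor list, 7 of 15 genes were dysregulated (46.7%, adjusted p = 0.0151 over the 10 lists, two-sided Fisher's exact test), 6 of them up-regulated and 1 down-regulated. Of a list of genes of neuron projections, 22 of 76 were dysregulated (28.9%, adjusted p = 0.0212, Fisher's exact test), 11 up-regulated and 11 down-regulated. As sets, these lists were not shifted past the cutoff of 0.05, with a median log2 fold change of 0.79 for the neural progenitor list (adjusted p = 0.0678 from limma's camera, over 40 pairs of a list and a comparison, and 0.00914 with only the libraries of the groups compared) and of -0.02 for the neuron projection list (adjusted p = 0.631). Lists of other cell types were over-represented too, with 23 of 26 genes of the extraembryonic endoderm list (88.5%, adjusted p = 6.54e-14, Fisher's exact test), 12 of 16 of the surface ectoderm list (adjusted p = 4.01e-06, Fisher's exact test) and 10 of 18 of the mesoderm list (adjusted p = 0.00079, Fisher's exact test). The pluripotency list, with 6 of 20 genes dysregulated, was not over-represented past 0.05 (adjusted p = 0.183, Fisher's exact test).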

We performed a Gene Ontology (GO) term enrichment analysis using PANTHER (*53*) and found that the dysregulated genes in NPC-ΔZF1 had an overrepresentation of terms related to NPC function, such as dendrite morphogenesis and development, regulation of neurogenesis, and nervous system development (Fig. 4B and table S5).

**Fig. 4.**
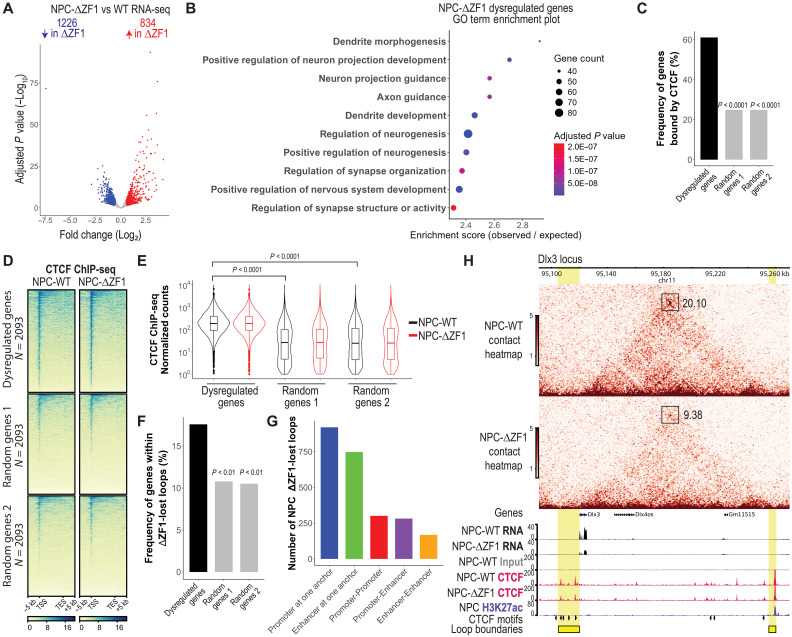
Dysregulated genes in NPC-ΔZF1 mutant are enriched at disrupted loops. (**A**) Deseq2 volcano plots showing gene expression changes in NPC-ΔZF1 compared to NPC-WT (see all in table S4). Adjusted *P* value cutoff: ≤ 0.05; log_2_ fold change cutoff: ≥ 0.5, ≤ −0.5; *N* = 2 biological replicates. (**B**) PANTHER GO term analysis of NPC-ΔZF1 dysregulated genes (see all in table S5). Shown are the top 10 terms related to neuronal function. (**C**) Bar plots showing the percentage of genes in each set (dysregulated, random 1, and random 2) that overlap with CTCF peaks in NPCs (−1 kb from the TSS to TES of genes). Statistical significance was determined using Fisher’s exact test. (**D**) NPC CTCF ChIP-seq heatmaps at dysregulated, random 1, and random 2 genes. The data are represented as merged biological replicates (*N* = 4). (**E**) Quantification of CTCF ChIP-seq reads at the TSS-TES of genes shown in (D). *P* values were determined using the Wilcoxon signed-rank test. (**F**) Bar plots showing the percentage of genes from each gene set (dysregulated, random 1, and random 2) that are colocalized within ΔZF1-lost loops in NPCs. *P* values were determined using Fisher’s exact test. (**G**) Bar plots showing the number of NPC-ΔZF1-lost anchors that overlapped with promoters and/or enhancers. (**H**) Example locus with decreased enhancer-promoter loop contact in ΔZF1. (Top) Micro-C contact heatmaps of WT compared to ΔZF1. CTCF anchors are highlighted in yellow. Boxes mark loop anchors; numbers next to them show fold enrichment over the local background, calculated with Cooltools. (Bottom) RNA-seq, CTCF, and H3K27ac ChIP-seq tracks. The upstream anchor is at the *Dlx3* promoter, and the downstream anchor is at a putative enhancer marked by H3K27ac (reanalyzed data; see table S6). The presence of CTCF motifs and their orientation is annotated. The data are represented as merged biological replicates (Micro-C *N* = 2; RNA-seq *N* = 2; CTCF ChIP-seq *N* = 4).

To assess whether gene expression changes were directly regulated by CTCF, we examined whether there was an enrichment of CTCF binding at dysregulated genes compared to randomly generated lists of genes. We found that 65% of ESC-ΔZF1 dysregulated genes (fig. S8B) and 61% of NPC-ΔZF1 dysregulated genes (Fig. 4C) were bound by CTCF, compared to 24 to 25% of random genes (Fig. 4C, S8B). CTCF ChIP-seq heatmaps revealed that dysregulated genes had a significant enrichment in CTCF binding, particularly at TSSs (Fig. 4D and fig. S8C). We quantified the CTCF ChIP-seq read counts across the genes [from the TSS to transcription end site (TES)] and found that CTCF binding was significantly more enriched at ΔZF1-dysregulated genes compared to random genes, with no changes in CTCF binding in the ΔZF1 mutant (Fig. 4E and fig. S8D).

We further investigated whether dysregulated genes were colocalized within ΔZF1-lost anchors. Our analysis revealed that 18% (80 of 436) of dysregulated genes in ESC-ΔZF1 (fig. S8E) and 18% (368 of 2093) of dysregulated genes in NPC-ΔZF1 were colocalized at disrupted CTCF anchors, compared to 10 to 11% of random genes (Fig. 4F). Statistical analysis indicates that dysregulated genes were significantly more likely to colocalize within ΔZF1-lost loops than would be expected by random chance (Fig. 4F and fig. S8E).

Next, we annotated the loop anchors on the basis of their overlap with promoters or putative enhancers. Putative enhancers were identified on the basis of ChIP-seq peaks of histone H3 acetylated at lysine-27 (H3K27ac) in ESCs and NPCs from previous studies (table S6) (*54*, *55*). We found several hundred ΔZF1-lost anchors overlapped with either a promoter (P) or enhancer (E) at one anchor or showed P-P, P-E, and E-E overlaps at both anchors (Fig. 4G and fig. S8F). 

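Dlx3 lies on chromosome 11 from 95120119 to 95125296. It had 928 ± 33.1 normalized counts (SD, n = 2) in NPC-WT and 323 ± 30.2 (SD, n = 2) in NPC-ΔZF1, a log2 fold change of -1.52 (standard error 0.19, adjusted p = 0.000872 from edgeR's quasi-likelihood test). The genes of chromosome 11 as a whole were lower in NPC-ΔZF1, and with their median taken into the offsets the log2 fold change of Dlx3 was -0.96 and it was still called down-regulated. In ESCs, Dlx3 had 95.7 ± 36.2 normalized counts (SD, n = 2) in ESC-WT and 47.4 ± 12.1 (SD, n = 2) in ESC-ΔZF1, a log2 fold change of -0.91 that was not past the cutoff (adjusted p = 0.119). It passed with DESeq2 in place of edgeR (adjusted p = 0.0491). With edgeR it passed without a filter on low counts (adjusted p = 0.0255) and with only the libraries of the groups compared (adjusted p = 0.0299). Under the other alternatives with a p-value it did not pass. The difference of Dlx3 between the cell types was not past the cutoff, with an interaction of -0.61 (standard error 0.35, adjusted p = 0.377). This interaction ranged from -0.99 to -0.20 with each library left out in turn.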

We show an example of a ΔZF1-lost anchor wherein the upstream anchor overlaps with the promoter of a ΔZF1-down-regulated gene, *Dlx3* (Fig. 4H). In the ΔZF1 mutant, the CTCF-bound *Dlx3* promoter exhibited decreased looping contact with a downstream putative enhancer marked by H3K27ac, likely leading to decreased *Dlx3* expression (Fig. 4H).

Although some genes may be dysregulated indirectly due to a transcriptional cascade rather than direct chromatin loop changes, the higher enrichment of CTCF binding at dysregulated genes and the increased likelihood of dysregulated gene colocalization at ΔZF1-lost anchors suggest that disruptions in chromatin architecture directly contributed to transcriptional changes in the ΔZF1 mutant. These transcriptional changes can be partially explained by the disruption of CTCF-bound promoter-enhancer contacts.

### Identification of NPC-specific CTCF-ZF1 RNA interactions

In light of our findings thus far, we hypothesized that RNAs up-regulated in NPCs interact with CTCF to facilitate the formation of NPC-specific CTCF anchors in cis, i.e., at or near the site of transcription. To identify potential loop-inducing CTCF-RNA interactions, we performed iCLIP2 (crosslinking and immunoprecipitation followed by sequencing) (*56*, *57*). We used anti-Flag immunoprecipitation to purify Flag-Halo–tagged rescue CTCF (WT or ΔZF1) and verified CTCF-RNA interactions with RNA-^32^P labeling and CTCF immunoblotting (fig. S9A). We then sequenced the CTCF-RNA interactome in ESCs and NPCs. In ESCs, we identified 69,685 reproducible CLIP-seq peaks in CTCF-WT, whereas CTCF-ΔZF1 had 33,354 peaks (Fig. 5A). In NPCs, there were 50,758 peaks in CTCF-WT, whereas CTCF-ΔZF1 had 30,799 peaks (Fig. 5B). Most ΔZF1 peaks overlapped with WT peaks (fig. S9, B and C), consistent with an overall reduced RNA binding capacity in the mutant. CLIP-seq heatmaps of combined WT and ΔZF1 peaks confirmed a higher overall enrichment of CTCF-RNA cross-links in WT compared to ΔZF1 mutant in both ESCs (Fig. 5, C and D) and NPCs (Fig. 5, E and F). WT CLIP peaks were annotated to 6438 genes in ESCs and 6350 genes in NPCs. Consistently, CLIP-seq enrichment across the TSSs to TESs of annotated genes were decreased in ΔZF1 (fig. S9, D to G). CLIP peaks mapped to diverse RNA features—including 5′ untranslated regions (5′UTRs), 3′UTRs, exons, and introns—with a slight enrichment for intronic regions compared to background (non-cross-linked) peaks (fig. S10A). Gene annotations included coding, noncoding, antisense, and pseudogene transcripts, with coding RNAs representing the majority (fig. S10B). De novo motif analysis using MEME (*58*) identified significant RNA binding motifs, although they were present in only ~10 to 20% of peaks (fig. S10, C to E), suggesting possible recognition of RNA secondary structures rather than linear motifs.

**Fig. 5.**
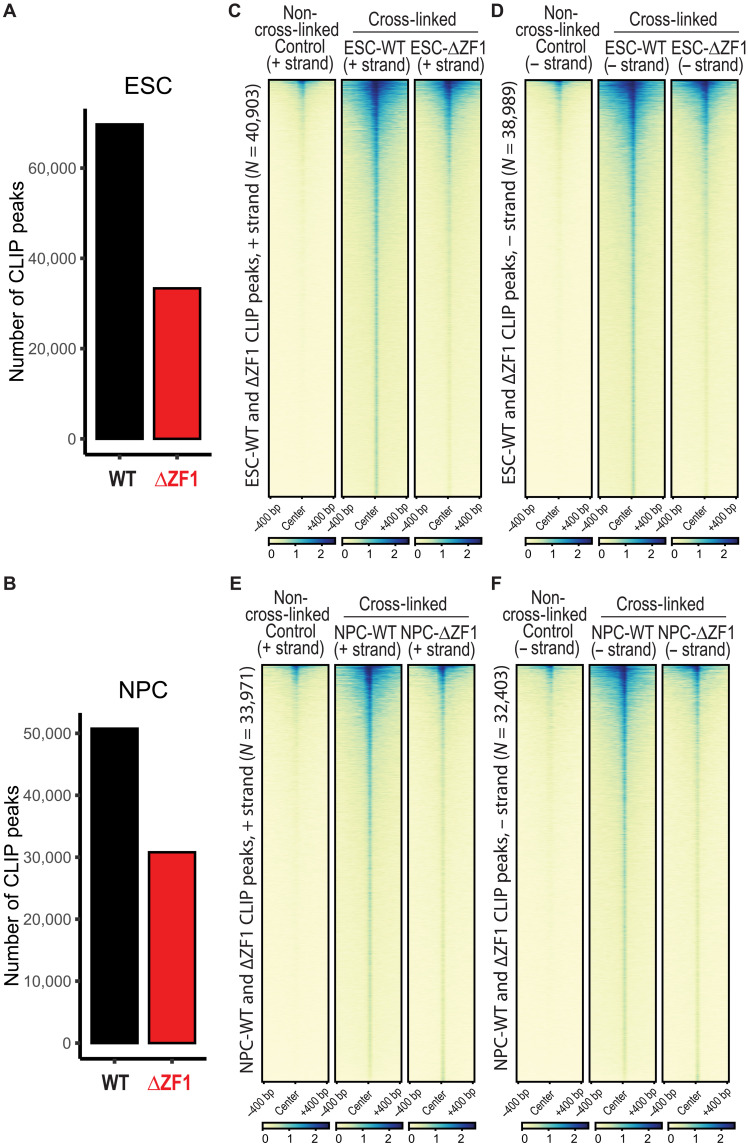
Decreased CTCF-RNA cross-linking in the ΔZF1 mutant. (**A** and **B**) ESCs (A) and NPCs (B) were UV cross-linked, and Flag-Halo–tagged WT or ΔZF1 rescue CTCF was immunoprecipitated using anti-Flag beads. RNA was purified, and the cDNA library was sequenced. Reproducible CLIP peaks were called (see Materials and Methods) in the WT and ΔZF1 mutant. Bar graphs of the number of reproducible peaks are shown (*N* = 3 to 4 biological replicates). (**C** and **D**) The combined set of CLIP peaks in WT and ΔZF1 was used to plot heatmaps of ESC-CTCF CLIP peak enrichment in the non-cross-linking negative control and cross-linked WT and ΔZF1. CLIP peaks are shown for the (C) plus (+) and (D) minus (−) strands. (**E** and **F**) Heatmaps of NPC-CTCF CLIP peak enrichment in the non-cross-linking negative control and cross-linked WT and ΔZF1. CLIP peaks are shown for the (E) plus (+) and (F) minus (−) strands.

To identify NPC-specific CTCF-RNA interactions, we used DESeq2 to call genes with significantly higher CLIP-seq reads in NPC WT compared to ESC WT. This analysis revealed 554 NPC-specific CLIP-seq genes (Fig. 6A and table S7). Expectedly, RNA-seq data showed that most of these genes were up-regulated in NPCs compared to ESCs (Fig. 6B). 

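Of the 554 genes with NPC-specific CLIP-seq reads in Table S7, which have a CLIP-seq log2 fold change of at least 1 and an adjusted p-value of at most 0.05, 549 passed the filter on low counts in the RNA-seq data. Relative to ESC-WT, 473 of the 554 genes (85.4%) were up-regulated in NPC-WT and 4 were down-regulated, and the count of up-regulated genes adjusted over the list alone was 474. Their median log2 fold change was 1.51, with quartiles of 0.95 and 2.29. In all, 6980 of the 16641 genes tested differed between NPC-WT and ESC-WT, with 3661 up-regulated in NPC-WT (22.0%) and 3319 down-regulated. With each library left out in turn, between 461 and 468 of the 473 genes kept their direction with a log2 fold change of at least 0.5.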

Although a subset of these NPC-specific genes showed reduced expression in the NPC-ΔZF1 mutant, most did not (Fig. 6B), indicating that the overall reduction in CTCF-RNA interactions observed in the mutant cannot be solely attributed to decreased RNA expression. 

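In NPC-ΔZF1, 145 of the 554 NPC-specific CLIP-seq genes (26.2%) were down-regulated relative to NPC-WT, 67 were up-regulated and 337 of the genes tested were neither. Of all genes tested, 10.5% were down-regulated. The count of down-regulated CLIP-seq genes adjusted over the list alone was 159. The median log2 fold change of the CLIP-seq genes was -0.19, with quartiles of -0.62 and 0.22. Of the 473 genes that were up-regulated in NPC-WT relative to ESC-WT, 140 were down-regulated in NPC-ΔZF1, 52 were up-regulated and 281 were neither. The list of up-regulated genes and the comparison with NPC-ΔZF1 share the NPC-WT libraries. In 20 rounds of simulated counts, NPC-WT and NPC-ΔZF1 had the same means, and the CLIP-seq genes up-regulated in NPC-WT relative to ESC-WT were picked anew in each round (median 476.5). Of the genes picked, 46.6% to 54.9% had a negative log2 fold change in NPC-ΔZF1, at most 35 were lower at an unadjusted p-value under 0.05 and none was down-regulated. In the data, 67.0% of the 473 genes had a negative log2 fold change and 198 were lower at an unadjusted p-value under 0.05. Genes were drawn independently in the simulation, whereas in the data the NPC-WT libraries differed in many genes together. For example, 17 of 20 pluripotency genes were higher in replicate 2. The simulation therefore cannot tell how far such a shared difference lowers the 473 genes. Of the 145 genes, 32 lie on chromosome 11, and without that chromosome 110 CLIP-seq genes were down-regulated. Without replicate 2 of NPC-WT, 114 of the 145 kept their direction with a log2 fold change of at least 0.5, the lowest number over the libraries left out. From the CLIP-seq genes whose RNA was not reduced, the paper concludes that lower RNA expression does not alone account for the loss of CTCF-RNA interactions in the mutant.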

To refine the list of RNA candidates for functional validation, we intersected three gene sets: (i) 554 NPC-specific CTCF-interacting genes identified by CLIP-seq, (ii) genes up-regulated in NPCs compared to ESCs, and (iii) genes that colocalize with NPC-specific CTCF loop anchors (Fig. 6C). This intersection yielded 75 RNAs that colocalized with 240 CTCF anchors. APA at these anchors revealed higher loop enrichment signal in NPC-WT compared to ESC-WT (Fig. 6D), with a more pronounced reduction in NPC-ΔZF1 than in ESC-ΔZF1 (Fig. 6D), suggesting that these loops exhibit increased RNA dependency in NPCs. From this subset, we selected *Podxl* and *Grb10* for further study on the basis of the following criteria: Their loci are associated with ΔZF1-lost, NPC-specific loops (Fig. 2, E and F), and they are expressed in the mouse brain and have established neuronal functions (*59*–*61*). 

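Podxl lies on chromosome 6 from 31519488 to 31563981 and Grb10 on chromosome 11 from 11930508 to 12038683. Podxl had 755 ± 228 normalized counts (SD, n = 2) in ESC-WT and 7318 ± 148 (SD, n = 2) in NPC-WT, a log2 fold change of 3.30 (standard error 0.18, adjusted p = 1.01e-06 from edgeR's quasi-likelihood test). Grb10 had 1539 ± 60.6 (SD, n = 2) in ESC-WT and 4612 ± 75.2 (SD, n = 2) in NPC-WT, a log2 fold change of 1.58 (standard error 0.10, adjusted p = 1.54e-06). In NPC-ΔZF1, Podxl had 9706 ± 422 normalized counts (SD, n = 2), and its log2 fold change relative to NPC-WT was 0.41 (standard error 0.16, adjusted p = 0.105), which was not past the cutoff. Grb10 had 8307 ± 48.8 normalized counts (SD, n = 2) in NPC-ΔZF1, a log2 fold change of 0.85 (standard error 0.09, adjusted p = 0.000439). This rise was larger than the spread between replicates, and Grb10 lies on a chromosome whose median fell by 0.56 in the same comparison. Leaving out each library in turn gave log2 fold changes in NPC-ΔZF1 of 0.82 to 0.86 for Grb10 and of 0.35 to 0.45 for Podxl. Over all alternatives, the value for Grb10 in NPC-ΔZF1 lay between 0.79 and 1.41. In ESC-ΔZF1 its log2 fold change relative to ESC-WT was 0.05 (adjusted p = 0.866). With the median of chromosome 11 taken into the offsets it was 0.51 (adjusted p = 0.0389), which was past the cutoff.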

Inspection of RNA-seq and CLIP-seq tracks confirmed their up-regulation in NPCs and revealed reduced CTCF-cross-linking interactions in NPC-ΔZF1, despite unchanged transcript levels (Fig. 6, E and F).

**Fig. 6.**
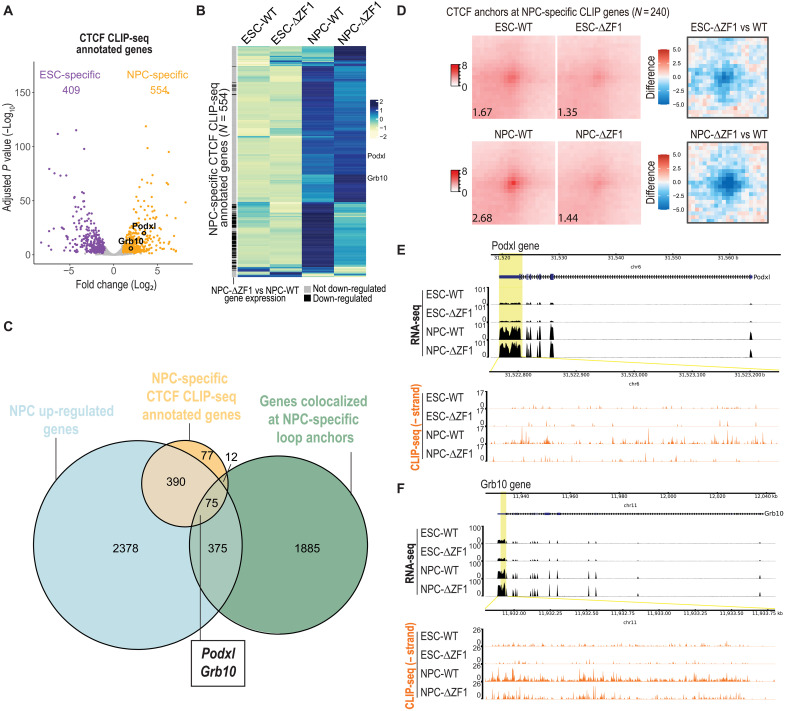
Identification of NPC-specific CTCF-RNA interactions. (**A**) Deseq2 volcano plot showing differential CTCF-RNA interactions comparing NPCs versus ESCs (see all in table S7). Each dot is a gene. Total CLIP-seq read counts from the TSS to TES of genes were compared. Adjusted *P* value cutoff: ≤ 0.05; log_2_ fold change cutoff: ≥ 1, ≤ −1; *N* = 3 to 4 biological replicates. (**B**) RNA-seq heatmaps of NPC-specific, CLIP-seq annotated genes, comparing ESC-WT, ESC-ΔZF1, NPC-WT, and NPC-ΔZF1. Each row is a gene and is annotated on the basis of whether gene expression in NPC-ΔZF1 is significantly down-regulated compared to WT. (**C**) Venn diagram of (i) genes up-regulated in NPCs relative to ESCs, (ii) genes colocalized at NPC-specific loop anchors, and (iii) genes annotated to be NPC-specific, CTCF-RNA interactors by CLIP-seq. Genes at the intersection of the three gene lists were considered for functional validation with *Podxl* and *Grb10* being selected. Both genes are annotated in (A) and (B). (**D**) (Left) APA plots at loop anchors that colocalized with RNAs at the intersection of three gene lists (C). (Right) Difference in APA enrichment between ΔZF1 and WT at these anchors. Data are represented as merged biological replicates (*N* = 2). (**E** and **F**) RNA-seq tracks (top) and CLIP-seq tracks (bottom) at genes of interest: (E) *Podxl* and (F) *Grb10*. CLIP-seq tracks are zoomed in for better visualization of nucleotide-level cross-links. The data are represented as merged biological replicates (RNA-seq *N* = 2; CLIP-seq *N* = 3 to 4).

### Truncation of NPC-specific RNAs interacting with CTCF disrupts NPC-specific loops in cis

Transcriptional up-regulation of genes after differentiation into NPCs may facilitate chromatin looping through their RNA products interacting with CTCF at nearby CTCF binding sites. We hypothesized that truncation of the candidate RNAs, *Podxl* and *Grb10*, would decrease CTCF anchor enrichment in cis, specifically at the CTCF anchors where one anchor overlaps with the transcribed gene. To test this hypothesis, we disrupted the transcription of *Podxl* and *Grb10* RNAs independently by inserting T2A-eGFP followed by an SV40–polyA (pA) transcription termination signal downstream of the first exon of the coding sequence of each gene (Fig. 7A). 

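RNA was also sequenced from parental E14 cells (WT) and from the Podxl pA and Grb10 pA lines made from them, each as ESCs and as NPCs on day 2 of differentiation. Each of these 6 groups had 3 libraries, and their counts were made by the authors in the same way as those of the rescue lines. Between 1907505 and 8845087 reads per library were counted on genes. The median was 4841418 in ESC WT, 4330186 in ESC Podxl pA, 4235470 in ESC Grb10 pA, 3015275 in NPC WT, 5311962 in NPC Podxl pA and 5780149 in NPC Grb10 pA. All 18 libraries were analysed here in a single model, with the normalization, test and cutoffs used for the rescue lines, and 13268 genes were tested. In GENCODE, the coding sequence of Podxl begins in exon 1, on chromosome 6 from 31563579 to 31563981, which holds 403 of the 5379 bases of its transcript (7.5%). The coding sequence of Grb10 begins in exon 3, on chromosome 11 from 11970423 to 11970642, and 509 of the 5061 bases of its transcript (10.1%) lie up to the end of this exon. Reads on these parts of the RNA would still be counted on the genes after truncation, but counts by gene do not show where the remaining reads lie.
In Grb10 pA, genes of chromosome 8 were lower as a whole, with a median log2 fold change of -0.49 in ESCs and -0.48 in NPCs. The medians of the 18 other autosomes lay between -0.02 and 0.07 in ESCs and between -0.02 and 0.06 in NPCs. In Podxl pA, the autosome farthest from 0 had a median of -0.02 in both ESCs and NPCs.

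**Figure D2:**
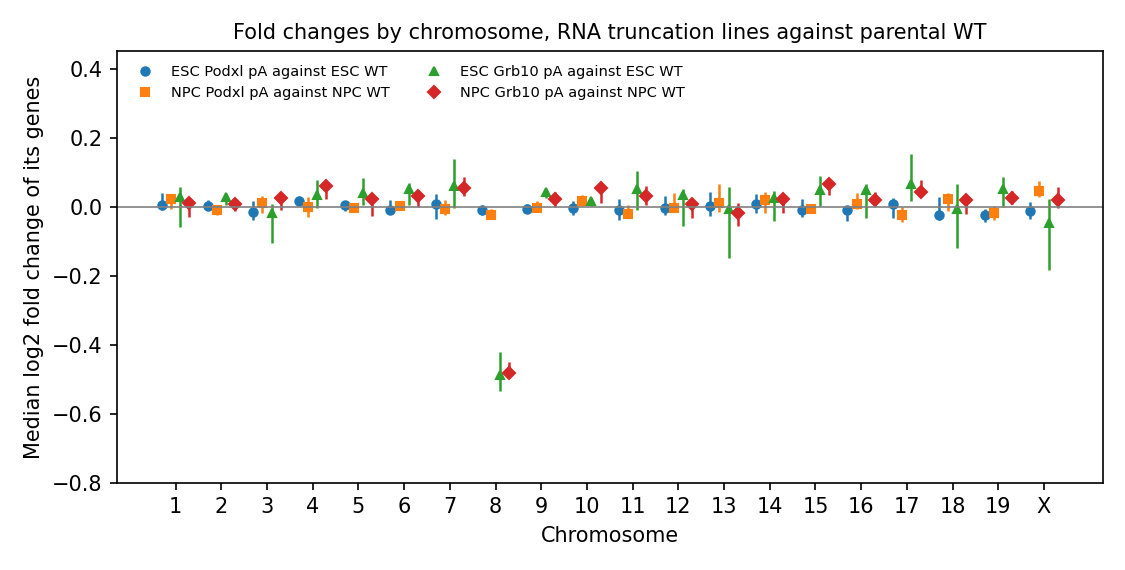
Median log2 fold change of the genes tested on each chromosome in the Podxl pA and Grb10 pA lines relative to parental WT cells, in ESCs and in NPCs, with vertical lines from the lowest to the highest median over the 9 pairs of a mutant and a WT library. Chromosome 8 lies at -0.49 in ESC Grb10 pA and at -0.48 in NPC Grb10 pA.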

Using CRISPR-Cas9 gene editing, we generated homozygous Podxl-T2A-eGFP-pA (Podxl pA) and Grb10-T2A-eGFP-pA (Grb10 pA) RNA truncation mutants (Fig. 7A). 

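In NPCs, Podxl had 1148 ± 63.4 normalized counts (SD, n = 3) in WT and 105 ± 8.04 (SD, n = 3) in Podxl pA, a log2 fold change of -3.45 (standard error 0.15, adjusted p = 9.72e-15 from edgeR's quasi-likelihood test). In ESCs, where it was less expressed, it had 148 ± 21.6 (SD, n = 3) in WT and 30.04 ± 26.02 (SD, n = 3) in Podxl pA, a log2 fold change of -2.73 (standard error 0.24, adjusted p = 2.22e-07). The spread in ESC Podxl pA came from replicate 3, in which 25 reads gave 60.07 normalized counts, against 14.0 and 16.0 in the other replicates. Without it, the log2 fold change was -3.31. Grb10 had 3709 ± 109 normalized counts (SD, n = 3) in NPC WT and 255 ± 19.3 (SD, n = 3) in NPC Grb10 pA, a log2 fold change of -3.86 (standard error 0.09, adjusted p = 4.92e-22). In ESCs it had 576 ± 23.8 (SD, n = 3) in WT and 155 ± 11.7 (SD, n = 3) in Grb10 pA, a log2 fold change of -1.89 (standard error 0.09, adjusted p = 2.14e-13). In each of these comparisons, every mutant library lay below every WT library (two-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). In percent of WT, 9.14% of Podxl and 6.87% of Grb10 counts were left in NPCs, and 20.3% and 26.8% in ESCs. The paper takes these counts, together with RT-qPCR, as its check of the truncation.

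**Figure D3:**
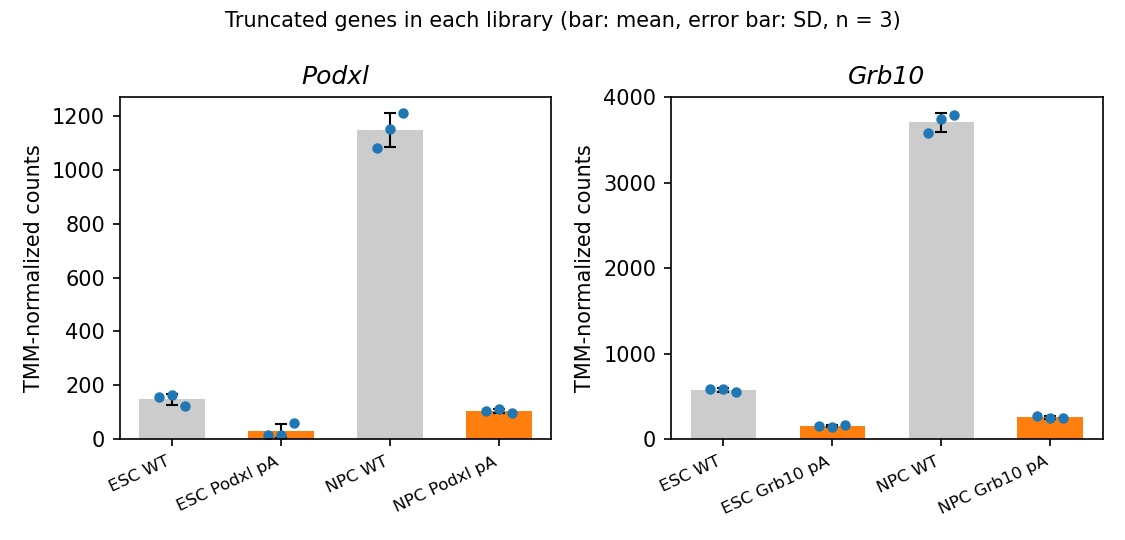
Normalized counts of Podxl (left) and Grb10 (right) in WT cells and in the line in which the gene was truncated, as ESCs and as NPCs, with bars for the mean, error bars for the SD and points for the 3 libraries. In NPCs the mean is 1148 in WT and 105 in Podxl pA for Podxl, and 3709 in WT and 255 in Grb10 pA for Grb10.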

The truncation of *Podxl* and *Grb10* was verified by reverse transcription quantitative polymerase chain reaction (RT-qPCR) (fig. S11, A and B) and RNA-seq counts (Fig. 7, B and C). The mutant lines were eGFP fluorescent, resulting from in-frame knock-in of the repair template DNA (fig. S11C). Both RNA truncation mutants were able to differentiate into NPCs expressing the Sox1 marker (fig. S11D). The mutants did not show changes in CTCF or Rad21 protein levels (fig. S11E).

**Fig. 7.**
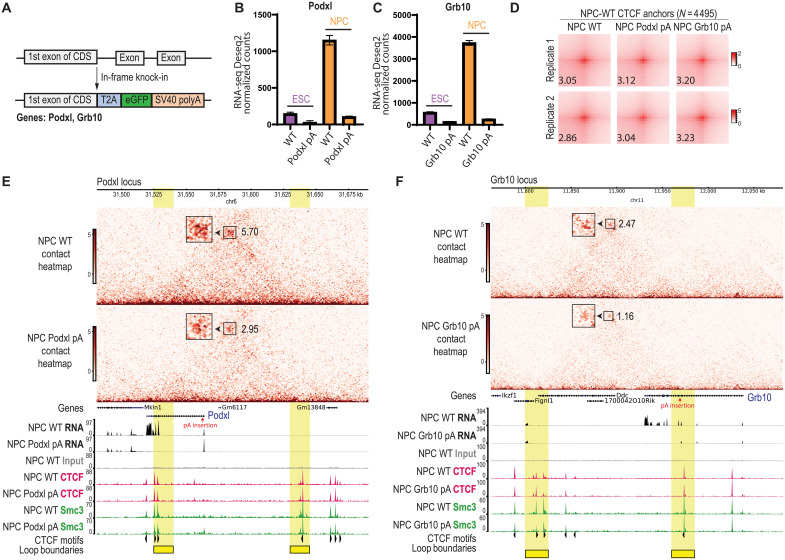
Truncation of NPC-specific RNAs interacting with CTCF leads to decreased chromatin loops in cis. (**A**) Schematic of the CRISPR-Cas9–mediated truncation of target RNAs, *Podxl* and *Grb10*. We generated a homozygous in-frame knock-in of T2A-eGFP-SV40pA downstream of the first exon of the coding sequence (CDS) of each gene. (**B** and **C**) RNA-seq Deseq2-normalized read counts of (B) *Podxl* in the WT and Podxl pA mutant and (C) *Grb10* in the WT and Grb10 pA mutant. Data are represented as means ± SEM, *N* = 3 biological replicates. (**D**) APA plots per replicate (*N* = 2) of NPC WT CTCF anchors, comparing WT, NPC Podxl pA, and NPC Grb10 pA. Numbers indicate APA scores. (**E** and **F**) Micro-C contact heatmaps (top) and RNA-seq tracks and ChIP-seq tracks (CTCF and Smc3) (bottom) at (E) the *Podxl* locus or (F) the *Grb10* locus. NPC WT is compared to either the Podxl pA mutant or the Grb10 pA mutant, respectively. Heatmaps were generated using ICE normalization implemented in cooler. Boxes on the contact heatmaps indicate loop anchors, enlarged for clarity. Numbers next to each box indicate the fold enrichment of pixel intensity at the corresponding anchor relative to the local background, as calculated with Cooltools. Loop boundaries are highlighted in yellow. The presence of CTCF motifs and their orientation is annotated. The data are represented as merged biological replicates (Micro-C *N* = 2; RNA-seq *N* = 2; CTCF and Smc3 ChIP-seq *N* = 2).

We performed Micro-C on the parental NPC WT cells, as well as NPC Podxl pA and Grb10 pA mutants, with higher read depth than previously used for the CTCF rescue lines (table S8) to resolve loops more clearly at the *Podxl* and *Grb10* loci. Replicate reproducibility was confirmed using HiCRep (*44*), which showed high stratum-adjusted correlation coefficients (SCC > 0.9) across all chromosomes (fig. S12A). Unlike the NPC-ΔZF1 mutant, we found that previously identified NPC-WT rescue CTCF anchors were, overall, not affected in either Podxl pA or Grb10 pA NPCs (Fig. 7D). However, CTCF anchor strength at the Podxl and Grb10 loci was significantly reduced in their respective pA mutants (Fig. 7, E and F), although the reduction was less pronounced than in NPC-ΔZF1. This reduction was also observed using an alternative normalization method (fig. S12, B and C) and was not seen at unrelated loci (fig. S12, D and E). The more modest reduction in pA mutants compared to ΔZF1 may reflect residual function of RNA fragments transcribed upstream of the polyadenylation site, which could partially preserve RNA-mediated loop stabilization. Notably, CTCF and Smc3 occupancy at these loci did not change significantly (Fig. 7, E and F), as confirmed by DiffBind quantification of ChIP-seq signal at loop anchors (fig. S12, F and G). The broader loop disruption observed in NPC-ΔZF1 compared to individual RNA truncations suggests that multiple RNAs cooperate with CTCF-ZF1 to maintain chromatin loops genome-wide.

In conclusion, the RNA binding region of CTCF, specifically the ZF1 region, is critical for maintaining NPC-specific chromatin loops at the *Podxl* and *Grb10* locus, among others. CTCF-ZF1 interacts with NPC-up-regulated RNAs, such as *Podxl* and *Grb10*. Disruption of CTCF-RNA interactions through either the deletion of ZF1 or the truncation of *Podxl* or *Grb10* RNA led to decreased chromatin loop enrichment in cis.

## DISCUSSION

CTCF is a key regulator of chromatin loops, but the mechanisms underlying how CTCF facilitates chromatin loops with cell type specificity have remained unclear. Our data suggest that cell type–specific RNAs orchestrate a subset of chromatin loops in cis through interactions with CTCF, adding nuance to our understanding of chromatin architecture during differentiation. The implications of our findings extend beyond the differentiation of ESCs into NPCs as subsets of chromatin loops that rely on specific CTCF-RNA interactions are likely relevant in other differentiation pathways. For example, CTCF is crucial in forming chromatin loops that drive myogenic transdifferentiation (*62*), cardiomyocyte development (*63*), and pancreatic cell differentiation (*64*). Furthermore, CTCF-RNA–mediated loops may provide a positive feedback mechanism for transcription. In this scenario, cell type–specific transcription factors initiate gene up-regulation, leading to CTCF-RNA–mediated promoter-enhancer looping, which, in turn, reinforces gene up-regulation.

The precise mechanisms by which CTCF-ZF1 RNA interactions facilitate chromatin loop formation during differentiation remain to be elucidated. Although we found some reduction in the levels of CTCF bound to its cognate sites in the ΔZF1 mutant, this reduction alone is insufficient to explain the far more pronounced loss of chromatin loops observed. Thus, the loss of CTCF anchors in ΔZF1 is not due to the loss of CTCF chromatin recruitment. In accordance, the truncation of CTCF-interacting RNAs, *Podxl* and *Grb10*, did not lead to decreased CTCF chromatin binding, despite an observable decrease in chromatin looping. Thus, the mechanism fostering CTCF loop anchor formation by ZF1-mediated RNA interaction appears distinctive from CTCF-mediated loop formation involving other, previously described noncoding RNAs (ncRNAs) and enhancer RNAs (eRNAs) given their primary role in either recruiting or releasing CTCF from chromatin. For example, long noncoding RNA (lncRNA), *Jpx*, binds to and extricates CTCF from low-affinity binding sites (*37*). Consequently, the loss of *Jpx* in ESCs leads to increased CTCF DNA binding and chromatin looping (*37*). Conversely, ncRNA *MYCNOS* was shown to be important in recruiting CTCF to the MYCN promoter in neuroblastoma cell lines (*38*), whereas eRNAs recruit CTCF to the boundary of the INK4a/ARF TAD in HeLa cells (*39*). Similarly, ncRNAs *Tsix* and *Xite* recruit CTCF to the X inactivation center (*35*). Whether the regulation of CTCF chromatin binding by these RNAs relies on known CTCF RNA binding regions (ZF1, ZF10, and/or RBRi) has not been investigated.

Although the truncation of *Podxl* and *Grb10* RNAs would also lead to a loss of their protein products, Podxl and Grb10 are mainly plasma membrane (*61*) and cytoplasmic (*65*) proteins, respectively, and do not directly interact with CTCF, based on CTCF ChIP-MS results (table S1). Hence, it is highly likely that the RNA molecules themselves, rather than their protein counterparts, are crucial for the direct maintenance of chromatin loops. Our study uncovered coding RNAs as being the predominant RNA biotype in our CTCF CLIP-seq. This makes the regulatory landscape of the genome more complex than previously envisioned, with coding RNAs playing multifaceted roles that extend beyond their traditional functions in certain genomic contexts. Future studies could explore how widespread this phenomenon is and whether other coding RNAs have similar structural roles in different cellular contexts.

Our study also suggests that the loss of CTCF loop anchors in the ΔZF1 mutant is not due to a loss of cohesin interaction or CTCF-cohesin colocalization on chromatin. This was an unexpected finding given the complete loss of chromatin loops upon cohesin degradation (*17*). It is possible that loop extrusion by cohesin initially brings CTCF anchors together and that CTCF-RNA interactions maintain the loop even after cohesin is unloaded, thus increasing loop lifetime. Therefore, CTCF-RNA interactions can independently contribute to chromatin loop maintenance, in addition to the well-established role of cohesin in loop extrusion. The possibility that RNA functions to block cohesin extrusion is not supported by cohesin ChIP-seq data because cohesin binding is not significantly decreased in either ∆ZF1 or RNA truncation mutants. Nonetheless, more technically refined studies that directly examine cohesin dynamics in the ∆ZF1 mutant may be informative for further elucidating the mechanistic role of RNA in loop regulation. On the basis of our results, it is likely that RNA contributes to both the formation and stabilization of a subset of loops by facilitating CTCF dimers or higher-order oligomers, as initially suggested in previous studies (*31*–*33*). Alternatively, RNA molecules may act as scaffolds or bridges that bring distant CTCF-bound chromatin regions into proximity, thereby promoting loop formation.

An intriguing and important aspect of our findings is that the CTCF-bound loops that were lost upon RNA truncation are in close proximity to the site of transcription. This putative cis-acting mechanism could be crucial in maintaining the integrity of chromatin loops in a localized or specific manner. The dual requirement of transcription and CTCF proximity could create an efficient system for dynamically regulating chromatin loops in response to cellular signals and differentiation cues. Future studies to explore how RNA proximity influences CTCF-mediated loop formation could entail artificial tethering of RNAs to distant sites or altering the site of transcription to assess its impact on loop stability.

The RNA motifs or secondary structures that mediate CTCF-RNA interactions are of substantial interest. Previous CTCF-RNA EMSAs (electrophoretic mobility shift assays) demonstrated that CTCF exhibits higher affinity for certain RNAs over others (*35*), suggesting specificity in these interactions. Our study supports this notion as not all NPC-up-regulated RNAs interacted with CTCF, indicating selective binding. In the absence of a prevalent RNA recognition motif, specificity is likely driven by RNA secondary or tertiary structures recognized by the ZF1 region. Notably, although the loss of CTCF anchors in the ΔZF1 mutant is likely attributable to disrupted RNA binding, ZF1-dependent loops are not significantly enriched for transcriptional activity or active histone marks. This observation highlights the need to further define the context-specific features that distinguish RNA-dependent CTCF anchors. Elucidating the structural and biochemical mechanisms by which CTCF cooperates with RNA to stabilize chromatin loops remains an important area for future investigation.

We acknowledge ongoing debate regarding the validity of CTCF-RNA interactions. A recent work from the Guttman lab (*66*), which introduced a denaturing CLAP protocol, concluded that some chromatin-associated proteins—including CTCF—may not directly bind RNA in vivo. Although we agree that distinguishing true biological interactions from experimental artifacts is essential, a subsequent reanalysis of these datasets (*67*) reaffirmed CTCF as a bona fide RNA binding protein, identifying RNA interactions consistent with earlier CLIP data. In parallel, independent orthogonal approaches further support the validity of CTCF-RNA interactions. RBR-ID has defined RNA binding regions within the CTCF zinc finger domain (*34*) and ChIRP-MS has detected CTCF as an RNA interactor (*68*). Collectively, these findings—including results from this study—suggest that CTCF-RNA interactions likely occur in vivo and serve biologically meaningful functions. Future applications of CLAP and related methods will help further clarify specificity and mechanistic roles.

Last, future explorations of the mechanisms by which CTCF-RNA interactions contribute to chromatin architecture may be impactful in the context of neuronal pathologies. CTCF is crucial for NPC proliferation, differentiation, and survival (*69*), and CTCF mutations are linked to neurological disorders such as intellectual disability (*70*), autism spectrum disorders (*71*), and neurodegenerative diseases (*72*). Although RNA does not universally determine CTCF-mediated looping at all chromatin loops, it serves an additional layer of regulation that complements CTCF function. By facilitating the formation of a subset of NPC-specific chromatin loops, CTCF-RNA interactions ensure the proper regulation of gene expression necessary for NPC function and differentiation. Understanding these interactions in greater detail could provide new insights into the molecular basis of neuronal function, in both health and disease.

### Limitations of the study

Our study provides notable insight into the role of CTCF-RNA interactions in chromatin loop maintenance in the context of cellular differentiation. However, some limitations should be acknowledged. First, our findings are based on in vitro models of ESC to NPC differentiation, which may not fully recapitulate the complexity of in vivo differentiation processes. We also did not disentangle the functions of the RNA molecules from their protein products. Although truncation of *Podxl* and *Grb10* RNAs led to decreased chromatin loop enrichment, it remains unclear whether the observed effects are solely due to the loss of RNA interactions with CTCF or whether the absence of the corresponding proteins also played an indirect role. Although we have demonstrated that CTCF-RNA interactions are required for maintaining chromatin loops, we have not demonstrated that these interactions are sufficient to establish or maintain these loops. Last, although our study focused on two RNA candidates, future research may systematically identify and validate additional RNAs involved in CTCF-mediated chromatin architecture across different cell types or developmental stages.

## MATERIALS AND METHODS

### Cell culture and NPC differentiation

E14Tga2 (American Type Culture Collection, CRL-1821) mouse ESCs (E14) were cultured in N2B27 media [Advanced Dulbecco’s modified Eagle’s medium (DMEM)/F12:Neurobasal-A (1:1) medium (Thermo Fisher Scientific, 12634028 and 10888022, respectively), with 3% ESC-grade fetal bovine serum (v/v, Gemini 900-108), 1x N2 supplement (Thermo Fisher Scientific, 17502-048), 1x B27 supplement (Thermo Fisher Scientific, 17504-044), 2 mM l-glutamine (Sigma-Aldrich, G7513), 1x Non Essential Amino Acids (Millipore, TMS-001-C), penicillin-streptomycin (0.1 mg/ml; Sigma-Aldrich, P0781), and 0.1 mM β-mercaptoethanol (Thermo Fisher Scientific, 21985023)] supplemented with leukemia inhibitory factor (homemade), 3 μM CHIR99021 (Tocris, 4423) and 1 μM PD0325901 (Sigma-Aldrich, PZ0162). Cells were grown on 0.1% gelatin-coated (Millipore, ES-006-B) plates at 37°C and 5% CO_2_. All cell lines were routinely checked for mycoplasma contamination and, in all cases, were negative.

In vitro differentiation of ESCs to NPCs has been described previously (*40*). Briefly, plates were coated overnight at 37°C with laminin (10 μg/ml; R&D Systems, 3446-005-01) in 1x phosphate-buffered saline (PBS). ESCs were dissociated with TrypLE Express (Gibco, 12605-028). Cells were seeded on laminin-coated plates at a pretitrated density of ~15,000/cm^2^. Titration of seeded ESCs is highly recommended due to variation between labs and cell lines. Cells were differentiated for 2 days in N2B27 media. NPC differentiation was confirmed by immunostaining with Sox1 antibody (R&D Systems, AF3369).

For CTCF rescue experiments, E14 CTCF-AID2 degron and dox-inducible CTCF-WT or ZF1 mutant rescue cells were treated with 1 μM 5-Ph-IAA (BioAcademia, 30-003) and dox (1 μg/ml; Sigma-Aldrich, D5207) for 24 hours and then harvested for downstream applications.

### CRISPR-Cas9 genome editing

Single guide RNAs (sgRNAs) were designed using CRISPR design tools in Benchling (https://benchling.com). sgRNA oligos (see table S9) were cloned into SpCas9-expressing PX330, PX458, or PX459 vectors (Addgene, 42230, 48138, and 62988, respectively). Briefly, vectors were digested with BbsI-HF (NEB, R3539). Forward and reverse sgRNA oligos were annealed together and phosphorylated using T4 Polynucleotide Kinase (PNK) (NEB, M0201). A 1:100 dilution of the resulting phosphorylated oligo duplex was ligated to the BbsI-digested vector using T4 DNA ligase (NEB, M0202). Donor plasmids were generated as described in the “Generation of plasmids and cell lines” section below (see also table S9 for cloning details). Plasmids were transformed into XL10 Gold (Agilent, 50-125-094) or Stellar Competent Cells (Takara Bio, 636766) at 1:10 dilution. All plasmids were confirmed by Sanger sequencing, which was done by Azenta Life Sciences or Psomagen. The sequencing results were aligned to the reference DNA using SnapGene.

For all transfections, ESCs at 70 to 80% confluency in 6-well plates containing 1 ml of media were used. Cells were transfected with 1 to 2 μg of donor plasmid and 0.5 μg of sgRNA plasmid, using 6 μl of Lipofectamine 2000 (Thermo Fisher Scientific, 11668027) in 100 to 150 μl of Opti-MEM Medium (Thermo Fisher Scientific, 31985062). Cells were incubated in transfection mix for 1 to 2 days before undergoing antibiotic or fluorescent selection. Cells were then fluorescence-activated cell sorting (FACS) sorted into 96-well plates (one cell per well) using a BD FACSAria II cell sorter. Single-cell clones were expanded, and genomic DNA (gDNA) was obtained using a DirectPCR Lysis Reagent (Viagen Biotech, 102-T). Successful gene editing was confirmed by genotyping PCR (see table S9 for genotyping primers) and, in addition, Western blots or flow cytometry analysis when applicable. Mutant PCR products from genotyping were also confirmed by Sanger sequencing.

### Generation of plasmids and cell lines

#### Endogenous CTCF-ΔZF1 mutants

E14 ESCs were transfected with PX458-eBFP2-sgRNA_CTCF_ZF1 (Addgene, 233090) targeting CTCF ZF1 and single-stranded donor DNA (IDT). The homozygous mutant clones were confirmed by PCR and Sanger sequencing.

#### CTCF-AID2 degron and rescue lines

First, the endogenous CTCF locus was tagged with mAID-eGFP upstream of the N terminus. The KL060–PBS-mAID-EGFP CTCF donor plasmid (Addgene, 232926) was generated by Gibson cloning of a gBlock [mAID-eGFP flanked by CTCF homology arms (IDT)] into the pBlueScript II SK (+) vector (see table S9 for details). E14 ESCs were transfected with the donor plasmid and PX330-sgRNA006_CTCF sgRNA plasmid (Addgene, 232928). eGFP-positive cells were sorted. Homozygous mAID-eGFP-CTCF ESCs (clone C7) were confirmed by genotyping and Western blot analysis.

Next, clone C7 was modified by knocking in mutant OsTIR(F74G) into the constitutively active Rosa26 locus. A plasmid expressing WT OsTIR1 flanked by Rosa26 homology arms (Addgene, 86233) was modified to express OsTIR1(F74G) instead (see table S9 for details). Clone C7 was transfected with the KL063–pCAGGS-OsTIR1(F74G)-BpA-Frt-PGK-EM7-NeoR-bpA-Frt-Rosa26 donor plasmid (Addgene, 232929) and sgRNA plasmid targeting the Rosa26 locus (Addgene, 64216). Cells were selected using a neomycin-resistance gene on the donor plasmid. Heterozygous OsTIR(F74G) (clone C7-E10) was confirmed by genotyping.

Although not used in this study, an mCherry reporter was knocked in at the Hb9/Mnx1 locus (Hb9-T2A-mCherry) of the C7-E10 clone. Hb9 is a motor neuron–specific marker. Initially, a motor neuron differentiation system was intended for this study, but we switched to the NPC differentiation system due to its higher efficiency. Cells were transfected with a double-stranded donor DNA (T2A-mCherry flanked by Hb9 homology arms) and the PX458-BFP-sgRNA011_Hb9 sgRNA plasmid. Homozygous Hb9-T2A-mCherry was confirmed by genotyping. The Hb9 mCherry reporter was further verified by anti-Hb9 immunostaining and flow cytometry analysis.

Next, clone C7-E10 was modified by knocking in a dox-inducible, Flag-Halo–tagged WT or ∆ZF1 CTCF at the constitutively active Tigre locus. The KL094–pTRE3G-Flag-Halo-CTCF_WT-BGHpA-CAGGS-rtta3G-rbgpA-Frt-PGK-EM7-PuroR-bpA-Frt TIGRE donor (Addgene, 232930) and KL095–pTRE3G-Flag-Halo-CTCF_ZF1_mutant-BGHpA-CAGGS-rtta3G-rbgpA-Frt-PGK-EM7-PuroR-bpA-Frt TIGRE donor (Addgene, 232931) plasmids were generated by modifying an existing plasmid (Addgene, 156432) that contains a constitutively expressed rtta3G cassette and a dox-inducible CTCF, flanked by Tigre homology arms (see table S9 for details). The donor plasmid and sgRNA plasmid targeting the Tigre locus (Addgene 92144) were transfected into the C7-E10 clone. Cells with the dox-inducible knock-in were selected using a puromycin-resistance gene on the donor plasmid. Homozygous knock-in clones (clone C7-E10-D11 for WT and C7-E10-F6 for ∆ZF1) were confirmed by genotyping. After selection, neomycin- and puromycin-resistance cassettes were excised using a plasmid containing FLP recombinase (Addgene, 13793).

#### Podxl and Grb10 pA lines

The donor plasmids were generated by first cloning ~1000 bp of *Grb10* or *Podxl* gDNA homology arms from E14 lysates into the pBlueScript II SK (+) vector (Agilent, 212207) (see table S9 for details). Using Gibson cloning, T2A-eGFP-SV40pA was then inserted in the middle of the gDNA such that it was flanked by ~500 bp of homology arms (see table S9 for details). E14 ESCs were transfected with KL157–pBlueScript II SK-Grb10_HA-T2A-eGFP-SV40PolyA (Addgene, 232935) or KL158–pBlueScript II SK-T2A-eGFP-SV40pA Podxl donor (Addgene, 232936) plasmids and sgRNA plasmids targeting the corresponding gene [PX459-sgRNA048_Grb10 (Addgene, 232934) or PX459-sgRNA047_Podxl (Addgene, 232932)]. Cells were selected using a puromycin-resistance gene on the sgRNA plasmid. eGFP-positive cells were then sorted. The homozygous mutant clones were confirmed by PCR and Sanger sequencing.

### Immunostaining and flow cytometry

Cells were dissociated into single cells with TrypLE Express, washed with 1x PBS, and fixed with 4% paraformaldehyde for 10 min at room temperature (r.t.). Cells were washed twice with FACS buffer (4% fetal bovine serum and 2 mM EDTA in 1x PBS) and permeabilized in 0.5% saponin in FACS buffer for 10 min at r.t. Saponin (0.5%) in FACS buffer was used for antibody incubation. Cells were incubated with goat anti-Sox1 primary antibody (R&D Systems, AF3369) overnight at 4°C [1:200 dilution from antibody stock (500 μg/ml)]. After washing, cells were incubated with anti-goat IgG-AF647 secondary antibody (Invitrogen, A32849) (1:1000 dilution) for 1 hour at 4°C.

For HaloTag labeling, cells were incubated in 37°C with 10 nM HaloTag-JF646 (Promega, GA1120) in media for 30 min. Cells were washed three times with 1x PBS and further incubated in media at 37°C for 30 min. Cells were then dissociated with TrypLE express and analyzed by flow cytometry.

Immunostained and HaloTag-labeled cells were assayed with a BD LSRII or Bio-Rad ZE5 flow cytometer, and results were analyzed using FlowJo software.

### Whole-cell extract and Western blotting

A confluent 6-well plate was lysed with 200 μl cold radioimmunoprecipitation assay (RIPA) buffer [20 mM Tris (pH 7.5), 150 mM NaCl, 1% SDS, 5% sodium deoxycholate, and 1% NP-40] supplemented with aprotinin (1 μg/ml), pepstatin A (1 μg/ml), leupeptin (1 μg/ml), and 0.2 mM phenylmethylsulfonyl fluoride (PMSF) protease inhibitors. The cell lysate was briefly probe sonicated (40% amplitude, five strokes) and centrifuged at 15,000*g* at 4°C for 10 min. The supernatant was collected, and protein concentrations were quantified via bicinchonic acid (BCA) assay (Thermo Fisher Scientific, A55861). Proteins were denatured in 1x Laemmli SDS–polyacrylamide gel electrophoresis (PAGE) buffer [63 mM tris-HCl (pH 6.8), 10% glycerol, 2% SDS, 0.0005% bromophenol blue, and 0.1% β-mercaptoethanol] at 95°C for 5 min. Twenty micrograms of total proteins was separated using a 6 to 15% SDS-PAGE gel and transferred onto a polyvinylidene difluoride membrane. Membranes were blocked with 5% milk in Tris-buffered saline with Tween-20 (TBST) at r.t. for 30 min and incubated with primary antibody overnight at 4°C (see table S10 for list of antibodies). Membranes were washed three times with TBST and then incubated with horseradish peroxidase (HRP)–conjugated secondary antibodies (see table S10 for list of antibodies) for 1 hour at r.t. HRP enzyme activity was detected by enhanced chemiluminescence (Thermo Fisher Scientific, 32106) and exposure to film or by chemiluminescence detection using a ChemiDoc MP imaging system (Bio-Rad).

### Micro-C

Micro-C was done as described previously for mammalian cells (*42*). Briefly, cells in a confluent 15-cm tissue culture plate (~30 million cells) were dissociated with TrypLE Express and cross-linked with freshly made 3 mM ethylene glycol bis(succinimidyl succinate) (EGS) in PBS (5 ml per 5 million cells) and incubated at r.t. for 45 min. Cross-linking reaction was quenched by adding Tris (pH 7.5) to a final concentration of 0.75 M and incubated at r.t. for 5 min. EGS-cross-linked cells were washed twice with 0.5% bovine serum albumin (BSA) in PBS and subjected to the second cross-linking with 1% formaldehyde in PBS (5 ml per 5 million cells) and incubated at r.t. for 10 min. Cross-linking reaction was quenched again by adding Tris (pH 7.5) to a final concentration of 0.75 M and incubated at r.t. for 5 min. Cells were washed twice with 0.5% BSA in PBS and aliquoted into 5 million cells per 1.5-ml tube. Cell pellets were spun down, snap-frozen, and stored at −80°C.

Cross-linked cells (5 million in 1.5-ml tubes) were thawed on ice and permeabilized in cold Micro-C Buffer (MB) #1 [50 mM NaCl, 10 mM Tris (pH 7.5), 5 mM MgCl_2_, 1 mM CaCl_2_, 0.2% NP-40, and 1x protease inhibitor cocktail] for 20 min on ice. Chromatin from permeabilized cells was digested by adding micrococcal nuclease (MNase) (NEB, M0247SVIAL) at 1:100 dilution and incubated at 37°C for 10 min, shaking at 850 rpm. Dilution of MNase was pretitrated such that chromatin is digested efficiently into nucleosome-sized fragments. Titration is recommended due to enzyme lot variability. Enzyme activity was stopped by adding EGTA to a final concentration of 4 mM and incubated at 65°C for 10 min. MNase-digested chromatin was washed twice with ice-cold MB #2 [50 mM NaCl, 10 mM Tris (pH 7.5), and 10 mM MgCl_2_].

Digested chromatin fragments were then subjected to 3′-dephosphorylation and 5′-phosphorylation using T4 PNK (0.5 U/μl) in 1x NEBuffer 2.1 (NEB, B6002S) with 2 mM adenosine triphosphate (ATP) and 5 mM dithiothreitol (DTT) and incubated for 15 min at 37°C with interval mixing. 3′-end-chewing was done by adding a DNA Polymerase I Klenow Fragment (0.5 U/μl) and incubating for another 15 min in 37°C. Blunt-end reaction was triggered by adding biotin-dATP, biotin–dCTP (deoxycytidine triphosphate), dGTP (deoxyguanosine triphosphate), and dTTP (deoxythymidine triphosphate) to a final concentration of 66 μM and incubated at 25°C for 45 min. The reaction was stopped by adding a 30 mM EDTA final concentration and incubating at 65°C for 20 min. Chromatin was washed once with cold MB #3 [50 mM Tris (pH 7.5) and 10 mM MgCl_2_].

Chromatin fragments with biotin-dNTPs were then ligated using T4 DNA ligase (20 U/μl; NEB, M0202M) and incubated at r.t. for at least 2.5 hours with slow rotation. Unligated ends containing biotin-dNTPs were then removed by exonuclease III in 1x NEBuffer 1 (5 U/μl; NEB, B7001S) and incubated at 37°C for 15 min. Chromatin was subjected to reverse cross-linking with proteinase K (1 mg/ml; Sigma-Aldrich, 3115879001), 1% SDS, and RNase A (100 μg/ml; Thermo Fisher Scientific, EN0531) and incubated at 65°C overnight.

DNA was extracted by adding 1x volume phenol:chloroform:isoamyl alcohol (25:24:1) solution (Thermo Fisher Scientific, 15593049) and isolating the aqueous phase after centrifugation. DNA was purified from the aqueous phase using a PCR purification kit (Zymo Research, DCC-5 D4013) following the manufacturer’s instructions. Separation of monomers and dimers was done by running purified DNA on 3% TBE agarose gel. DNA (200 to 400 bp) was then extracted from the gel by a Zymo Gel DNA recovery kit (Zymo Research, D4008).

DNA with biotin-dNTPs was captured by Dynabeads MyOne Streptavidin C1 (Thermo Fisher Scientific, 65001). Standard library preparation protocol including end-repair, A-tailing, and adaptor ligation was performed on beads with enzymes from a NEBNext Ultra II DNA Library prep kit for Illumina (E7645S). NEBNext Multiplex Oligos for Illumina (Dual Index Primers Set 1, E7600S) were used for barcoding. The sequencing library was amplified by a Kapa HiFi PCR enzyme (KAPA, KK2601). Libraries were verified by High Sensitivity D1000 ScreenTape (Agilent, 5067-5584) using the 4200 TapeStation System (Agilent). Libraries were sequenced as 2 x 50-bp or 2 x 150-bp paired-end reads on the Illumina Novaseq 6000 platform or Novaseq X platform, ensuring sufficient read depth of combined replicates for analysis (see table S8 for the number of reads in each sample replicate).

### Chromatin immunoprecipitation sequencing

ChIP-seq experiments were performed as described previously (*73*). Briefly, cells in a confluent 15-cm tissue culture plate were washed once with PBS and fixed for 10 min with 1% formaldehyde in 15 ml of fixation buffer [10 mM Hepes (pH 7.5), 15 mM NaCl, 0.15 mM EDTA, and 0.075 mM EGTA in DMEM]. Formaldehyde was quenched with 125 mM glycine and incubated for 5 min at r.t. Cells were washed and scraped in PBS and transferred to 15-ml tubes. Nuclei were isolated using buffers supplemented with 1x protease inhibitor cocktail (Roche, 11873580001) in the following order: 5 ml of LB1 [20 mM Tris (pH 7.5), 10 mM NaCl, 1 mM EDTA, and 0.2% NP-40; 10 min on ice], 5 ml of LB2 [20 mM Tris (pH 7.5), 200 mM NaCl, 1 mM EDTA, and 0.5 mM EGTA; 10 min on ice], and 1.2 ml of LB3 [20 mM Tris (pH 7.5), 150 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 1% Triton X-100, 0.1% sodium deoxycholate, and 0.1% SDS]. Nuclei in LB3 were transferred to 15-ml Bioruptor Pico tubes (Diagenode, C30010017) containing 800 mg of sonication beads. Chromatin was fragmented in LB3 to an average size of 200 to 250 bp using a Bioruptor Pico (Diagenode). The insoluble material was pelleted by centrifuging at 15,000*g* for 10 min at 4°C, and the supernatant was kept. The supernatant containing sonicated chromatin were precleared with 25 μl of Protein G Dynabeads (Invitrogen, 10004D) and incubated, rotating at 4°C for 1 hour. For each reaction, 2 to 4 μg of an antibody (see table S10 for list of antibodies) was incubated with 10 μl of Protein G Dynabeads in LB3, rotating at 4°C for 3 hours. Antibody-bead complexes were added to 300 μg of chromatin and incubated, rotating at 4°C overnight. Thirty micrograms of chromatin was used as input control. Beads were then washed four times with RIPA buffer [50 mM Hepes (pH 7.5), 500 mM LiCl, 1 mM EDTA, 0.5% sodium deoxycholate, and 1% NP-40] and washed once with TE50 buffer [10 mM Tris (pH 8.0), 1 mM EDTA, and 50 mM NaCl]. The bead-bound chromatin was eluted in 125 μl of elution buffer [50 mM Tris (pH 8.0), 10 mM EDTA, and 1% SDS)] and incubated at 65°C for 1 hour. Eluted chromatin was decross-linked using proteinase K (0.6 mg/ml) and RNase A (0.1 mg/ml) and incubated overnight at 55°C, shaking at 1000 rpm. A 1x volume phenol:chloroform:isoamyl alcohol (25:24:1) solution was added to the elution, and the aqueous phase was isolated after centrifugation. DNA was purified from the aqueous phase using a PCR purification kit (Zymo Research, DCC-5 D4013) following the manufacturer’s instructions. Libraries were prepared using a NEBNext Ultra II DNA Library prep kit for Illumina (E7645S) following the manufacturer’s instructions but using ½ volume for all the reactions. NEBNext Multiplex Oligos for Illumina (Dual Index Primers Set 1, E7600S) were used for barcoding. Fragments of 200 to 700 bp were size selected using Agencourt AMPure XP beads. Libraries were quantified with the High Sensitivity D1000 ScreenTape and TapeStation System. Libraries were sequenced as 2 x 50-bp or 2 x 150-bp paired-end reads on the Illumina Novaseq X platform.

### Chromatin immunoprecipitation–mass spectrometry

Cells were trypsinized from tissue culture plates, washed with 1x PBS, and pelleted. Nuclei were extracted by adding HMSD buffer [20 mM Hepes (pH 7.5) at 4°C, 5 mM MgCl_2_, sucrose (85.5 g/liter), 25 mM NaCl, and 1 mM DTT] supplemented with protease inhibitors [0.2 mM PMSF, pepstatin A (1 mg/ml), leupeptin (1 mg/ml), and aprotinin (1 mg/ml)] and rotated in a cold room for 30 min. Nuclei were spun down. The resulting pellet was resuspended in Buffer A [10 mM Tris (pH 8.0), 1.5 mM MgCl_2_, 10 mM KCl, and 0.2% NP-40] supplemented with protease inhibitors. Nuclei were rotated in Buffer A in a cold room for 30 min. The nuclear pellet was spun down. One milliliter of benzonase buffer [20 mM Tris (pH 8.0), 100 mM NaCl, and 2 mM MgCl_2_] with 1 μl of Benzonase (5 U/μl stock) (Sigma-Aldrich, E8263) was added to the chromatin pellet and incubated in a cold room, rotating to digest overnight. The insoluble material was pelleted, and the supernatant was kept for anti-Flag immunoprecipitation of Flag-Halo–tagged CTCF rescues. Total protein was quantified with BCA assay, and 400 to 600 μg of proteins was used for immunoprecipitation for each sample replicate. Ten microliters of anti-Flag agarose beads (Sigma-Aldrich, A2220) was added to the supernatant and incubated, rotating in a cold room overnight. After washing the beads three times with benzonase buffer, Flag-Halo-CTCF was eluted with 10 μl of 1x Flag peptide (5 mg/ml stock) (Sigma-Aldrich, F3290) in 90 μl of BC100 buffer [40 mM Tris (pH 7.3), 100 mM NaCl, 5 mM MgCl_2_, and 5% glycerol] supplemented with protease inhibitors. A first elution was done overnight at 4°C, and a second elution done for 2 to 3 hours at 4°C. Both elutions were combined. Ten to 20 μl of pooled elution was separated by SDS-PAGE, using 6 to 15% SDS-PAGE gradient gels. Silver staining and Western blots were done to confirm the presence of the bait (CTCF), as well as a known protein interactor (Rad21). Protein elutions were sent to the Rutgers University Mass Spectrometry Facility for a standard liquid chromatography–tandem mass spectrometry (LC-MS/MS) procedure. The facility performed differential spectral count analysis as previously described (*74*), and results are reported in tables S1 and S2.

### Bulk RNA-seq

Cells from a confluent 6-well plate were dissociated with TrypLE Express and washed once with 1x PBS. RNA was purified using an RNeasy Plus Mini Kit (Qiagen, 74136). RNA integrity number > 7 was verified using Agilent RNA ScreenTape (Agilent, 5067-5579). Ribosomal RNA (rRNA) was depleted from 1 μg of the starting total RNA using a NEBNext rRNA Depletion Kit v2 (NEB, E7405) following the manufacturer’s instructions. cDNA was synthesized using a NEBNext Ultra II RNA First Strand Synthesis module (NEB, E7771) (with random hexamers) and NEBNext Ultra II Directional RNA Second Strand Synthesis module (NEB, E7550) following the manufacturer’s instructions. Libraries were prepared using a NEBNext Ultra II DNA Library prep kit for Illumina (E7645S) in conjunction with NEBNext Multiplex Oligos for Illumina (E7600S or E7335S) for barcoding. Libraries were purified with Agencourt AMPure XP beads. Libraries were quantified with the High Sensitivity D1000 ScreenTape and TapeStation System. Libraries were sequenced as 2 x 50-bp paired-end reads on the Illumina Novaseq 6000 platform or Novaseq X platform.

### Reverse transcription quantitative polymerase chain reaction

Cells from a confluent 6-well plate were dissociated with TrypLE Express and washed once with 1x PBS. RNA was purified using an RNeasy Plus Mini Kit (Qiagen, 74136). cDNA synthesis was done on 2 μg of RNA using the Superscript III Reverse Transcriptase (Invitrogen, 18080044) and Oligo(dT)_20_ primer (Thermo Fisher Scientific, 18418020) in 20 μl of total volume. cDNA was diluted with 380 μl of nuclease-free water. Four microliters of diluted cDNA was used for qPCR. RT-qPCRs were performed in triplicate using PowerUp SYBR Green Master Mix (Thermo Fisher Scientific, A25742) on a CFX384 Touch Real-Time PCR detection system (Bio-Rad). Glyceraldehyde-3-phosphate dehydrogenase (GAPDH)–normalized relative expression and statistical analyses were calculated using CFX Maestro Software 2.3. The primers used are listed in table S9.

### CLIP-seq

CLIP-seq was based on a previously described iCLIP2 protocol (*56*) with modifications. A confluent 15-cm tissue culture plate was washed once with 1x PBS. Ten milliliters of 1x PBS was added to the plate, and cells were ultraviolet (UV) cross-linked on a plate with opened lid, at 400 mJ/cm^2^ using SpectroLinker XL-1000 (254 nm). Two 15-cm plates were scraped and combined. Cells were pelleted, snap-frozen, and stored at −80°C. ±UV cell pellets were resuspended in 20 ml of HMSD [20 mM Hepes (pH 7.5), 5 mM MgCl_2_, 25 mM NaCl, sucrose (85.5 g/liter), and 1 mM DTT] supplemented with protease inhibitors [0.2 mM PMSF, pepstatin A (1 mg/ml), leupeptin (1 mg/ml), and aprotinin (1 mg/ml)] and rotated in a cold room for 25 min. After washing with 1x PBS, nuclei were resuspended in 1 ml of cold PBS-lysis buffer (1 mM MgCl_2_, 0.1 mM CaCl_2_, 0.5% sodium deoxycholate, and 0.5% NP-40 in 1x PBS) supplemented with 1x EDTA-free protease inhibitor cocktail (Sigma-Aldrich, 11873580001), Protector RNase inhibitor (40 U/ml; Sigma-Aldrich, 3335402001), and 1 mM DTT and rotated in a cold room for 25 min. Twenty microliters of Turbo DNase (Thermo Fisher Scientific, AM2238) was added, and lysates were incubated at 37°C for 30 min, shaking at 1100 rpm. Partial RNA digestion was done with a pretitrated volume of dilute RNase I (Thermo Fisher Scientific, AM2295), incubated for 3 min at 37°C, and immediately transferred to ice. Two microliters of SUPERaseIN (Thermo Fisher Scientific, AM2696) and 0.1% final concentration of SDS was added to stop RNA digestion. Lysates were spun down, and the supernatant was transferred to new 1.5-ml tubes. Flag-tagged CTCF from the supernatant was immunoprecipitated with 5 μl anti-Flag magnetic beads (MilliporeSigma, M8823), rotating in a cold room for 2 hours. After four washes with PBS high-salt wash buffer (1 M NaCl, 0.1% SDS, 0.5% sodium deoxycholate, and 1% NP-40 in 1x PBS) and then four washes with PBS low-salt wash buffer (150 mM NaCl, 0.1% SDS, 0.5% sodium deoxycholate, and 1% NP-40 in 1x PBS), beads were treated with Turbo DNase (0.1 U/μl) with 1x protease inhibitor cocktail, Roche Protector RNase inhibitor (0.4 U/μl), and SUPERaseIn RNase inhibitor in 1x DNase buffer (0.1 U/μl; Thermo Fisher Scientific, AM2239). Beads were incubated at 37°C for 30 min, shaking at 850 rpm. Subsequently, RNAs were either radiolabeled for visualization or purified for cDNA library preparation.

For radiolabeling, on-beads RNA was 5′ labeled with ATP, [γ-^32^P] (0.45 mCi/ml; PerkinElmer, BLU002Z250UC) using T4 PNK (NEB, M0201L) in the supplied PNK buffer, supplemented with Roche Protector RNase inhibitor (0.9 U/μl). Standard precautions and proper waste disposal were observed when working with radioactive ATP. CTCF was eluted twice from beads using 1x Flag peptide (5 mg/ml stock) (Sigma-Aldrich, F3290) diluted 1:10 in PK buffer [100 mM Tris (pH 8.0), 150 mM NaCl, 5 mM EDTA, and 0.1% SDS]. Proteins were denatured with 1x NuPAGE LDS sample buffer (Thermo Fisher Scientific, NP0007) and incubated at 95°C for 5 min. The radiolabeled protein-RNA complexes were separated by electrophoresis using a 6% Bis-Tris gel and transferred to a nitrocellulose membrane. The radioactive membrane was exposed to film overnight at −80°C. CTCF Western blots were done on the same membrane as described in the “Whole-cell extract and Western blotting” section above.

For cDNA preparation, on-beads RNA was dephosphorylated at the 3′ end using T4 PNK and ligated to a DNA oligo (L3-App) adapter (see table S9) using T4 RNA Ligase 1 (NEB, M0204L). CTCF was eluted twice from beads using 1x Flag peptide (5 mg/ml stock) (Sigma-Aldrich, F3290) diluted 1:10 in PK buffer [100 mM Tris (pH 8.0), 150 mM NaCl, 5 mM EDTA, and 0.1% SDS]. Elutions were pooled, and proteins were denatured and digested with proteinase K (4 mg/ml) incubated in 55°C for 20 min, shaking at 1200 rpm. A 7 M final concentration of urea was added and incubated at 55°C for another 20 min. RNA-DNA hybrids were extracted using phenol:chloroform:isoamyl alcohol, separating the aqueous phase using phase lock gel tubes (VWR, 10847-802). From the aqueous phase, RNA-DNA hybrids were purified by ethanol precipitation overnight at −20°C. The RNA-DNA pellet was washed with ethanol and resuspended in nuclease-free water. Reverse transcription (RT) was done using Superscript III Reverse Transcriptase (Invitrogen, 18080044). The primer used for RT (RToligo) (see table S9) was complementary to the DNA oligo (L3-App) previously ligated to RNAs. Despite extensive digestion by proteinase K of cross-linked protein-RNA complexes, a small polypeptide remains covalently linked to RNA, which prematurely terminates RT, thereby providing positional information of the cross-linked nucleotides in the resulting cDNA library. Synthesized cDNAs were extracted using Dynabeads MyONE Silane beads (Thermo Fisher Scientific, 37002D). A second adapter ligation, with barcodes (see table S9), was done on the 3′ end of cDNA using T4 RNA Ligase 1. Adapter-ligated cDNAs were extracted using Dynabeads MyONE Silane beads. The adapter ligations are designed in such a way that sequencing reads start at the position where the cDNA was truncated during RT. Adapters contained unique molecular identifiers (UMIs) for duplicate removal during analysis. A cDNA preamplification was done on beads for six cycles using 2x KAPA HiFI Hot Start Mix (KAPA KK2601). The primers used were P5Solexa_s and P3Solexa_s (see table S9). ProNex Size-Selective Purification System (Promega NG2001) was used to size select the preamplified cDNA and remove primer-dimers. A second PCR amplification was done for nine cycles using primers P5Solexa and P3Solexa (see table S9). Libraries were size selected (200 to 500 bp) with Agencourt AMPure XP beads. Libraries were quantified with the High Sensitivity D1000 ScreenTape and TapeStation System. Libraries were sequenced as 100-bp single-end reads on the Illumina Novaseq 6000 platform.

### Computational analysis

#### Micro-C analysis

Micro-C analysis was performed according to the pipeline described by Dovetail Genomics in https://micro-c.readthedocs.io/en/latest/index.html. Briefly, multiple pairs of fastq files (two biological replicates per condition) were aligned to the mm10 reference genome using BWA-MEM split alignment. Pairtools was used for the next steps: identifying valid ligation events (pairs), removing PCR duplicates, and generating and down-sampling the final pairs files. Pairs files were down-sampled such that all samples being compared together had an equal number of valid pairs. The down-sampled pairs files were used for downstream analyses. Cool and mcool files were generated using cooler. HiC contact matrices were generated using Juicer Tools. APA plots and scores were generated using Juicer Tools. Micro-C contact heatmaps were generated using HiContacts and pyGenomeTracks. Reproducibility between replicates was determined using HiCRep (*44*). Quantification of CTCF anchors of interest was done using Cooltools (*75*).

Compartments were characterized as described previously (*76*). HiC-Pro was used to build contact matrices and perform iterative correction and eigenvector decomposition (ICE) normalization. HiC-Pro was used to generate ICE-normalized matrixes for 5- and 10-kb resolutions and annotation files that indicated the genomic bins. TADs were identified using Arrowhead at 10-kb resolution with default options. GENOVA was used to visualize ATA. Insulation score bigwig files were generated from cool files using Cooltools. Deeptools was used to plot insulation score profiles at CTCF ChIP-seq peaks.

#### Chromatin loop analysis

Chromatin loop analysis of Micro-C data was performed as previously described (*77*). Fithic2 was used to determine the contact counts of each pairwise 5-kb bins and calculate the likelihood of a contact to be significantly higher than expected for its genomic distance (*q* value). Loops were classified between pairwise samples (e.g., WT versus ΔZF1 and ESC versus NPC) as “sample1”-specific, “sample2”-specific, or common. A loop was considered sample1-specific if it was found to be significant only in sample1 but not in sample2, when using a *q* value cutoff of 0.01. To add more stringency, a loop was considered to be significantly different only if the log_2_ fold change of the contact counts was also ≤−1 or ≥1.

#### RNA-seq analysis

RNA-seq fastq files were processed using the route “rna-star” and “rna-star-groups-dge” from the Slide-n-Seq (sns) pipeline: https://igordot.github.io/sns/. Processing steps include alignment to the mouse reference genome (mm10) using the STAR aligner with default parameters. Counts were obtained using featureCounts. Deeptools was used to generate bigwig files from the merged bam files of replicates for the same condition. Bigwig tracks were visualized using IGV and pyGenomeTracks. Downstream analysis, including normalization and differential expression analysis, was performed using DESeq2. Genes were categorized as differentially expressed if log_2_ fold change ≤ −0.5 or ≥ 0.5 and adjusted *P* value ≤ 0.05. Complete differential gene expression analysis is listed in tables S3 and S4. GO term enrichment analysis of differentially expressed genes was performed using PANTHER. Complete GO terms are listed in table S5.

#### ChIP-seq analysis

ChIP-seq analysis was done as previously described (*73*). Reads were aligned to the mouse reference genome mm10, using Bowtie2 with default parameters. Reads of quality score less than 30 were removed using samtools, and PCR duplicates were removed using picard. Regions in the mm10 genome blacklist was removed using bedtools to generate the final BAM files. The final BAM files for replicates of the same condition were merged using samtools. Bigwig files were generated from merged BAM files using deeptools with parameters: --binSize 50 --normalizeUsing RPKM --ignoreDuplicates --ignoreForNormalization chrX --extendReads 250. Bigwig files were visualized using IGV and pyGenomeTracks. Peaks were called using MACS2 with parameters -g mm -B -f BAMPE --keep-dup all -q 0.01. Using MACS2-called peaks as input, differential ChIP-seq peaks and consensus peaks were identified using DiffBind. A peak was considered significantly different between samples if log_2_ fold change ≤ −1 or ≥ 1 and adjusted *P* value ≤ 0.05. Heatmaps were generated using the functions computeMatrix followed by plotHeatmap from deepTools. Violin plots for the ChIP-seq signal were prepared using an in-house R code as follows: Regions of interest (i.e., TSS-TES of genes) are imported from a BED-file as GRanges object using the GenomicRanges package. The number of ChIP-seq reads overlapping each region is counted from the BAM files using the getCounts function from the chromVAR package. Counts are Deseq2 normalized, and the mean count for each region is calculated from all replicates of each sample. The resulting counts file was used as input to ggplot2 for violin plots.

#### CLIP-seq analysis

CLIP-seq analysis was performed using publicly available code that was described previously (*57*). Briefly, FastQC was used to assess the quality of sequencing reads. Flexbar was used to demultiplex reads on the basis of barcodes and trim adapters. The reads were then aligned to the mm10 reference genome using STAR. PCR duplicates were removed using UMIs with UMI-tools. As described in the “CLIP-seq” protocol (above), reads start at the position where the cDNA was truncated during RT, making the position upstream of the 5′ end of the read the “cross-linked nucleotide.” Bedtools was used to convert BAM files to BED files, shift the BED intervals by 1 bp in the 5′ direction, and extract the 5′ positions of the new intervals. These positions were then piled up into BEDGraph files, separately for each strand. BEDGraph files were converted to BigWig files using bedGraphToBigWig. Bigwig files were visualized using IGV and plotted with pyGenomeTracks. For peak calling, BAM files from replicates of the same condition were merged and used as input for PureCLIP, which outputs individual cross-link sites. PureCLIP-called cross-link sites were postprocessed as described previously (*57*) to obtain equal-sized CLIP peaks of 300 nucleotides. For each called peak, the number of cross-link events per replicate was determined. A minimum cutoff (10th percentile of the number of cross-linked sites) was calculated for each replicate. A peak was considered reproducible if it met the cutoff in a sufficient number of replicates (at least three of four replicates, except for NPC WT, where the criterion was two of three replicates). Peak calling was also performed for non-cross-linked negative controls, and peaks with at least 20% overlap with negative control peaks were filtered out. Reproducible CLIP peaks were assigned to gene names and gene types on the basis of GENCODE annotations (GRCm38.p4). De novo RNA motif analysis using the reproducible CLIP peaks as input was performed using MEME. The assignment of CLIP peaks to genomic features (e.g., promoters, introns, and exons) was done using ChIPseeker. Differential CLIP genes between ESCs and NPCs were identified by combining unique annotated CLIP genes from both cell types and retrieving the TSS-TES regions as a BED file. The BED file was imported as a GRanges object using GenomicRanges package on R, and the number of CLIP-seq reads overlapping each region was counted from the BAM files using the getCounts function from the chromVAR package. DESeq2 was used to normalize the read counts and identify differential genes (log_2_ fold change cutoff ≤ −1 or ≥ 1; adjusted *P* value ≤ 0.05). Heatmaps of CLIP peaks and CLIP-seq signal from TSS-TES regions of annotated genes were generated from bigwig files using deepTools. Venn diagrams were drawn using the VennDiagram package on R studio.

### Statistical analysis

Statistical analysis related to experiments have been described above in each section.

# Supplementary material for: CTCF-RNA interactions orchestrate cell-specific chromatin loop organization
**Source:** Sci Adv. 2025 Nov 26;11(48):eady5507. doi: 10.1126/sciadv.ady5507
**Supplement:** Supplementary file 1 — Figs. S1 to S12 Legends for tables S1 to S5, and S7 to S9 Tables S6 and S10

Supplementary Materials for  
**CTCF-RNA interactions orchestrate cell-specific chromatin loop organization**

Kimberly Lucero *et al.*

*Sci. Adv.* **11**, eady5507 (2025)  
DOI: 10.1126/sciadv.ady5507

**The PDF file includes:**

Figs. S1 to S12  
Legends for tables S1 to S5, and S7 to S9  
Tables S6 and S10

**Other Supplementary Material for this manuscript includes the following:**

Tables S1 to S5, and S7 to S9

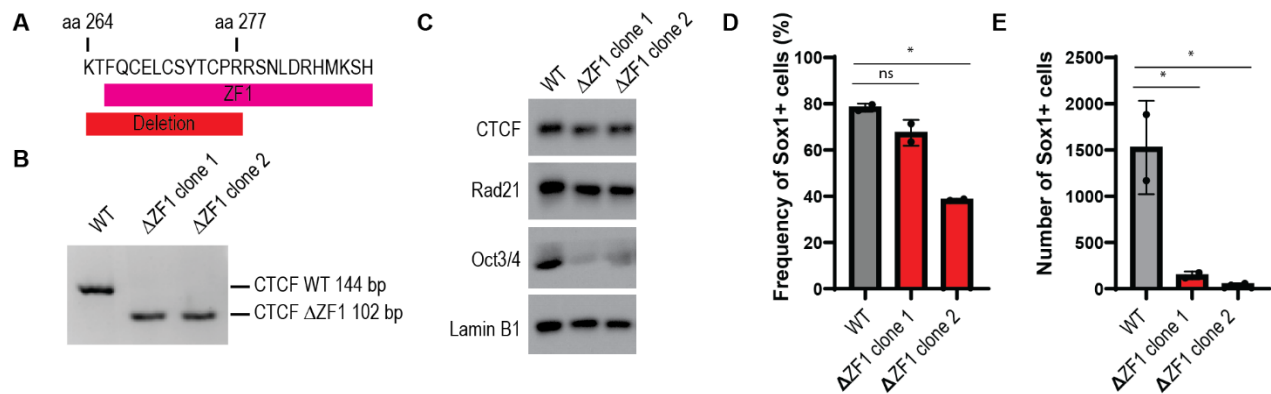

**Fig. S1. Endogenous CTCF-ΔZF1 mutants do not efficiently differentiate into NPCs.** (A) Schematic of 14-amino acid (aa) deletion of CTCF-ZF1 in ESCs. (B) Genotyping of endogenous CTCF-ΔZF1 clones. Deletion was confirmed by DNA sequencing of purified bands. (C) Western blot of parental WT ESCs and ΔZF1 clones. (D) Percentages of Sox1+ cells after 2 days of NPC differentiation. Cells were fixed and immunostained with anti-Sox1 antibody and analyzed by flow cytometry. Data are represented as mean  $\pm$  SEM, p-values were determined using Dunnett's multiple comparison test, n.s.=not significant, \*  $p < 0.05$ , N=2 biological replicates. (E) Number of Sox1+ cells per 5,000 seeded ESCs, after 2 days of NPC differentiation. Cells were fixed and immunostained with anti-Sox1 antibody and analyzed by flow cytometry. Cell numbers were normalized by cell counting beads. Data are represented as mean  $\pm$  SEM, p-values were determined using Dunnett's multiple comparison test, \*  $p < 0.05$ , N=2 biological replicates.

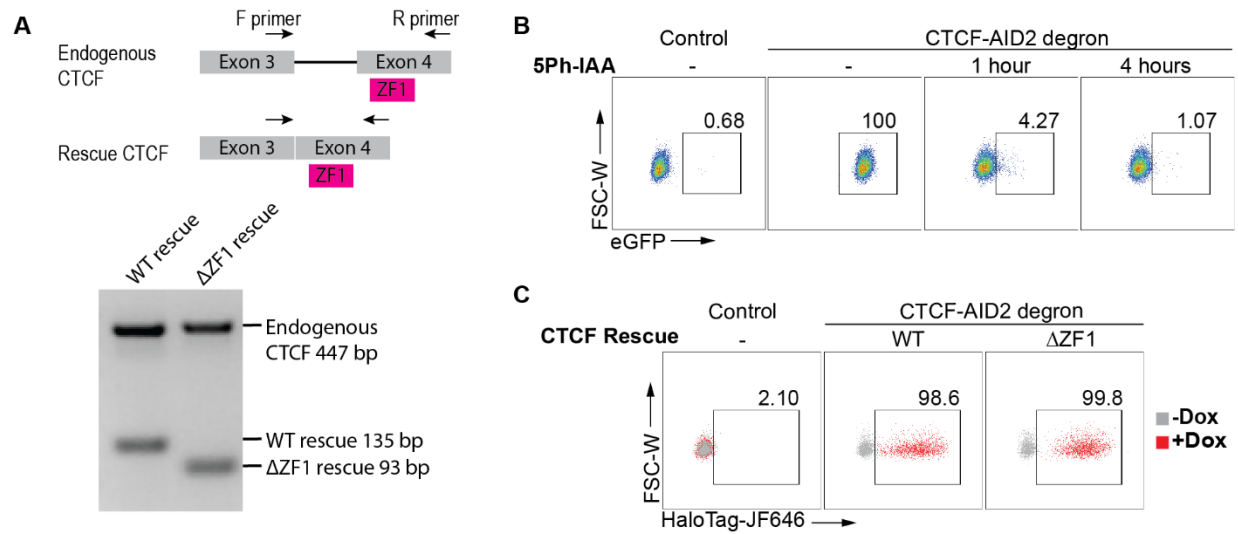

**Fig. S2. Validation of CTCF-AID2 and rescue lines.** (A) The schematic (above) shows the genotyping strategy with the arrows indicating forward (F) and reverse (R) primers. Primers amplify both endogenous and rescue CTCF but result in different DNA base pair (bp) lengths. Below is the genotyping of CTCF-AID2 and rescue lines. (B) CTCF-AID2 degron line after no treatment, 1 hr, or 4 hr of treatment with 5-Ph-IAA. eGFP fluorescence was then analyzed by flow cytometry. The negative control is the parental E14 WT cell line. Numbers are the percentages of cells within the boxed area among all cells in the plot. (C) CTCF-AID2 degron line after no treatment, or 24 hr of treatment with dox. Cells were labeled with HaloTag-JF646. JF646 fluorescence was then analyzed by flow cytometry. The negative control is the parental E14 WT cell line. Numbers are the percentages of cells within the boxed area among all dox-treated cells (in red) in the plot.

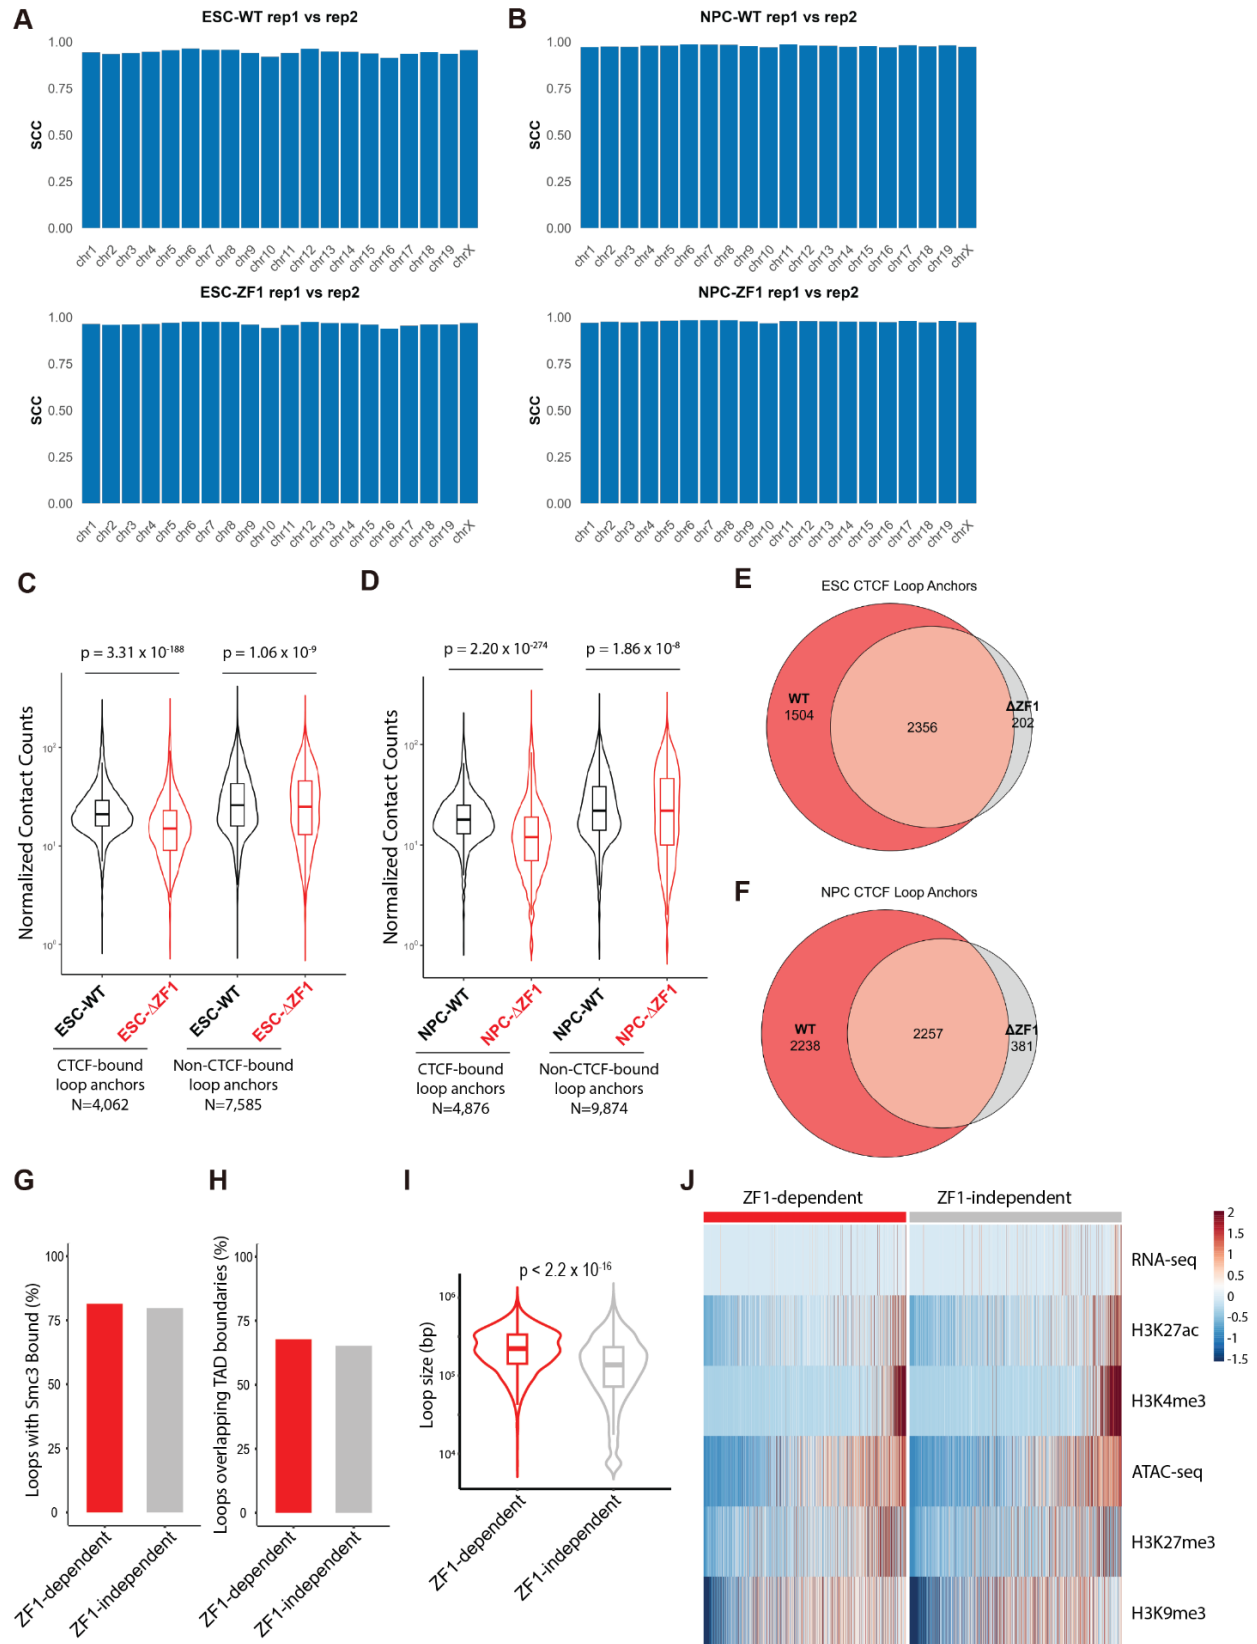

**Fig. S3. Characterization of ZF1-dependent and ZF1-independent CTCF anchors.** (A, B) HicRep was used to calculate stratum-adjusted correlation coefficients (SCC) between replicates in ESCs (A) and NPCs (B). Replicates of the same condition (WT or  $\Delta$ ZF1) have high reproducibility with  $\text{SCC} > 0.9$ . (C, D) Chromatin loops were identified

using FitHiC2 (5-kb resolution,  $FDR \leq 0.05$ ) and classified as CTCF-bound or non-CTCF-bound based on overlap with CTCF ChIP-seq peaks. Violin plots show FitHiC2 contact counts from merged biological replicates ( $N = 2$ ) in ESCs (C) and NPCs (D). p-values were calculated using the Wilcoxon signed-rank test. (E, F) CTCF loop anchors were called independently for WT and  $\Delta ZF1$ , and differential loop anchors were identified (see Methods). Venn diagrams show the intersection of CTCF loop anchors in WT and  $\Delta ZF1$  samples in ESCs (E) and NPCs (F). (G) ZF1-dependent ( $\Delta ZF1$ -lost) and ZF1-independent ( $\Delta ZF1$ -retained) loops in ESCs were overlapped with Smc3 (cohesin core subunit) ChIP-seq peaks. Bar plots show the percentage of loops bound by Smc3. (H) ZF1-dependent and ZF1-independent loops were overlapped with TAD boundaries in ESCs. Bar plots show the percentage of loops colocalized with TAD boundaries. (I) Distances between loop anchors were quantified for ZF1-dependent and ZF1-independent loops in ESCs. p-value was determined using the Wilcoxon signed-rank test. (J) RNA-seq (this study) and published datasets (H3K27ac, H3K4me3, ATAC-seq, H3K27me3, H3K9me3) in ESCs were used to quantify transcription, chromatin accessibility, and histone modifications at ZF1-dependent and ZF1-independent loop anchors. Heatmaps display z-score normalized signal at anchor sites.

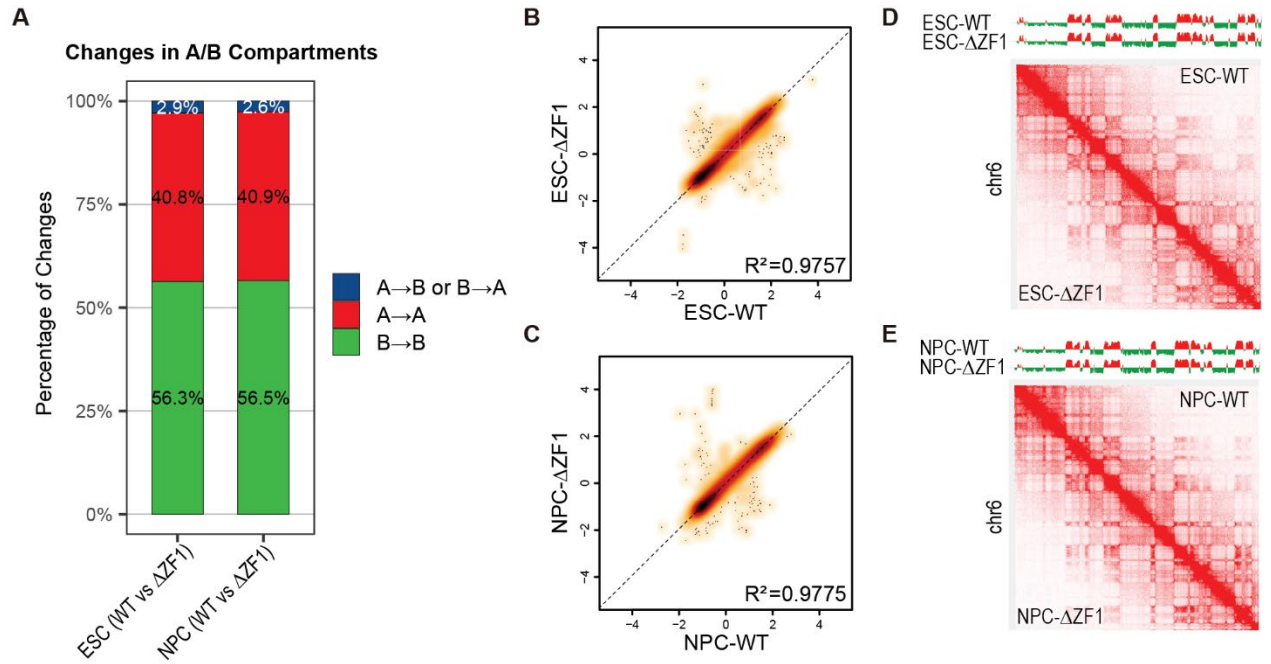

**Fig. S4. Genomic compartmentalization is minimally changed in  $\Delta ZF1$  for both ESCs and NPCs.** (A) Compartments were analyzed at 10-kb resolution for both WT and  $\Delta ZF1$ . Bar graphs show the percentage of compartment changes from WT to  $\Delta ZF1$ . (B, C) Scatter plots comparing the first eigenvector values (equivalent to first principal component) between WT and  $\Delta ZF1$  in (B) ESCs and (C) NPCs. The correlation coefficient ( $R^2$ ) was calculated. Dashed lines represent linear regression lines. (D, E) The first eigenvector tracks (top) and Micro-C heatmaps (bottom) comparing WT and  $\Delta ZF1$  in (D) ESCs and (E) NPCs. Data is represented as merged biological replicates ( $N=2$ ).

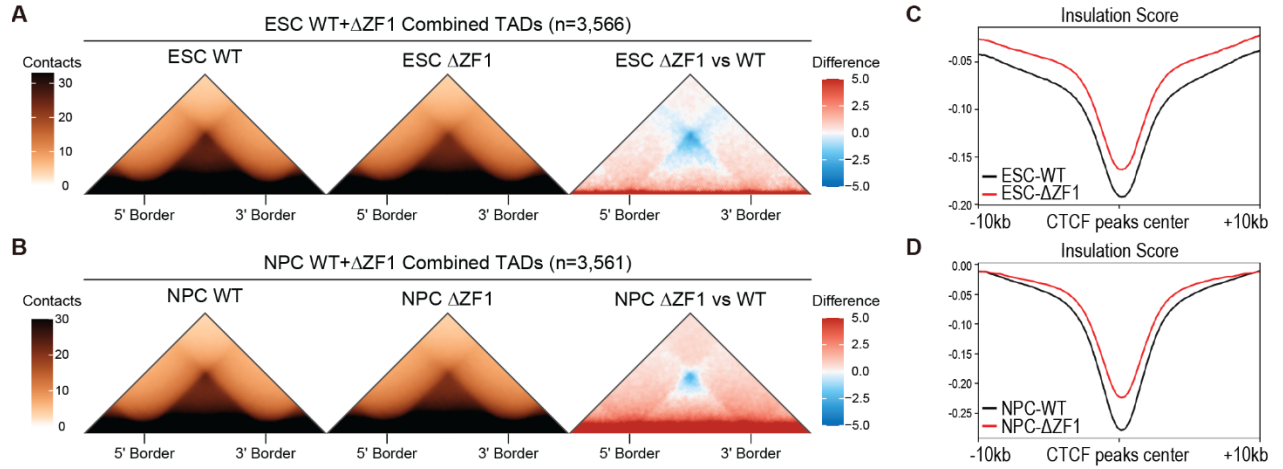

**Fig. S5. TADs and TAD boundaries are weakened in  $\Delta$ ZF1 for both ESCs and NPCs.** (A, B) Aggregate TAD analysis (ATA) of WT (left),  $\Delta$ ZF1 (middle), and the difference between  $\Delta$ ZF1 and WT (right) in (A) ESCs and (B) NPCs. TADs were called for both WT and  $\Delta$ ZF1 using Arrowhead at 10-kb resolution. The combined TADs in both conditions were used to plot ATA. (C, D) Diamond insulation scores (1kb resolution, 10kb window size) of WT and  $\Delta$ ZF1 centered at CTCF ChIP-seq peaks in (C) ESCs and (D) NPCs. Data is represented as merged biological replicates (N=2).

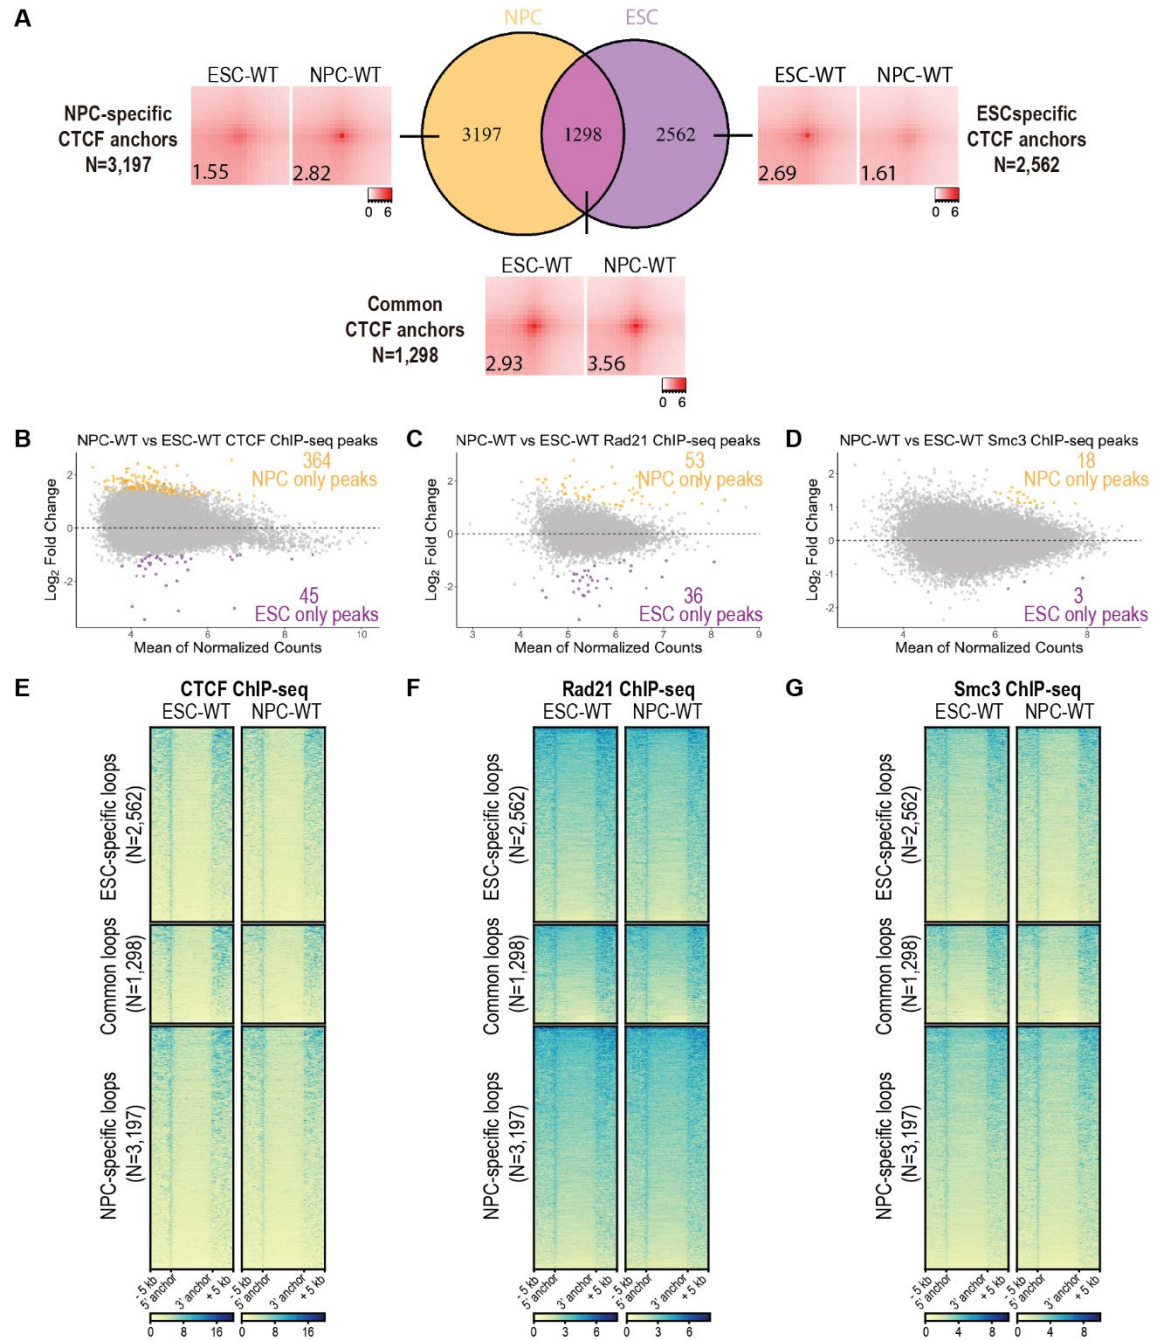

**Fig. S6. ESCs and NPCs exhibit differential chromatin loops, but CTCF and cohesin binding are mostly cell-type-invariant.** (A) Venn diagram of NPC and ESC CTCF anchors. APA plots show aggregated peaks from each of the NPC-specific, ESC/NPC common, and ESC-specific loop subsets. Numbers indicate APA scores. (B, C, D) DiffBind MA plot (Deseq2 normalized) of differentially called (B) CTCF, (C) Rad21, and (D) Smc3 ChIP-seq peaks between NPC-WT vs ESC-WT. Adjusted p-value cutoff:  $\leq 0.05$ ,  $\log_2$  fold-change cutoff:  $\geq 1$ ,  $\leq -1$ , biological replicates: CTCF N=4, Rad21 N=2, Smc3 N=2. (E, F, G) ChIP-seq heatmaps of (E) CTCF, (F) Rad21, and (G) Smc3, comparing chromatin binding in ESC-WT and NPC-WT. Each row is a loop anchor coordinate, and the heatmap is clustered based on whether the anchors are ESC-specific, ESC/NPC common, or NPC-specific. Data is represented as merged biological replicates (CTCF N=4, Rad21 N=2, Smc3 N=2).

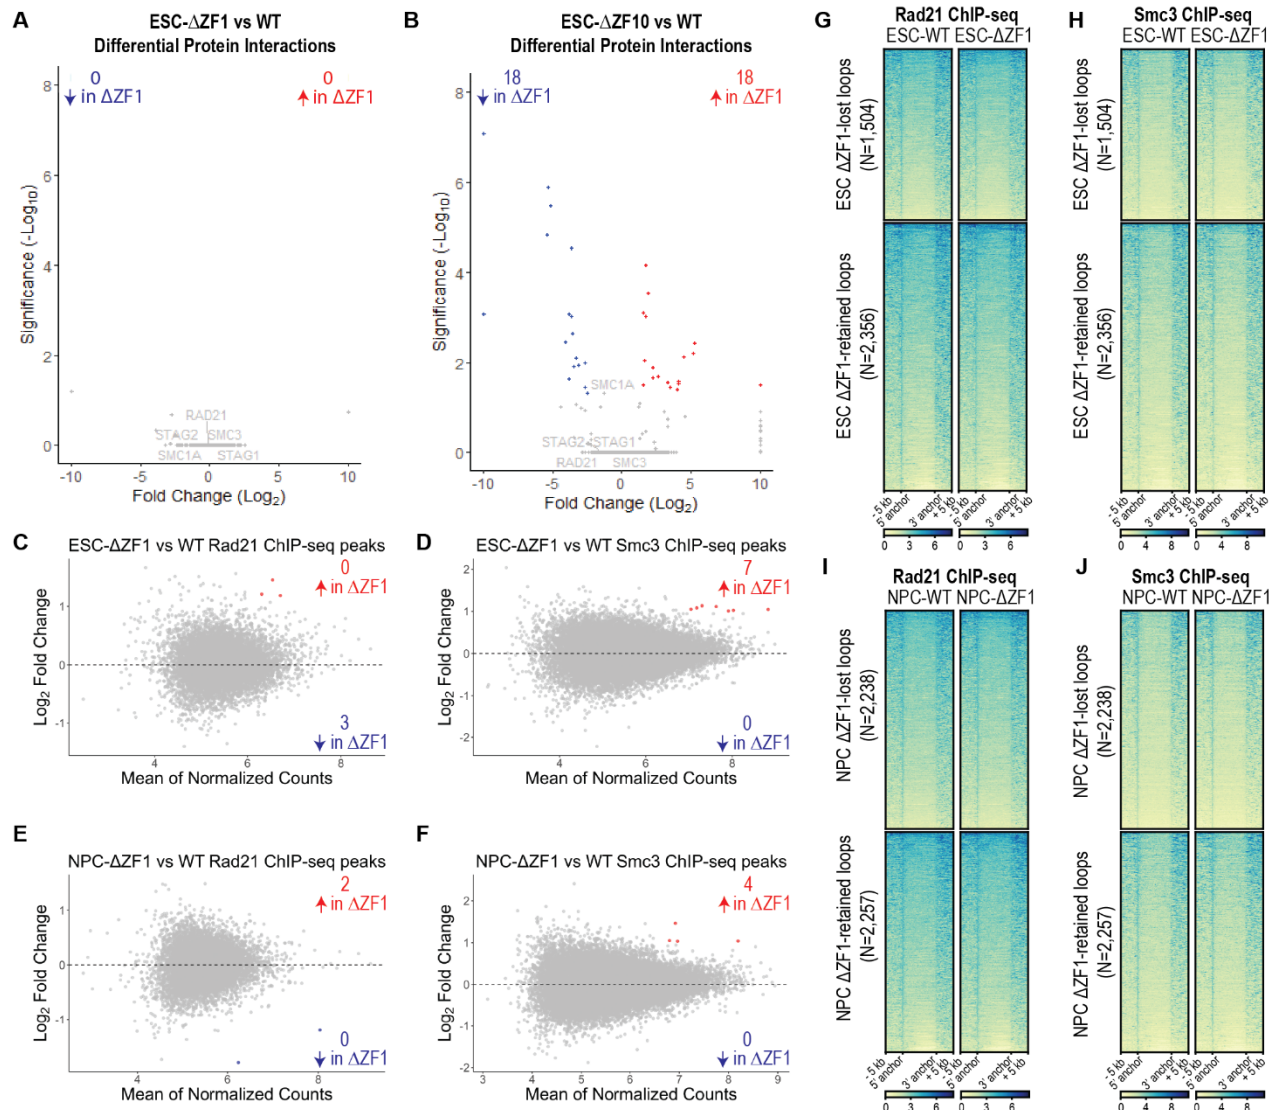

**Fig. S7. CTCF-cohesin interactions and chromatin colocalization are not disrupted in ΔZF1 mutants.** (A, B) Volcano plot of CTCF differential protein interactions comparing ESC WT vs (A) ESC-ΔZF1 or (B) ESC-ΔZF10 (see all in **Table S1** or **Table S2**, respectively). Flag-Halo-tagged CTCF was purified by anti-Flag immunoprecipitation in native conditions and protein interactions were identified by MS. Adjusted p-value cutoff:  $\leq 0.05$ ,  $\log_2$  fold-change cutoff:  $\geq 1$ ,  $\leq -1$ , N=2 biological replicates. (C, D) DiffBind MA plot (Deseq2 normalized) of differentially called (C) Rad21 and (D) Smc3 ChIP-seq peaks comparing ESC-ΔZF1 vs WT. Adjusted p-value cutoff:  $\leq 0.05$ ,  $\log_2$  fold-change cutoff:  $\geq 1$ ,  $\leq -1$ , N=2 biological replicates. (E, F) DiffBind MA plot of differentially called (E) Rad21 and (F) Smc3 ChIP-seq peaks comparing NPC-ΔZF1 vs WT. Adjusted p-value cutoff:  $\leq 0.05$ ,  $\log_2$  fold-change cutoff:  $\geq 1$ ,  $\leq -1$ , N=2 biological replicates. (G, H) ChIP-seq heatmaps of (G) Rad21 and (H) Smc3, comparing chromatin binding in ESC-ΔZF1 vs WT. Each row is a loop anchor coordinate, and the heatmap is clustered based on whether the anchors are ΔZF1-lost or ΔZF1-retained. (I, J) ChIP-seq heatmaps of (I) Rad21 and (J) Smc3, comparing chromatin binding in NPC-ΔZF1 vs WT. Each row is a loop anchor coordinate, and the heatmap is clustered based on whether the anchors are ΔZF1-lost or ΔZF1-retained. Data is represented as merged biological replicates.

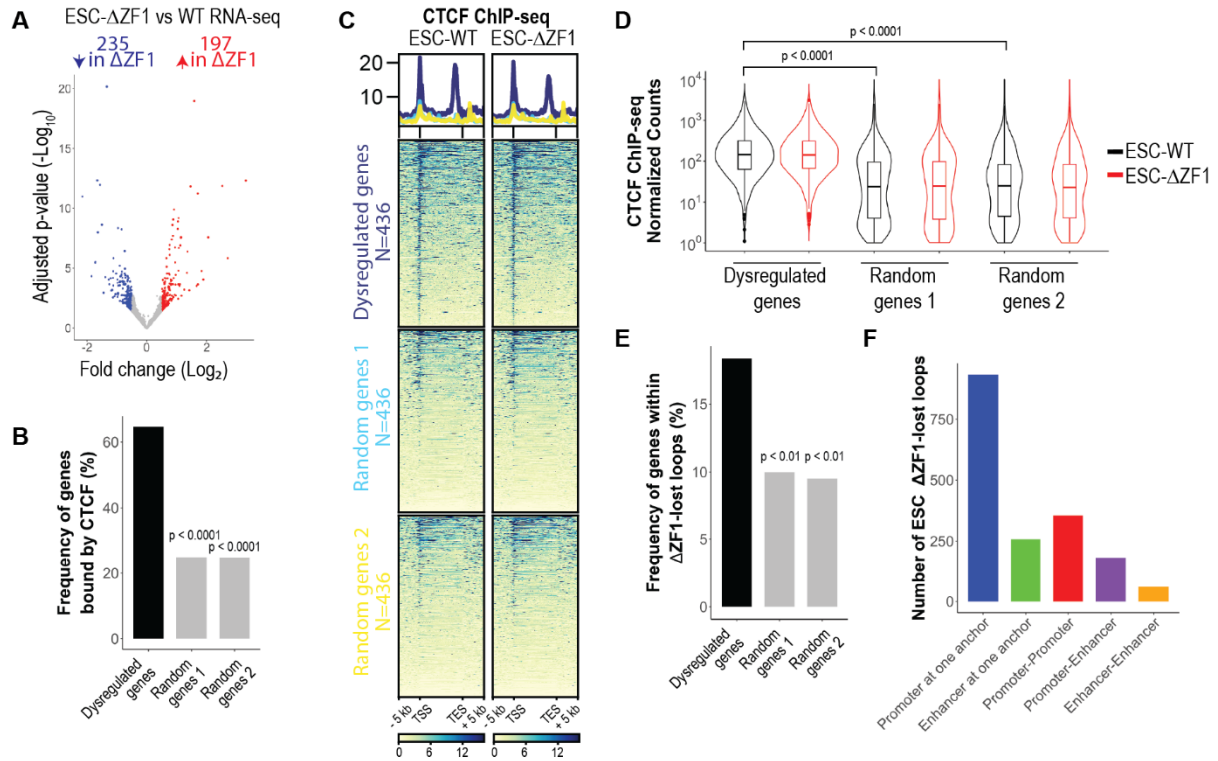

**Fig. S8. Dysregulated genes in ESC-ΔZF1 mutant are enriched at disrupted loops.** (A) Deseq2 volcano plots showing gene expression changes in ESC-ΔZF1 compared to ESC-WT (see all in **Table S3**). Adjusted p-value cutoff:  $\leq 0.05$ ,  $\log_2$  fold-change cutoff:  $\geq 0.5$ ,  $\leq -0.5$ , N=2 biological replicates. (B) Bar plots showing the percentage of genes from each gene set (dysregulated, random genes 1, random genes 2) that overlap with CTCTF ChIP-seq peaks in ESCs. Overlaps were defined as CTCTF peaks located within 1 kb upstream of the transcription start site (TSS) to the transcription end site (TES). Statistical significance between dysregulated genes and each random gene set was assessed using Fisher's exact test. (C) CTCTF ChIP-seq heatmaps at the TSS to TES of dysregulated genes and two sets of randomly generated genes in ESCs. (D) Violin plots quantifying CTCTF ChIP-seq reads from TSS to TES of genes shown in (C). Counts are represented as the average of 4 biological replicates per condition. p-values were determined using Wilcoxon signed-rank test. (E) Bar plots showing the percentage of genes from each gene set (dysregulated, random genes 1, random genes 2) that are co-localized within ΔZF1-lost loops in ESCs. p-values comparing each of the random gene sets to dysregulated genes were determined using Fisher's Exact test. (F) Bar plots showing the number of ESC-ΔZF1-lost anchors that overlapped with promoters and/or enhancers.

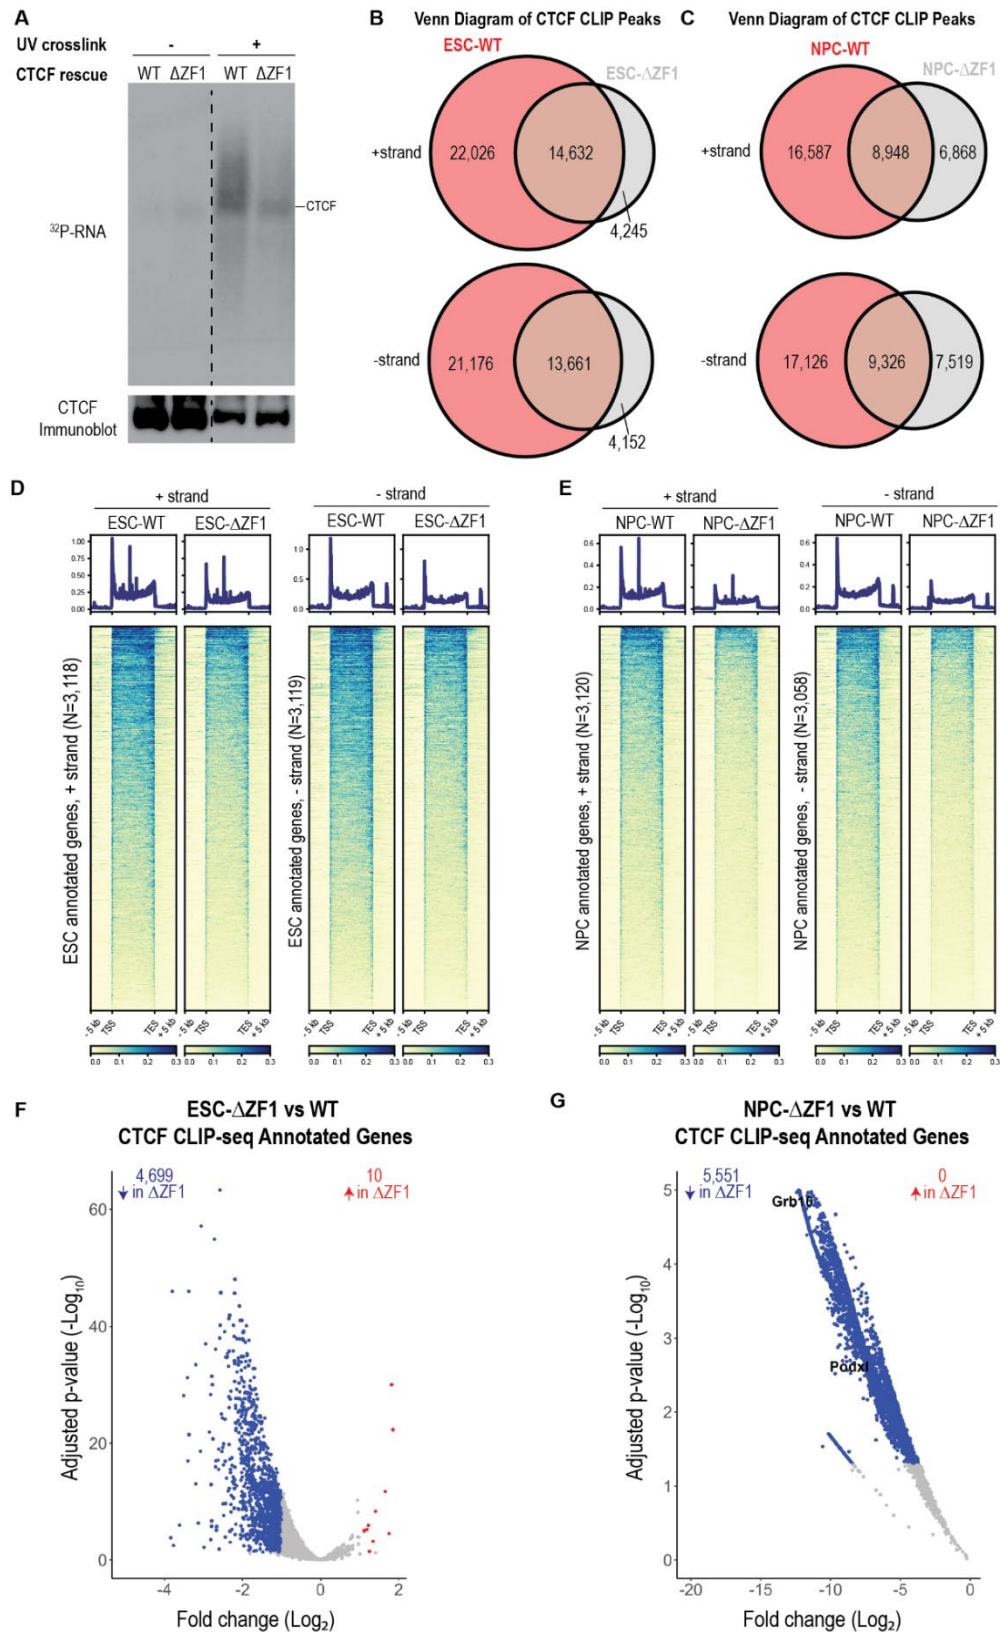

**Fig. S9. CTCF-RNA interactions are decreased in  $\Delta$ ZF1.** (A) UV crosslinking and radiolabeling of RNA co-immunoprecipitated with CTCF. Flag-Halo-tagged versions of CTCF, either WT or  $\Delta$ ZF1, were immunoprecipitated using anti-Flag beads under both non-crosslinked and UV-crosslinked conditions. RNA isolated from the immunoprecipitates was labeled with [ $\gamma$ - $^{32}$ P] ATP, and protein-RNA complexes were separated by gel

electrophoresis and transferred to a nitrocellulose membrane. The membrane was exposed to film to detect radiolabeled RNA. A CTCF immunoblot was performed on the same membrane. Dashed line indicates removal of unused lanes. **(B, C)** Reproducible CLIP peaks were called independently for WT and  $\Delta$ ZF1 (see Methods). Venn diagrams show overlap of CLIP peaks called in WT and  $\Delta$ ZF1 ESCs (B) and NPCs (C). **(D, E)** CLIP-seq signal (Flag-CTCF) was annotated to genes and plotted for WT versus  $\Delta$ ZF1 in ESCs (D) and NPCs (E). **(F, G)** Volcano plots of differential CTCF–RNA interactions comparing  $\Delta$ ZF1 to WT in ESCs (F) and NPCs (G), based on total CLIP-seq read counts from transcription start site (TSS) to transcription end site (TES). Each dot represents a gene. Read counts were normalized to background (non-crosslinked controls) and differential analysis was performed using DESeq2 (adjusted p-value cut-off  $\leq 0.05$ ,  $\log_2$  fold-change cut-off  $\geq 1$  or  $\leq -1$ ; N=2-3 biological replicates).

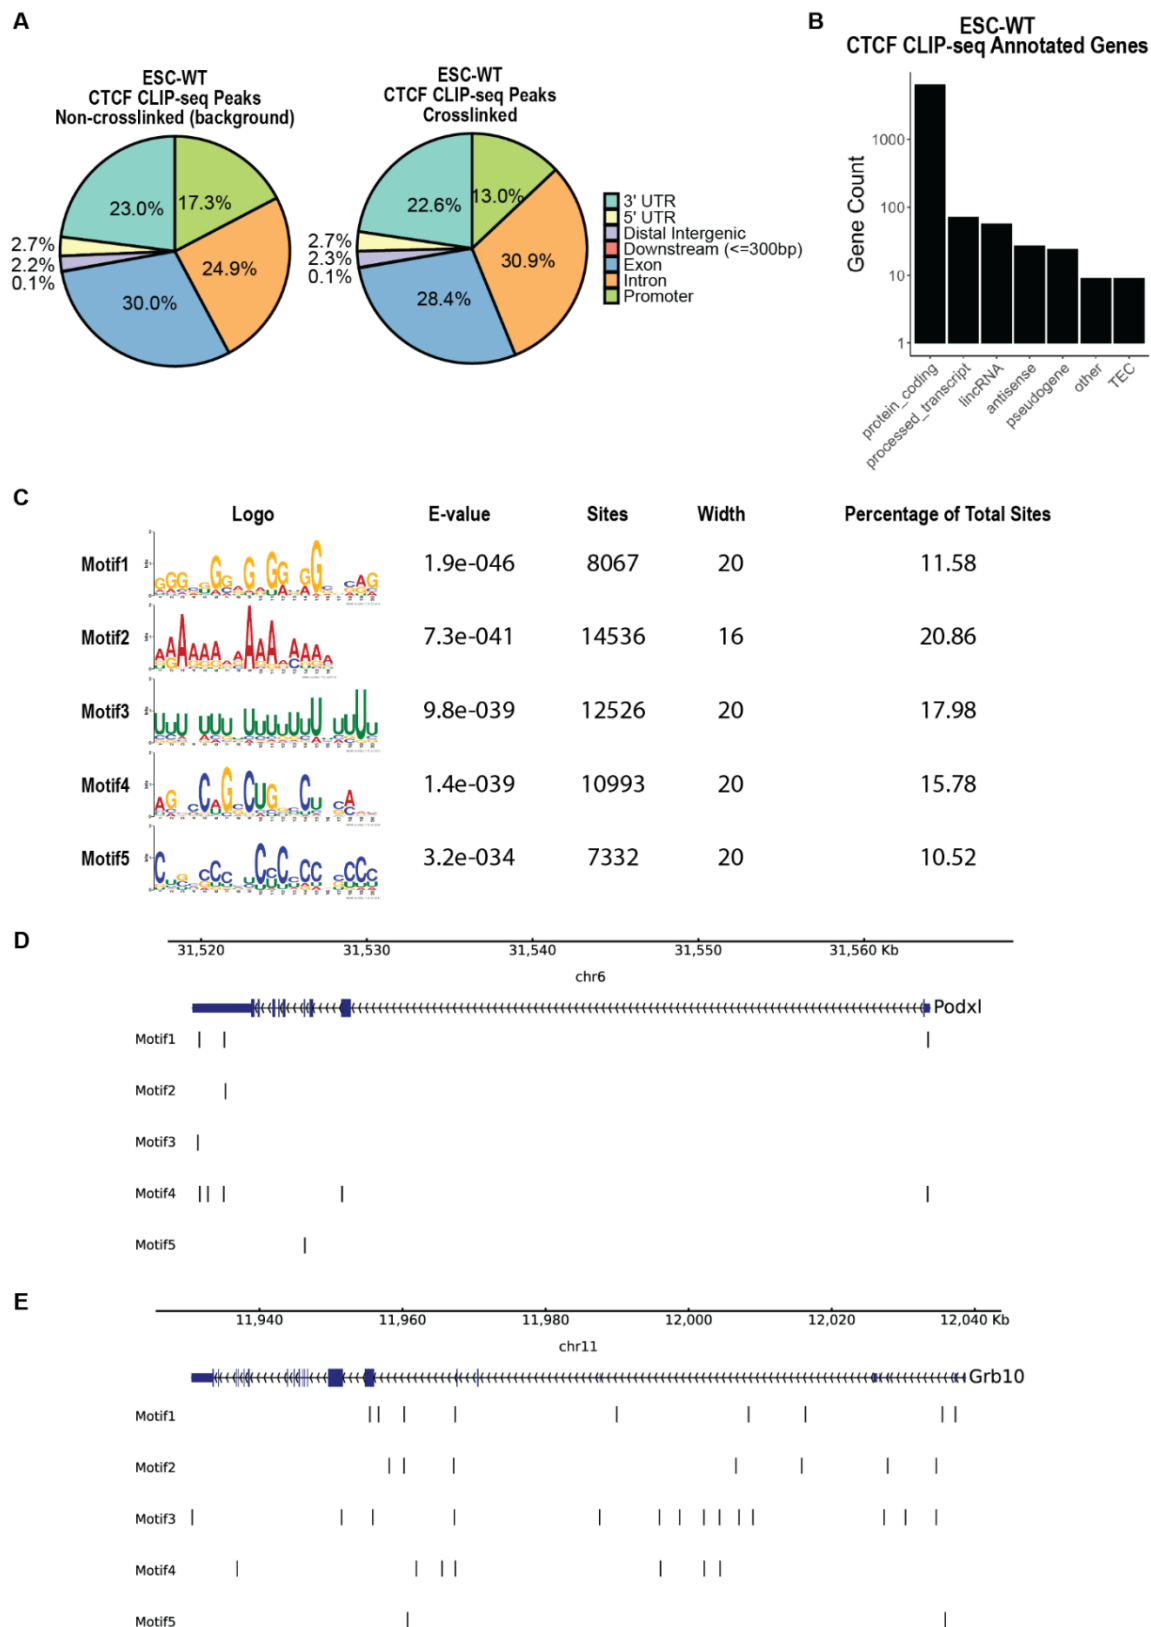

**Fig. S10. Gene annotation and characteristics of CTCF CLIP-seq peaks.** (A) CLIP peaks were identified in ESC-WT under both non-crosslinking (background) and UV-crosslinking conditions. Genomic annotations of the peaks were performed using ChIPseeker, and pie charts depict the distribution of peaks across genomic features (*e.g.*, exons,

introns, UTRs). **(B)** ESC-WT CLIP peaks were annotated to genes and categorized by gene type. Bar chart displays the number of annotated genes within each gene category. **(C)** *De novo* RNA motif discovery was performed on ESC-WT CLIP peaks using MEME Suite, with RNA-seq reads serving as the background. The analysis identified the top five enriched motifs. **(D, E)** The five motifs identified in (C) are mapped onto the *Podxl* (D) and *Grb10* (E) transcripts, showing their positions within each gene.

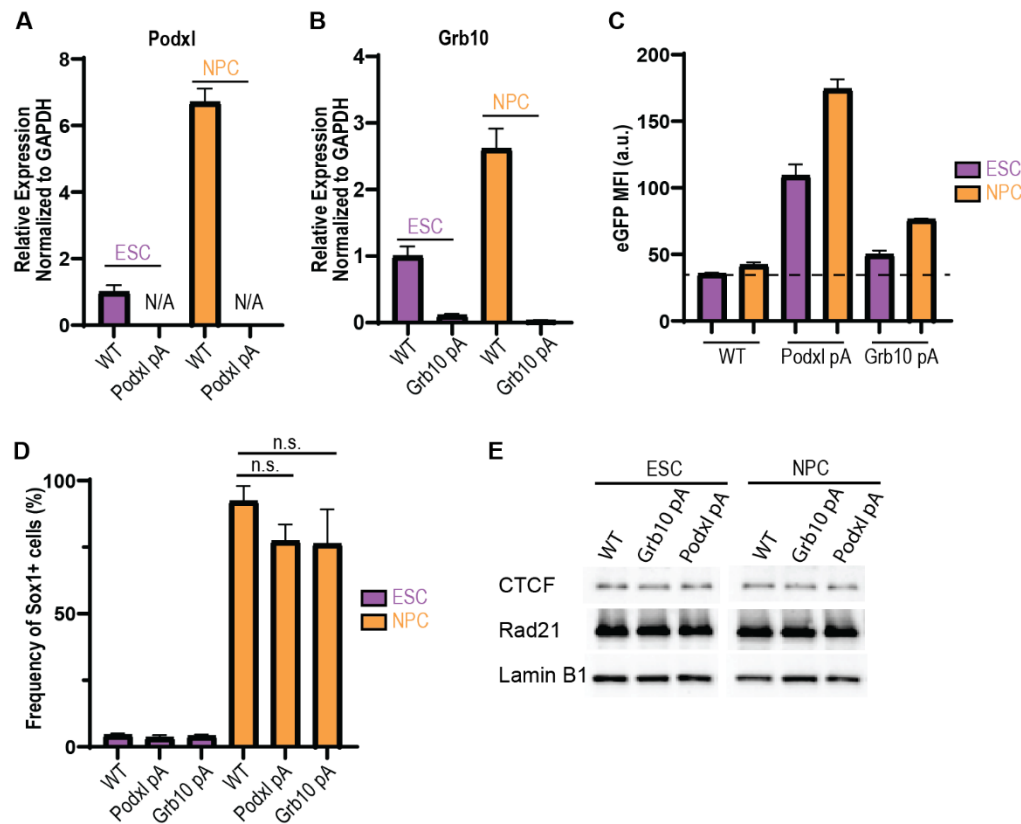

**Fig. S11. Functional evaluation of Podxl-T2A-eGFP-SV40pA and Grb10-T2A-eGFP-SV40pA RNA-truncation mutants.** (A, B) WT and (A) Podxl pA and (B) Grb10 pA cells were maintained as ESCs or differentiated into NPCs. RT-qPCR was done on (A) *Podxl* gene and (B) *Grb10* gene downstream of the pA insertion and normalized with GAPDH. Data are represented as mean  $\pm$  SEM, N=3 biological replicates, N/A: Cq values > 40. (C) eGFP fluorescence of the Podxl pA and Grb10 pA mutants were analyzed by flow cytometry. Bar plots show mean fluorescence intensity (MFI, arbitrary units) of eGFP in the parental WT, Podxl pA, and Grb10 pA clones. Data are represented as mean  $\pm$  SEM, N=3 biological replicates. Dashed line is the baseline fluorescence for eGFP-negative WT cells. (D) NPC differentiation was assessed in the pA mutants in comparison to the parental WT cells. Cells were fixed and immunostained with anti-Sox1 antibody. The percentages of Sox1+ cells were then analyzed by flow cytometry. Data are represented as mean  $\pm$  SEM, p-values were determined using Dunnett's multiple comparison test, n.s.=not significant, N=3 biological replicates. (E) Western blot of CTCF and Rad21 in WT, Grb10 pA, and Podxl pA cells.

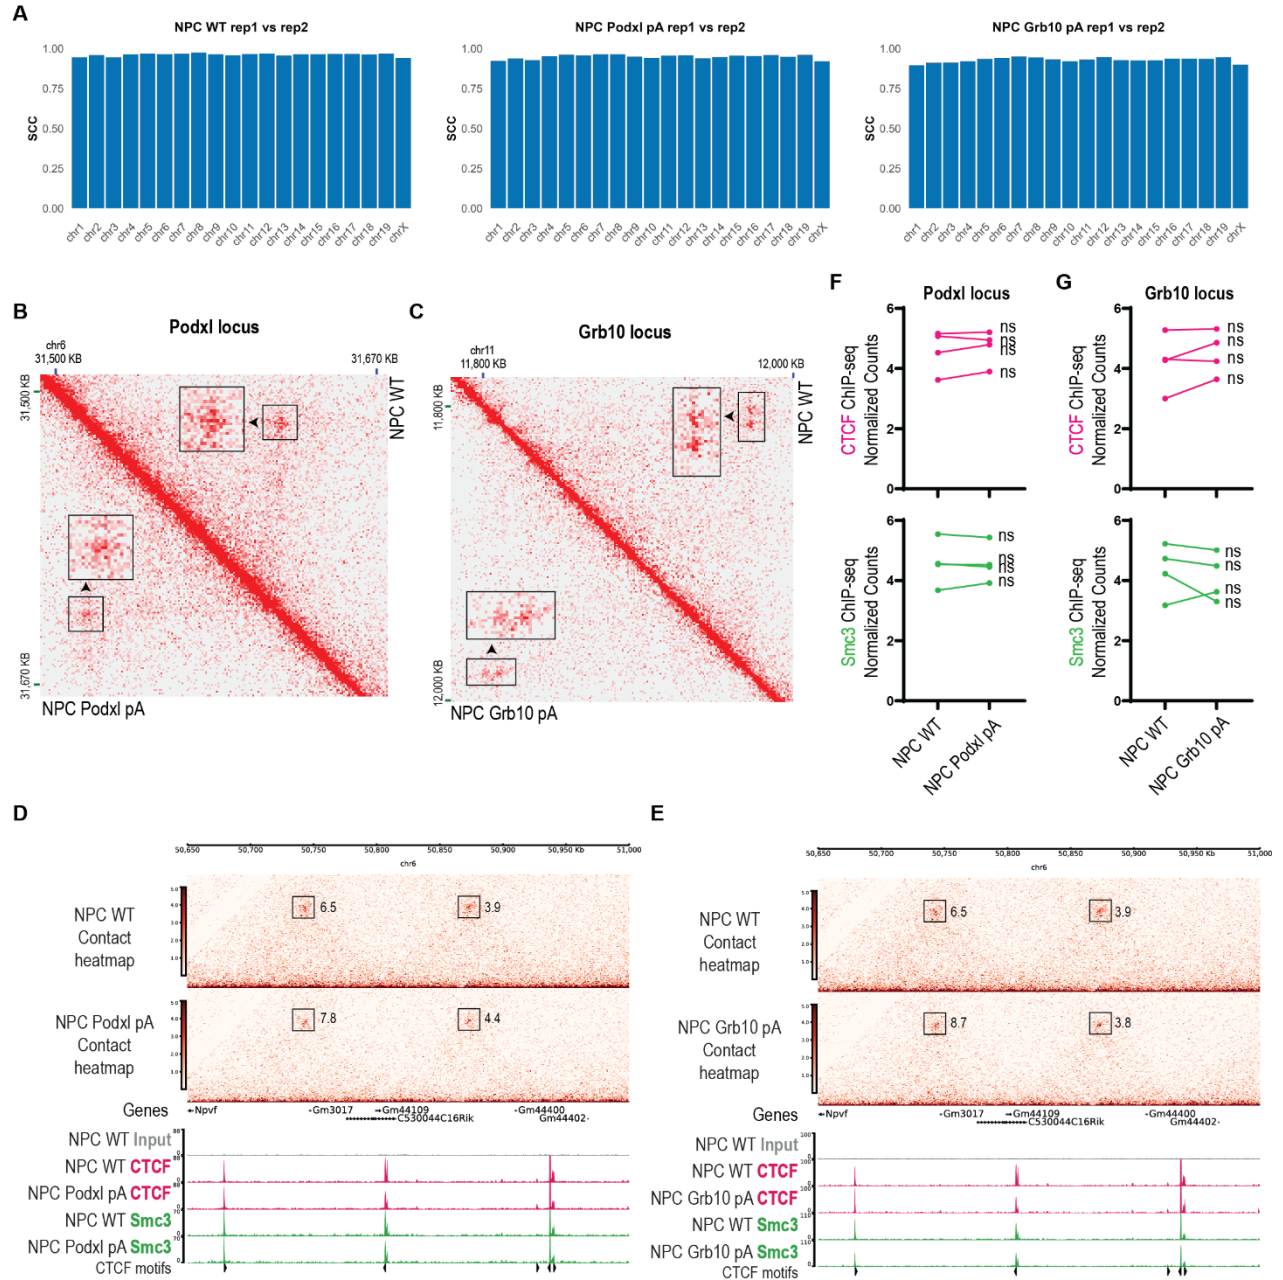

**Fig. S12. Characterization of *Podxl* pA and *Grb10* pA RNA-truncation mutants.** (A) HiCRep analysis showing stratum-adjusted correlation coefficients (SCC) between replicates of NPC WT and RNA-truncation mutants. Replicates of the same condition (WT, *Podxl* pA, or *Grb10* pA) exhibit high reproducibility, with SCC > 0.9. (B, C) Micro-C heatmaps were generated using VC\_SQRT (Square root of Vanilla Coverage) normalization implemented in Juicer. Heatmaps compare WT to the *Podxl* pA mutant at the *Podxl* locus (B) and to the *Grb10* pA mutant at the *Grb10* locus (C). Boxes indicate loop anchors and are enlarged for clarity. Data shown as merged biological replicates (N=2) (D, E) Micro-C contact heatmaps (top) and ChIP-seq tracks for CTCF and Smc3 (bottom) at a control locus distant from *Podxl* and *Grb10*. NPC WT is compared to either the *Podxl* pA mutant (D) or the *Grb10* pA mutant (E). Boxes on the heatmaps denote loop anchors. Numbers next to each box indicate the fold enrichment of pixel intensity at the corresponding anchor relative to the local background, calculated using Cooltools. CTCF motif positions and orientations are annotated. Data are shown as merged biological replicates (Micro-C N=2; CTCF ChIP-seq N=2, Smc3 ChIP-seq N=2). (F, G) Dot plots showing DiffBind DESeq2-normalized ChIP-seq counts for CTCF and Smc3 at peaks overlapping the *Podxl* (F) and *Grb10* (G) loop anchors. Each dot represents a peak, with the counts representing the mean of 2 biological replicates. Lines connect the same peak between WT and RNA-truncation mutants. Statistical significance calculated using DiffBind. ns = not significant (FDR ≥ 0.05).

**Table S1.** ChIP-MS analysis of ESC-ZF1 mutant vs ESC-WT, related to **Fig. S7A**.  
(Separate Excel file)

**Table S2.** ChIP-MS analysis of ESC-ZF10 mutant vs ESC-WT, related to **Fig. S7B**.  
(Separate Excel file)

**Table S3.** RNA-seq analysis of ESC-ZF1 mutant vs ESC-WT, related to **Fig. S8A**.  
(Separate Excel file)

**Table S4.** RNA-seq analysis of NPC-ZF1 mutant vs NPC-WT, related to **Fig. 4A**.  
(Separate Excel file)

**Table S5.** Panther GO Term Enrichment of dysregulated genes in NPC-ZF1 mutant, related to **Fig. 4B**.  
(Separate Excel file)

**Table S6.** Public datasets used in this study, related to **Fig. 4G, 4H, S3J, S8F**.

| Cell line                                                              | Assay type | Target   | Database | Experiment ID |
|------------------------------------------------------------------------|------------|----------|----------|---------------|
| <i>Mus musculus</i> strain 129/Ola ES-E14                              | ChIP-seq   | H3K27ac  | ENCODE   | ENCSR000CGQ   |
| <i>Mus musculus</i> strain C57/BL-6 ES-derived neural progenitor cells | ChIP-seq   | H3K27ac  | NCBI     | GSM2535239    |
| <i>Mus musculus</i> strain C57/BL-6 ES-derived neural progenitor cells | ChIP-seq   | H3K27ac  | NCBI     | GSM2535240    |
| <i>Mus musculus</i> strain 129/Ola ES-E14                              | ATAC-seq   | N/A      | NCBI     | GSE175902     |
| <i>Mus musculus</i> strain 129/Ola ES-E14                              | ChIP-seq   | H3K4me3  | ENCODE   | ENCSR000CGO   |
| <i>Mus musculus</i> strain 129/Ola ES-E14                              | ChIP-seq   | H3K27me3 | ENCODE   | ENCSR059MBO   |
| <i>Mus musculus</i> strain 129/Ola ES-E14                              | ChIP-seq   | H3K9me3  | ENCODE   | ENCSR000ADM   |

**Table S7.** CLIP-seq annotated genes in NPCs vs ESCs, related to **Fig. 6A**.  
(Separate Excel file)

**Table S8.** Micro-C read depth, related to **Fig. 2, 7, S4, S5, S6, and Methods**.  
(Separate Excel file)

**Table S9.** Oligonucleotides used in this study, related to **Fig. 1A, S1B, S2A, S11A, S11B, and Methods**.  
(Separate Excel file)

**Table S10.** Antibodies used in this study, related to **Fig. 1B, 1C, 3, S1C, S6, S7, S9A, S11D, S11E,** and **Methods.**

| <b>Primary antibodies</b>                                                                  | <b>Company</b> | <b>Catalogue #</b> | <b>Application</b> | <b>Dilutions</b>                         |
|--------------------------------------------------------------------------------------------|----------------|--------------------|--------------------|------------------------------------------|
| Rabbit Anti-CTCF                                                                           | Abcam          | ab70303            | ChIP, WB           | ChIP: 2 ug/300 ug chromatin, WB: 1:5,000 |
| Mouse Anti-Flag                                                                            | Sigma          | F1804              | WB                 | 1:500                                    |
| Rabbit Anti-Lamin B1                                                                       | Abcam          | ab16048            | WB                 | 1:20,000                                 |
| Goat Anti-Sox1                                                                             | R&D Systems    | AF3369             | Flow cytometry     | 1:200 from 500 ug/mL reconstituted stock |
| Rabbit Anti-Rad21                                                                          | Abcam          | ab217678           | ChIP, WB           | ChIP: 4 ug/300 ug chromatin, WB: 1:5,000 |
| Rabbit Anti-Smc3                                                                           | Abcam          | ab9263             | ChIP               | 2 ug/300 ug chromatin                    |
| Mouse Anti-Oct3/4                                                                          | Santa Cruz     | sc-5279            | WB                 | 1:10,000                                 |
| <b>Secondary antibodies</b>                                                                | <b>Company</b> | <b>Catalogue #</b> | <b>Application</b> | <b>Dilutions</b>                         |
| Donkey Anti-Goat IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor™ Plus 647 | Invitrogen     | A32849             | Flow cytometry     | 1:1,000                                  |
| Goat Anti-Rabbit IgG (H+L)-HRP Conjugate                                                   | Bio-Rad        | 1706515            | WB                 | 1:10,000                                 |
| Goat Anti-Mouse IgG (H+L)-HRP Conjugate                                                    | Bio-Rad        | 1706516            | WB                 | 1:5,000                                  |

How the deposited data were processed for this re-analysis (not part of the article)

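RNA-seq counts of 2 experiments were analysed. The CTCF rescue lines gave 8 libraries, 2 each of ESC-WT, ESC-ΔZF1, NPC-WT and NPC-ΔZF1. The parental E14 cells and the RNA truncation lines gave 18 libraries, 3 each of WT, Podxl pA and Grb10 pA as ESCs and as NPCs. The conditions were taken from the labels of the samples, and the doses, times and days from the methods of the paper. The table of the truncation lines held 3 further columns that match no sample, and these were not used here. The ChIP-seq, CLIP-seq, Micro-C and mass spectrometry data were not analysed here, except that the genes of Table S7 were counted in the RNA-seq data.

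The authors aligned the reads to mm10 with STAR at default settings and counted them on genes with featureCounts through the sns pipeline. The deposited values are whole-number counts, not normalized, with a column for each library. The label of the counts says that strand was not used in the counting, so that reads on overlapping genes of opposite strands were not told apart. The RNA-seq part of the methods does not name the gene annotation used in the counting. Each table lists 55291 gene symbols, of which 53292 (96.4%) were found in GENCODE M21 on GRCm38. Another 106 symbols belong to more than 1 GENCODE gene.

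Counts on genes ranged from 6425179 to 28730435 per library in the rescue lines, with a median of 15019046.5, and from 1907505 to 8845087 in the truncation lines, with a median of 4472121. The 10 most abundant genes held 7.33% to 11.8% of the counts in the rescue lines and 6.77% to 15.5% in the truncation lines. TMM factors lay between 0.963 and 1.02 and between 0.895 and 1.03. A count of 0 was taken to allow up to 3 counts, and bounds computed from it cover counting error only.

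Each table was fitted with edgeR 4.0.16 in R 4.3.3, with TMM normalization, edgeR's filter on low counts, a mean for each group and no term for replicates. Groups were compared with the quasi-likelihood F test. Genes were taken as dysregulated at a Benjamini-Hochberg adjusted p-value of at most 0.05 and a log2 fold change of at least 0.5 in either direction, as in the methods of the paper. No shrinkage step was applied to these fold changes. The filter left 16641 genes in the rescue lines and 13268 in the truncation lines. The standard error of a log2 fold change is its size divided by the square root of its F value. Normalized counts are counts scaled by the TMM-adjusted library size. The difference between the effects of ΔZF1 in NPCs and ESCs was tested as a contrast of the 4 group means. The authors used DESeq2, and DESeq2 1.42.0, with and without shrinkage of fold changes by ashr 2.2.63, was run as an alternative.

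Counts were simulated with the depths of the libraries and 200 changed genes. Of these genes, edgeR found 93.5% in the design of the rescue lines and 98.5% in that of the truncation lines. Of its calls, 4.10% and 3.90% were false. These rates describe the simulated counts only. They do not give the rates for NPC-ΔZF1 against NPC-WT, because the NPC-WT libraries differed from each other more than those of other groups. Nor do they give the share found among genes with changes near the fold change cutoff.

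The genes named in the text were those that the text or locus figures of the paper name, the leading genes of Tables S3 and S4, and for each mutant comparison the 3 dysregulated genes with the largest rise and the 3 with the largest fall among those with a mean of at least 100 normalized counts and every mutant library beyond every WT library. Of the genes named in the paper, those with a result at a claim are printed.

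Median log2 fold changes were computed for each chromosome and compared with 10000 random gene sets of the same size. Gene lists written before the data were examined held genes of pluripotency, neural progenitors, neuron projections, extraembryonic endoderm, mesoderm, surface ectoderm, imprinting, p53 targets, Hox genes and clustered protocadherins. They were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, and p-values were adjusted over 40 pairs of a list and a comparison. Over-representation of a list among dysregulated genes was tested with Fisher's exact test over all genes tested. Correlations of fold changes were computed across genes, which are not independent replicates. In 20 rounds of simulated counts, all libraries of NPC-WT and NPC-ΔZF1 were drawn from negative binomial distributions around the mean of each gene in NPC-WT, and the CLIP-seq genes up-regulated in NPC-WT relative to the ESC-WT libraries were picked anew, to see how many of them the shared NPC-WT libraries alone make lower in NPC-ΔZF1. Genes were drawn independently, so that differences between libraries shared by many genes were not simulated. Random draws used a fixed seed.

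Tables S3 and S4 were available here as copies of 1998 genes each, with 53293 genes left out of each copy, and the copy of Table S3 holds all 432 genes that the paper calls. The copy of Table S7 holds 1998 genes, up to an adjusted p-value of 0.109, with 5008 genes left out, and so all 554 genes past its cutoffs.

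Alternatives set before the data were examined were DESeq2 with and without shrinkage, RLE normalization, no filter on low counts, at least 10 counts in every library, only the libraries of the groups compared, a term for replicates, an adjusted p-value cutoff of 0.01, no cutoff on the fold change and each library left out in turn. In the rescue lines, leaving out a library leaves a single library in a group, so that no p-value was computed and the dysregulated genes that kept their direction with a log2 fold change of at least 0.5 were counted. After the medians of the chromosomes were seen, leaving out or centring chromosome 11 in the rescue lines and chromosome 8 in Grb10 pA were added.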

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

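The tests of chromosome copies, of the WT rescue line against the parental line, of undifferentiated and endoderm-like cells, of the mitochondrial share and of the Y chromosome, the tests of chromosome 11 for the endoderm list, and the calls and gene lists without chromosome 11 or 8, were chosen or revised after the results were seen. The tests of GC content and gene length, of library depth (except for the Y chromosome) and of other splits of the libraries were set before.

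The effect of ΔZF1 differed between NPCs and ESCs, by the test of the interaction, in 449 genes. For Grb10 the interaction was 0.80 on the log2 scale (standard error 0.14, adjusted p = 0.0156), for H19 it was -7.20 (standard error 0.44, adjusted p = 0.000101) and for Lama1 it was 3.21 (standard error 0.17, adjusted p = 9.09e-05). More genes were also dysregulated in NPC-ΔZF1 (2936) than in ESC-ΔZF1 (601), but with only the libraries of the groups compared in the model this order reversed, with 1222 in NPCs and 1601 in ESCs. The model of all libraries takes the same spread of a gene for every group, although the NPC-WT libraries differed from each other the most. The order of the 2 cell types is therefore not settled by these counts. The NPC groups were deeper by their medians. Replicate 2 of NPC-WT (12101361 counts) was shallower than replicate 2 of ESC-WT (15408396) and both ESC-ΔZF1 libraries (13614646 and 14629697). When the NPC libraries were thinned to the depths of the ESC libraries, a median of 2626 genes was dysregulated in NPC-ΔZF1 over 5 thinnings (2564 to 2627). In the same models 659 to 710 were dysregulated in ESC-ΔZF1, so that depth was not the whole cause. Without the genes of chromosome 11 the counts were 2222 in NPCs and 254 in ESCs, so that the genes of this chromosome were not the whole cause either. An indirect effect of its dosage on genes of other chromosomes was not tested for these counts. Whether the ΔZF1 protein or another difference between the lines underlies the interaction was not tested, because each protein was expressed in a single line.

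In the data by chromosome, which the paper does not report, genes of chromosome 11 were lower in the ΔZF1 line, with a median log2 fold change of -0.46 in ESCs and -0.56 in NPCs. After the trend of fold changes on GC content and gene length was removed, the medians were -0.48 and -0.57, which argues against such a trend as the cause. The pair of libraries nearest to 0 had a median of -0.43 in ESCs and -0.49 in NPCs, so that no pair was free of the difference, as library depth would need. An effect of the ΔZF1 protein would place the ΔZF1 line below the parental line. With both experiments scaled together, the median of chromosome 11 was 0.43 higher in the WT rescue line than in parental ESCs and 0.55 higher than in parental NPCs, whereas the ΔZF1 line differed from them by 0.03 and -0.03. This argues against the ΔZF1 protein as the cause, although the parental cells were sequenced in another experiment without the degron or the treatment. A candidate explanation is an additional copy of chromosome 11 in the WT rescue line or in part of its cells. A change from 2 copies to 3 would give a log2 fold change of -0.58 for the ΔZF1 line, and the medians of 13 stretches of 10 Mb all lay below 0, with -0.39 nearest to 0 in ESCs and -0.26 in NPCs, while none of 222 stretches of other chromosomes was as low. The copy number itself was not measured here.

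Genes of chromosome 8 were lower in Grb10 pA in the same way, with a median of -0.49 in ESCs and -0.48 in NPCs. Removal of the trend on GC content and gene length left medians of -0.55 and -0.51, and the pair of libraries nearest to 0 had medians of -0.42 and -0.45, which argues against both gene composition and depth. All 13 stretches of 10 Mb were lower, with -0.37 nearest to 0 in ESCs and -0.36 in NPCs, and none of 213 stretches of other chromosomes was as low. The values are in line with a loss of a copy of chromosome 8 in the Grb10 pA line or part of its cells, for which 3 copies going to 2 would give -0.58. An effect of the Grb10 truncation on chromosome 8 cannot be told apart from this, because only 1 line carries the truncation.

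Genes of the extraembryonic endoderm list were higher in NPC-ΔZF1 than in NPC-WT, with a median log2 fold change of 2.28 (adjusted p = 1.28e-18, camera), and 23 of the 26 genes were dysregulated. This p-value rests on the preset correlation between genes, and with a correlation estimated from the data camera gave an adjusted p of 0.147. Among the most abundant, Col4a1 rose from 9246 ± 2734 normalized counts (SD, n = 2) to 39939 ± 63.5 (SD, n = 2), and Lamc1 from 8117 ± 1180 (SD, n = 2) to 26246 ± 449 (SD, n = 2). Normal differentiation raises the list too, with 21 of the 26 genes higher in NPC-WT than in ESC-WT, and no gene of the list is in another list. A larger share of undifferentiated ESCs in NPC-ΔZF1 would need the genes to be at least as high in ESC-WT as in NPC-ΔZF1, which held for 2 of the 26. Of the genes that were higher in NPC-ΔZF1, 24 do not lie on chromosome 11, which argues against the dosage of that chromosome acting on its own genes alone. An indirect effect of the higher dosage in the WT rescue line would place that line below parental NPCs and the ΔZF1 line at their level. With both experiments scaled together, the median of the list was 1.58 higher in NPC-ΔZF1 than in parental NPCs (1.46 to 1.85 over pairs of libraries) and 0.77 lower in NPC-WT (-0.97 to -0.67). This argues against the dosage as the whole cause, although the parental cells were sequenced in another experiment without the degron or the treatment, and a part in the fall of NPC-WT stays open. Differentiation also differed between the experiments. From ESCs to NPCs, the median log2 fold change of the endoderm list was 3.31 in parental cells and 1.74 in the WT rescue line. That of the pluripotency list was -1.23 and -2.92. The parental NPCs are therefore an imperfect baseline for the endoderm list. The ΔZF1 protein and other differences of its line cannot be told apart, because 1 line expresses the protein. A larger share of endoderm-like cells and a rise within the cells cannot be told apart either, because 26 of the 26 genes being higher, with log2 fold changes from 0.22 to 4.12, is what was to be explained.

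Other gene lists that the paper does not report on also shifted. In ESC-ΔZF1, clustered protocadherins had a median log2 fold change of 0.80 (adjusted p = 1.52e-05, 16 of 19 genes higher) and Hox genes of 0.66 (adjusted p = 0.000126, 23 of 31 higher). For 10 of the Hox genes the counts of a group were at or under the 3 counts that a count of 0 allows, and with these genes at their bounds the median was 0.52. In NPC-ΔZF1, Hox genes had a median of 0.99 (adjusted p = 2.66e-07, 30 of 31 higher, 0.96 with bounds), clustered protocadherins of 0.70 (adjusted p = 0.0362, 14 of 19 higher) and surface ectoderm genes of -0.77 (adjusted p = 1.52e-05, 2 of 16 higher). Without replicate 2 of NPC-ΔZF1, the median of the protocadherins fell to 0.22. In NPC Podxl pA, extraembryonic endoderm genes had a median of 0.58 (adjusted p = 1.47e-13, 23 of 24 higher, 11 dysregulated) and neural progenitor genes of -0.28 (adjusted p = 0.0267, 2 of 11 higher). In NPC Grb10 pA, Hox genes had a median of -0.86 (adjusted p = 0.0314, 3 of 18 higher, -0.82 with bounds). These were 9 of the 40 pairs of a list and a comparison, and the adjusted p-values of the others lay between 0.0678 and 0.937. With fry in place of camera, 8 of the 9 were past 0.05, all but the neural progenitor list in NPC Podxl pA, and with a correlation estimated from the data only the endoderm list in NPC Podxl pA was. With fry, 12 pairs were past 0.05 in all. Newly past it were the mesoderm list in NPC-ΔZF1 (median 0.58, adjusted p = 0.00466) and, in NPC Grb10 pA, the lists of neural progenitors (-0.55, adjusted p = 0.000882), neuron projections (-0.12, adjusted p = 0.0099) and imprinted genes (0.01, adjusted p = 0.00251). With only the libraries of the groups compared, the neuron projection list in NPC Grb10 pA (adjusted p = 0.0427) and the neural progenitor (adjusted p = 0.00914) and mesoderm (adjusted p = 0.0427) lists in NPC-ΔZF1 were newly past it. Without the genes of chromosome 11 in the rescue lines or of chromosome 8 in Grb10 pA, 8 of the 9 were past 0.05. The protocadherins in NPC-ΔZF1 were not (adjusted p = 0.0771), and their adjusted p-value ranged from 0.0117 with fry to 0.436 with at least 10 counts in every library. The median of the Hox genes in ESC-ΔZF1 was 1.02 over the 21 left. No other explanation was tested for these lists, and each comparison is between single lines.

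From the RNA-seq data of the truncation lines, the paper reports on the truncated genes and not on other genes. In Podxl pA, 45 genes were dysregulated in ESCs and 73 in NPCs. In Grb10 pA, 1206 genes were dysregulated in ESCs and 2195 in NPCs. For each of these comparisons, 1 of the 10 splits of the 6 libraries into groups of 3, the real one, gave as many genes, and no other split gave more than 1. With 10 splits the share cannot fall below 0.1, so that this test cannot exclude chance in the grouping at 0.05. Without replicate 2 of ESC WT, 12 genes were dysregulated in ESC Podxl pA, and without replicate 2 of NPC Podxl pA, 44 were in NPC Podxl pA. Without the genes of chromosome 8, 878 genes were dysregulated in ESC Grb10 pA (570 up-regulated and 308 down-regulated) and 1851 in NPC Grb10 pA (1032 and 819). Effects of the truncation and other differences between the lines cannot be told apart from 1 line for each gene.

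Counts on the Y chromosome were low in the rescue lines, at 20.5 to 49.0 CPM against 161 to 305 CPM in the parental and truncation lines. The Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, chosen after the counts were seen, had 2 counts together in the deepest rescue library, against 294 in the shallowest library of the truncation table, which argues against depth. The highest value of any of them in a rescue library was 0.156 CPM. Loss of the Y chromosome before the WT and ΔZF1 rescues were made may explain this, since it was seen in both lines.

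The share of mitochondrial counts was 0.717 percentage points higher in NPC Podxl pA than in NPC WT, where the means were 1.17% and 0.448%. Of the 3 genes with the largest rise in NPC Podxl pA, all were mitochondrial, with log2 fold changes of 2.06 for mt-Nd4, 1.90 for mt-Co1 and 1.85 for mt-Nd5. Every NPC Podxl pA library (0.815% to 1.48%) lay above every NPC WT library (0.226% to 0.801%), although the nearest libraries lay close together. The 3 genes stayed past the cutoffs with any library left out. The share ranged over 0.665 points between the replicates of NPC Podxl pA and over 0.575 points in NPC WT. Differences between single libraries and a difference between the lines cannot be told apart, because these ranges are nearly as wide as the difference and each group has 3 libraries.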

How the results depend on the processing

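The alternatives that leave out or centre a chromosome were chosen after the medians of the chromosomes were seen, and the other alternatives were set before the data were examined. A count is taken as changed here when it moved by more than 1.5 times. Where no cause is named below, the cause was not tested.

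Kept under all alternatives set before were the direction and the call of Podxl in Podxl pA and of Grb10 in Grb10 pA. Their log2 fold changes across the fits that each left out one replicate ranged from -3.31 to -2.37 (ESC Podxl pA), -3.51 to -3.39 (NPC Podxl pA), -1.94 to -1.85 (ESC Grb10 pA) and -3.93 to -3.82 (NPC Grb10 pA). The counts of genes differing between NPC-WT and ESC-WT (5317 to 8041 under the other alternatives) and of CLIP-seq genes up-regulated in NPC-WT (443 to 485) also stayed within 1.5 times.

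With an adjusted p-value cutoff of 0.01, which passes fewer genes by construction, 52 genes were dysregulated in ESC-ΔZF1, 1455 in NPC-ΔZF1, 74 in the interaction, 17 in ESC Podxl pA, 40 in NPC Podxl pA and 784 in ESC Grb10 pA, and 94 CLIP-seq genes were down-regulated in NPC-ΔZF1. Without a cutoff on the fold change, 2016 genes were dysregulated in ESC Grb10 pA and 3727 in NPC Grb10 pA. Without a filter on low counts, the counts were 1088 in ESC-ΔZF1, 1139 in the interaction and 94 in ESC Podxl pA. With at least 10 counts in every library, which tests fewer genes, they were 45 in NPC Podxl pA and 2683 between parental NPCs and ESCs, and 4 pairs of a gene list and a comparison passed in place of 9. With only the libraries of the groups compared, 1601 genes were dysregulated in ESC-ΔZF1, 1222 in NPC-ΔZF1, 22 in ESC Podxl pA and 133 in NPC Podxl pA, and 88 CLIP-seq genes were down-regulated in NPC-ΔZF1. DESeq2 gave 680 genes for the interaction, and with it, with ashr and without a filter more genes were lower than higher in NPCs (362 and 318, 322 and 275, 601 and 538), opposite to edgeR. With fold changes shrunken by ashr, the counts were 12 in ESC Podxl pA, 38 in NPC Podxl pA, 612 in ESC Grb10 pA and 1217 in NPC Grb10 pA. With a correlation estimated from the data, 1 pair of a list and a comparison passed. Without the genes of chromosome 11, 254 genes were dysregulated in ESC-ΔZF1, and with that chromosome centred, 245.

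Across the fits that each left out one replicate, 12 to 38 genes were dysregulated in ESC Podxl pA, 44 to 60 in NPC Podxl pA, 1007 to 1261 in ESC Grb10 pA, 1812 to 2063 in NPC Grb10 pA and 4020 to 4444 between parental NPCs and ESCs. In the rescue lines, the dysregulated genes that kept their direction with a log2 fold change of at least 0.5 numbered 559 to 588 in ESC-ΔZF1, 2339 to 2861 in NPC-ΔZF1, 449 in each fit of the interaction and 6248 to 6792 between NPC-WT and ESC-WT, and 461 to 468 and 114 to 144 of the CLIP-seq genes up-regulated in NPC-WT and down-regulated in NPC-ΔZF1. These counts rest on direction and size alone, in fits that share libraries with the calls. They do not show whether the genes would be called again.

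The median of chromosome 11 in ESC-ΔZF1 was -0.44 with RLE normalization and ranged from -0.46 to -0.42 with one replicate left out. In NPC-ΔZF1 it ranged from -0.62 to -0.52. The median of chromosome 8 in NPC Grb10 pA was -0.50 with at least 10 counts in every library and -0.46 as a mean in place of a median, and ranged from -0.48 to -0.46 with one replicate left out. In ESC Grb10 pA it ranged from -0.53 to -0.48. The correlation across genes of the NPC and ESC fold changes of the rescue and parental lines was 0.324 with at least 10 counts in every library and 0.591 as a Pearson correlation, and ranged from 0.392 to 0.451 with one replicate left out. The correlation of the NPC-ΔZF1 fold changes with the parental NPC and ESC fold changes was 0.108 and 0.154 under these alternatives, and ranged from 0.0627 to 0.0975.

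The direction reversed for Podxl in ESC-ΔZF1 without replicate 1 of ESC-WT (0.0542, range -0.57 to 0.0542 over the replicates left out), for Rad21 in ESC Podxl pA without its replicate 3 (-0.0261, range -0.0261 to 0.0734) and in NPC Podxl pA without its replicate 1 (-0.012, range -0.012 to 0.0807), and for Ctcf in NPC Grb10 pA with chromosome 8 centred (0.0375). None of these was past the cutoffs before. Of 982 values for 78 results on single genes under alternatives, 74 changed, 28 of them no longer past the cutoffs, 5 newly past them, 37 moved without a test and 4 reversed. Of 320 values for 40 results on gene lists, 23 changed, 15 no longer past 0.05, 7 newly past it and 1 moved without a test.

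A term for replicates was among the alternatives, but the replicate numbers do not pair the libraries. After the group means were removed, correlations of libraries with the same number lay between -0.137 and 0.132 in the rescue lines and between -0.209 and 0.154 in the truncation lines, and 4 of 12 and 1 of 45 were over 0.1. With 2 libraries in a group, replicates 1 and 2 give the same correlation by construction. Each value of the rescue lines is therefore counted 2 times among the 12. With this term, 409 genes were dysregulated in ESC-ΔZF1, 2740 in NPC-ΔZF1 and 322 in the interaction, all within 1.5 times.

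Low counts limit the Hox list in ESC-ΔZF1, where 10 of 31 genes had a group at or under the 3 counts that a count of 0 allows.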

Differences from the paper's values

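Of 43 values that the paper states and that were also computed here, 5 differed by the rule that the values lie further apart than the larger error or, for counts, by more than 1.5 times.

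In ESC-ΔZF1, 387 genes were down-regulated, against the paper's 235. Among the alternatives set before the data were examined, the count was within 1.5 times of the paper's with fold changes shrunken by ashr (232), RLE normalization (337), at least 10 counts in every library (350) and a term for replicates (263). It was not with DESeq2 without shrinkage (408), no filter on low counts (653), only the libraries of the groups compared (994), an adjusted p-value cutoff of 0.01 (26) or no cutoff on the fold change (434). The total of 601 genes in ESC-ΔZF1 and of 2936 in NPC-ΔZF1 lay within 1.5 times of the paper's 432 and 2060, and with fold changes shrunken by ashr they were 409 and 2000.

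For 4 of 27 fold changes of single genes, the values differed by more than the error. The log2 fold change of Hoxa10 in ESC-ΔZF1 was 3.90, against the paper's 3.31 in Table S3. For Aoah in ESC-ΔZF1 it was 1.84, against the paper's 1.25, and for Dlx3 in ESC-ΔZF1 it was -0.91, against the paper's -0.45. For Hist1h4m in NPC-ΔZF1 the fitted value was 12.32, against the paper's 0.32 in Table S4. Hist1h4m had no count in NPC-WT, so that the fitted value depends on the prior count, and the counts give a rise of at least 141-fold by counting error alone, while the replicates of ESC-ΔZF1 had 1.30 and 806 normalized counts. With fold changes shrunken by ashr, the values were 3.55 for Hoxa10, 1.22 for Aoah, -0.45 for Dlx3 and 0.30 for Hist1h4m, which no longer differed from the paper's by the same rule. Leaving out a library, also set before the data were examined, closed the gap for Hoxa10 without replicate 1 of ESC-WT (3.75), for Aoah without replicate 2 of ESC-WT (1.61) and for Dlx3 without replicate 1 of ESC-ΔZF1 (-0.68) or of ESC-WT (-0.54). It did not with the other libraries left out, which gave 3.81 to 4.33 for Hoxa10, 1.79 to 2.03 for Aoah and -1.33 to -1.18 for Dlx3, or for Hist1h4m (12.11 to 12.38). The other alternatives set before, where they gave a value, did not close these gaps. With at least 10 counts in every library, Hoxa10, Aoah and Hist1h4m were not tested.

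The paper describes the transcript levels of Podxl and Grb10 as not changed in NPC-ΔZF1, from tracks of merged replicates. Here Grb10 was up-regulated in NPC-ΔZF1, with a log2 fold change of 0.85 (adjusted p = 0.000439), and the paper's own value in Table S4 is 0.80. Podxl was not past the cutoffs.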

Other observations

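The tests of Ctcf on chromosome 8 and of undifferentiated cells between the NPC-WT libraries, Fisher's exact test of the lists and the centring of chromosome 8 were chosen after the results were seen, and the tests without chromosome 11 for the distance to parental NPCs and of GC content between the NPC-WT libraries were set before.

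The 2 libraries of NPC-WT differed from each other more than those of other groups did. The chi-square per degree of freedom between replicates, which is 1 for counting error alone, was 63.1 in NPC-WT, against 2.92 in NPC-ΔZF1, 4.94 in ESC-ΔZF1 and 6.37 in ESC-WT. Removal of the trend on GC content and gene length lowered the SD of the log2 difference by 28.7%, from 0.507 to 0.362, which argues against this trend as the whole cause but leaves it as a part. Replicates 1 and 2 of NPC-WT also held 2.01% and 0.580% of mitochondrial counts, and their 10 most abundant genes 9.50% and 11.8% of the counts. Other technical causes were not tested. Different shares of undifferentiated cells may contribute, since 17 of 20 genes of the pluripotency list were higher in replicate 2, with a median difference of 0.45 (percentile 99.95 of random gene sets), against 52.5% of all genes.

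Fold changes between NPCs and ESCs were compared between the rescue and the parental WT lines, which share no library. Across 13226 genes, which are not independent replicates, the Spearman correlation was 0.432, and over pairs of libraries it ranged from 0.373 to 0.453. Between parental NPCs and ESCs, 4351 genes differed, 2186 higher and 2165 lower in NPCs, and 1 of the 10 splits of the 6 libraries gave as many. Across the same genes, the NPC-ΔZF1 fold changes had a correlation of 0.0875 with the parental fold changes (0.0546 to 0.0996 over pairs of libraries).

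With both experiments scaled together, 57.1% of 14742 genes were nearer to the parental NPCs in NPC-ΔZF1 than in NPC-WT, and the median distance on the log2 scale was 0.38 in NPC-ΔZF1 and 0.44 in NPC-WT. The higher level of chromosome 11 in the WT rescue line was tested as an explanation. Without that chromosome the share was 55.9%, and over pairs of libraries it was 58.3% to 59.1%, so that its own genes were not the whole cause. An indirect effect of its level on genes of other chromosomes was not tested here. An absolute distance also grows with the spread between replicates. This spread was wider in NPC-WT, with a chi-square per degree of freedom of 63.1 against 2.92 in NPC-ΔZF1. Whether it accounts for the larger distance of NPC-WT was not tested. The experiments differ in treatment and in the line, and no biological explanation was tested.

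Ctcf RNA was lower in Grb10 pA, with a log2 fold change of -0.64 in ESCs (standard error 0.07, adjusted p = 1.03e-06) and -0.44 in NPCs (standard error 0.07, adjusted p = 5.01e-05). Ctcf lies on chromosome 8 from 105636568 to 105682922. Among the genes of that chromosome it stood at percentile 31.3 in ESCs and 54.3 in NPCs, so that the lower level of the chromosome may explain it. With the chromosome centred, the log2 fold changes were -0.15 and 0.04. In Podxl pA the log2 fold change of Ctcf was 0.07 in ESCs and 0.02 in NPCs, and Rad21 was past the cutoffs in none of the truncation comparisons. In the rescue lines, Ctcf RNA was higher in ΔZF1, with a log2 fold change of 0.57 in ESCs (adjusted p = 0.0161) and 0.78 in NPCs (adjusted p = 0.000666). Counts on Ctcf can hold RNA of both the endogenous gene and the induced rescue.

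Sox1 RNA, on the same chromosome from 12395295 to 12400126, had 370 ± 22.7 normalized counts (SD, n = 3) in NPC WT, 239 ± 9.09 (SD, n = 3) in NPC Podxl pA and 120 ± 20.1 (SD, n = 3) in NPC Grb10 pA. The log2 fold changes were -0.63 (standard error 0.11, adjusted p = 0.00268) and -1.66 (standard error 0.12, adjusted p = 1.03e-10). In NPC Grb10 pA it stood at percentile 1.50 of its chromosome, and with the chromosome centred its log2 fold change was -1.17. In ESC WT it had 22.0 ± 3.74 normalized counts (SD, n = 3). In NPC-ΔZF1 the log2 fold change of Sox1 was 1.05 (standard error 0.16, adjusted p = 0.00192).

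H19 was lower in each of the mutant NPCs, with log2 fold changes of -2.79 in NPC Podxl pA (adjusted p = 8.93e-10) and -2.90 in NPC Grb10 pA (adjusted p = 6.24e-11). The list of imprinted genes did not shift as a set in NPC-ΔZF1, with a median log2 fold change of -0.04 (adjusted p = 0.631), although 23 of 56 genes were dysregulated (adjusted p = 0.000173, Fisher's exact test). Ddc, the neighbor of Grb10, had a log2 fold change of -1.41 in NPC Grb10 pA (adjusted p = 9.27e-06). In NPC-ΔZF1, the mesoderm list had a median of 0.58 (adjusted p = 0.0688) and the list of p53 targets of -0.18 (adjusted p = 0.262), neither of them past 0.05 with camera, although the mesoderm list was with fry (adjusted p = 0.00466) and with only the libraries of the groups compared (adjusted p = 0.0427).

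Other genes with the largest changes by the rule for named genes are given as log2 fold changes. In ESC Podxl pA, Tlx2 (0.81), Dnmt3l (0.78) and Gja1 (0.60) rose, and Dnah8 (-0.85), Map1b (-0.84) and Serpinf1 (-0.80) fell. Tlx2, Dnmt3l, Gja1 and Serpinf1 were not past the cutoffs under some alternatives, over which their adjusted p-values ranged from 4.58e-05 to 0.2701 (without replicate 2 of ESC Podxl pA), from 4.58e-05 to 0.307 (without replicate 2 of ESC WT), from 0.00194 to 0.231 (without replicate 2 of ESC WT) and from 6.86e-06 to 0.0994 (without replicate 2 of ESC Podxl pA). In NPC Podxl pA, P2rx3 (-0.76) fell, with adjusted p-values from 0.000309 to 0.135 (without replicate 2 of NPC WT). In ESC Grb10 pA, Tex13b (2.75), Tlx2 (1.61) and Gm32885 (1.56) rose, and Tubb3 (-1.55), which lies on chromosome 8, and Rhob (-1.47) fell. In NPC Grb10 pA, Tex13b (3.13), Txnip (2.18, with 19.4% of its exons shared with other genes) and Aldoc (2.04) rose and H3f4 (-2.41) fell.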
